# Dual targeting of CDK4/6 and CDK7 augments tumor response and antitumor immunity in breast cancer models

**DOI:** 10.1172/JCI188839

**Published:** 2025-08-12

**Authors:** Sungsoo Kim, Eugene Son, Ha-Ram Park, Minah Kim, Hee Won Yang

**Keywords:** Cell biology, Oncology, Breast cancer

## Abstract

Cyclin-dependent kinase 4/6 inhibitors (CDK4/6i) have transformed the treatment landscape for hormone receptor^+^ (HR^+^) breast cancer. However, their long-term efficacy is limited by acquired resistance, and CDK4/6i monotherapy remains ineffective in triple-negative breast cancer (TNBC). Here, we demonstrate that dual inhibition of CDK4/6 and CDK7 is a promising strategy to overcome therapeutic resistance in both HR^+^ and TNBC models. Kinetic analyses revealed that CDK7 inhibitors (CDK7i) primarily impair RNA polymerase II–mediated transcription rather than directly targeting cell cycle CDKs. This transcriptional suppression attenuated E2F-driven transcriptional amplification, a key mechanism for developing CDK4/6i resistance following the degradation of the retinoblastoma protein. Consequently, combining CDK7i at minimal effective concentrations with CDK4/6i potently inhibited the growth of drug-resistant tumors. Furthermore, dual CDK4/6 and CDK7 inhibition stimulated immune-related signaling and cytokine production in cancer cells, promoting antitumor immune responses within the tumor microenvironment. These findings provide mechanistic insights into CDK inhibition and support the therapeutic potential of combining CDK7i with CDK4/6i for breast cancer treatment.

## Abstract 2

Combined CDK4/6 and CDK7 inhibition suppresses breast tumor growth and drug resistance while enhancing anti-tumor immunity, offering a promising therapeutic strategy.

## Introduction

Metastatic breast cancer remains a leading cause of cancer-related mortality among women worldwide (1). A central mechanism driving breast cancer progression involves the hyperactivation of cyclin-dependent kinases 4 and 6 (CDK4/6), which are essential regulators of cell cycle entry (2, 3). This insight has led to major advances in targeted therapy, particularly for hormone receptor^+^ (HR^+^)/human epidermal growth factor receptor 2–negative (HER2^–^) breast cancer, which comprises approximately 70% of all breast cancer cases (3–5). The current standard first-line treatment for HR^+^/HER2^–^ metastatic breast cancer is the combination of CDK4/6 inhibitors (CDK4/6i) and endocrine therapy (ET). However, about 30% of patients develop resistance within 2 years, limiting the long-term therapeutic efficacy (6, 7). Although PI3Kα inhibitors may offer a potential second-line option for patients with *PIK3CA*-mutant tumors (8), a broadly effective treatment strategy for those who progress after CDK4/6i therapy has yet to be established. Additionally, CDK4/6i monotherapy has shown limited efficacy in triple-negative breast cancer (TNBC), an aggressive subtype for which effective targeted therapies remain lacking (9, 10).

In HR^+^/HER2^–^ breast cancer, specific genetic mutations such as *FAT1* loss and *PTEN* loss have been implicated in CDK4/6i resistance (7, 11–15). However, approximately 70% of resistance cases arise without new somatic mutations, highlighting the importance of nongenetic mechanisms (6, 7). The primary substrate of CDK4/6 is the retinoblastoma (Rb) protein, which inhibits cell cycle entry by sequestering E2F transcription factors (4, 5). Accordingly, Rb loss is the most well-established mechanism of CDK4/6i resistance (2–4). While *Rb* loss-of-function mutations are relatively rare in HR^+^/HER2^–^ breast cancer (4.7%) (7, 16), they are more prevalent in TNBC (20%–30%) (17, 18). Nevertheless, approximately 70% of TNBC tumors retain a functional Rb/E2F pathway, indicating that a substantial proportion may respond to CDK4/6i-based therapies.

Our recent studies have identified an alternative mechanism for Rb inactivation through proteasomal degradation triggered by CDK4/6 inhibition in breast cancer (19–21). However, this passive Rb inactivation results in insufficient E2F activity, which needs amplification to drive CDK4/6i resistance. The transcription amplifier c-Myc, frequently overexpressed in TNBC (22), plays a pivotal role in enhancing E2F transcriptional activity. However, targeting c-Myc is challenging due to the lack of a defined drug-binding pocket. Since c-Myc promotes transcription by increasing RNA polymerase II activity (23–26), targeting the transcriptional machinery may provide an alternative strategy to inhibit c-Myc function and CDK4/6i resistance in tumors with an intact Rb/E2F pathway.

CDK7 is uniquely positioned in cancer biology due to its dual role in regulating both mRNA transcription and cell cycle progression through the phosphorylation of RNA polymerase II and cell cycle CDKs, respectively (27, 28). This dual functionality has made CDK7 inhibitors (CDK7i) attractive as standalone therapies in breast cancer, potentially eliminating the need for additional CDK-targeted agents (29). Recent clinical trials have evaluated the maximum tolerated dose of CDK7i as a second-line therapy in HR^+^/HER2^–^ breast cancer patients who progressed on CDK4/6i and ET, as well as a first-line option for TNBC (ClinicalTrials.gov NCT03363893 and NCT04247126) (30). Furthermore, a previous study suggested that combining CDK7i with ET may provide an effective second-line strategy to overcome treatment resistance in HR^+^/HER2^–^ breast cancer (31). Despite these promising advances, the precise effect of CDK7 inhibition in breast cancer remains incompletely understood. Notably, given that CDK activity depends on cyclin expression, maximum inhibition of RNA polymerase II by CDK7i can indirectly influence cell cycle progression, complicating the mechanistic interpretation of its downstream effects.

In this study, we demonstrate that CDK7i primarily suppresses RNA polymerase II–mediated transcription, rather than directly targeting cell cycle CDKs. We propose that dual inhibition of CDK4/6 and CDK7 represents a rational therapeutic strategy, potentially serving as a first-line approach for TNBC and as a second-line option for HR^+^/HER2^–^ breast cancer that has progressed on CDK4/6i and ET. Our findings provide mechanistic insights into CDK inhibition and highlight the therapeutic potential of combining CDK7i and CDK4/6i to overcome drug resistance in breast cancer models.

## Results

### RNA polymerase II as the primary target of CDK7i and the limitations of CDK inhibitor monotherapy in TNBC.

We investigated the effect of 2 specific CDK7 inhibitors (SY5609 and LDC4297) on mRNA transcription, cell cycle CDK activity, and cell proliferation in TNBC (MDA-MB-231) and HR^+^/HER2^–^ (MCF-7) cell lines. We used live-cell sensors to monitor CDK4/6 and CDK2 activities (32, 33), while mRNA transcription and cell proliferation (% S phase cells) were assessed by 5-ethynyl uridine (EU) and 5-ethynyl-2′-deoxyuridine (EdU) incorporation, respectively. Cells were treated with various concentrations of CDK7i for 48 h to determine their half-maximal inhibitory concentration (IC50). We found that CDK7i exhibited significantly lower IC50 values for mRNA transcription (3–16 nM) compared with those required to inhibit CDK4/6 and CDK2 activities or cell proliferation (152–1,557 nM) (Figure 1A and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI188839DS1). Notably, kinetic analyses revealed that CDK7i treatment reduced RNA polymerase II phosphorylation and mRNA transcription without impacting CDK4/6 or CDK2 activity (Figure 1, B and C, and Supplemental Figure 2, A–F). Furthermore, CDK7i treatment did not alter cell cycle phase distribution (Supplemental Figure 2G). Given the reported on-target IC50 values for CDK7i (SY5609, 0.07 nM; LDC4297, 0.13 nM) (34, 35), our data indicate that CDK7i primarily targets mRNA transcription rather than cell cycle CDK activity.

To model the clinical evaluation of maximum tolerated doses of CDK7i in breast cancer (30), we assessed the dose-dependent antitumor efficacy of CDK7i in a syngeneic mouse TNBC model by orthotopically injecting AT3 cells expressing ovalbumin (AT3^OVA^) into the mammary fat pad of C57BL/6J mice (36). Once tumors reached an average volume of 100 mm³, mice were treated with escalating doses of CDK7i (SY5609; 0, 2, 5, 10, and 25 mg/kg). CDK7i treatment induced a dose-dependent antitumor response (Figure 1D and Supplemental Figure 3A). However, the 25 mg/kg dose was associated with toxicity, as evidenced by weight loss and mortality (Supplemental Figure 3B). At 10 mg/kg, tumor growth was delayed, but continued progression was observed during the treatment period, suggesting limited durability of the response at this dose. These results indicate that the therapeutic efficacy of CDK7i monotherapy in TNBC may be constrained by both dose-limiting toxicity and insufficient long-term tumor control. To further explore the potential of CDK inhibitor monotherapies in TNBC, we assessed CDK7i, CDK4/6i, and CDK2i as monotherapies in the AT3^OVA^ model. Like CDK4/6, CDK2 is a crucial cell cycle regulator, particularly in the G1/S transition (37, 38). Although each monotherapy delayed tumor progression with varying efficacy, TNBC tumors developed resistance to all CDK inhibitor treatments (Figure 1, E and F, and Supplemental Figure 3C). These findings indicate the limitations of CDK inhibitor monotherapies in TNBC treatment, underscoring the need for combination therapies to achieve durable antitumor effects.

### Targeting transcriptional amplification with CDK7i prevents CDK4/6i resistance.

To investigate the signaling pathways underlying CDK4/6i resistance, we isolated persister cells, which drive residual cancer growth and the emergence of drug resistance (39, 40), and performed RNA-Seq. After 14 days of CDK4/6i treatment in MDA-MB-231 cells, we used FACS with a geminin degron to classify persister and non-persister cells. The geminin degron selectively accumulates during the S and G2 phases (41), serving as a marker for proliferating cells. Gene set enrichment analysis (GSEA) revealed distinct upregulated and downregulated pathways in persister cells compared with non-persister cells (Figure 2A and Supplemental Figure 4A). We found that RNA polymerase II–mediated transcription activity was significantly upregulated in persister cells (Figure 2, A and B). Consistent with these findings, our recent studies highlight the pivotal role of transcriptional activity in driving CDK4/6i resistance (19–21). Following alternative Rb inactivation through degradation, breast cancer cells require increased transcriptional activity to amplify low E2F activity, ultimately leading to CDK4/6i resistance. Given that CDK7i primarily targets RNA polymerase II–mediated transcription, we hypothesized that dual inhibition of CDK4/6 and CDK7 could synergistically suppress E2F activity, offering a promising therapeutic strategy to overcome drug resistance.

To test this hypothesis, we performed dose titration experiments with CDK4/6i and CDK7i and observed a synergistic interaction (Figure 2C). We next examined the impact of this combination on persister cell development using MDA-MB-231 and MCF-7 cell lines expressing live-cell sensors for CDK4/6 and CDK2 activities, along with a Cdt1 degron reporter to monitor cell cycle transitions (42, 43). The Cdt1 degron is degraded during the S phase, marking G1/S and S/G2 transitions. This system enabled us to track distinct steps in cell cycle entry and evaluate how cancer cells develop into a persister phenotype under drug treatment (Supplemental Figure 4B). In the absence of treatment, most cells (MDA-MB-231, 89%; MCF-7, 96%) continuously activated both CDK4/6 and CDK2, initiating ongoing proliferation (Supplemental Figure 4C). CDK4/6 inhibition induced robust cell cycle arrest in all cells within 24 h (Figure 2D and Supplemental Figure 4D), confirming that breast cancer cells with an intact Rb/E2F pathway are initially responsive to CDK4/6i. However, a subset of cells (MDA-MB-231, 48%; MCF-7, 45%) acquired a persister phenotype, characterized by CDK2 activation in the absence of high CDK4/6 activity. While CDK7 inhibition alone did not effectively suppress CDK4/6 activity or cell proliferation, its combination with CDK4/6i significantly reduced the emergence of persister cells compared with either monotherapy (Figure 2, E and F, and Supplemental Figure 4, E and F). This combinatorial effect was consistently maintained over a 14-day treatment period (Supplemental Figure 5). Importantly, CDK4/6i reduced Rb levels regardless of CDK7i cotreatment (Figure 2G), suggesting that CDK7i acts downstream to block the transcriptional amplification required for resistance following Rb degradation. Finally, long-term clonogenic assays showed that the CDK4/6i and CDK7i combination significantly inhibited colony formation in both TNBC and HR^+^/HER2^–^ models compared with monotherapies (Figures 2, H and I). Together, these results demonstrate that dual CDK4/6 and CDK7 inhibition effectively prevents the emergence of persister and drug-resistant cells in breast cancer.

### Synergistic suppression of E2F and Myc pathways, along with the upregulation of immune responses, by CDK4/6i and CDK7i treatment.

To investigate the molecular effects of combined CDK4/6i and CDK7i therapy in breast cancer, we performed RNA-Seq on persister cells that emerged following drug exposure. 

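RNA was sequenced from MDA-MB-231 cells, a human triple-negative breast cancer line carrying a fluorescent fragment of geminin, a protein that accumulates from S phase until mitosis. The sorted cells formed 4 groups with 2 biological replicates each. The groups were an untreated control, the CDK4/6i palbociclib at 1 μM, the CDK7i SY5609 at 50 nM, and both drugs together, each for 42 h. The cDNA kit primes on poly(A) tails, so transcripts with short or no tails are captured less well. For 30160 gene symbols the authors deposited counts that kallisto estimated from the reads, as whole numbers and without scaling for library size or gene length. The kallisto version, the transcriptome and the genome build are not named in the paper's text, so no coordinates are given. The counts summed to 20949754 and 52627509 in control replicates 1 and 2, and to 32730402 and 46901666 with CDK4/6i. With CDK7i the totals were 49291960 and 37758228, and with the combination 47091613 and 54270801. A count of 3, taken as the detection floor, corresponded to between 0.0553 and 0.143 CPM, counts relative to the library's total. Set against counting noise alone, the replicates had a chi-square per degree of freedom of 106 in the control and 256 with CDK4/6i. It was 60.8 with CDK7i and 48.1 with the combination. Separate biological replicates at this depth would exceed counting noise in any case, so these values only describe the spread. From these counts, 15624 genes with enough counts in a group's libraries were scaled by edgeR's TMM factors, which ran from 0.866 in control replicate 2 to 1.13 in CDK7i replicate 2. All 8 libraries entered the same fit, since 2 libraries per group give little information on the spread, and the common dispersion was 0.108. The paper's text names no spike-in RNA that would measure total RNA per cell, so every fold change is relative to the other transcripts of a library. The choice of scaling shifts them together. Between the combination and the control, the median log2 fold change of all tested genes was 0.11 with TMM and 0.064 with DESeq2's size factors. It was 0.32 with upper quartile scaling and 0.43 with library totals alone.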

Persister cells were isolated 42 h after treatment using FACS based on geminin degron accumulation, with untreated proliferating cells serving as controls (Figure 3A). 

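On log2 CPM, the first principal component held 42.8% of the variance over the 8 libraries and the second 18.2%. The control libraries lay at -80.4 and -60.0 on the first component and the combination libraries at 75.4 and 63.2. CDK4/6i replicate 1 lay at 53.5, near the combination, and replicate 2 at -26.3, nearer to the control. The CDK7i libraries lay at -38.6 and 13.1. The root mean square log2 distance between the CDK4/6i replicates was 0.991. CDK4/6i replicate 1 was only 0.781 and 0.813 from the combination libraries, which were 0.643 apart. The cells were sorted on a geminin fragment, so the counts of geminin (GMNN) and of the replication factor it binds (CDT1) were read in every group. Reads from the reporter's geminin fragment may be counted as GMNN, and gene counts cannot tell them from the cell's own transcript. GMNN had 264 ± 46.3 CPM (SD, n = 2) in the control, 146 ± 66.4 with CDK4/6i, 180.2 ± 32.4 with CDK7i and 79.8 ± 5.15 with the combination. Its log2 fold change between the combination and the control was -1.72 (SE 0.34, edgeR quasi-likelihood adjusted *P* = 0.00835). Library totals in place of TMM factors moved that value most, to -1.41. CDT1 fell from 55.8 ± 13.1 CPM in the control to 12.2 ± 1.47 with the combination, a log2 fold change of -2.19 (SE 0.33, edgeR adjusted *P* = 0.00373). Both genes were lower in both combination libraries than in both control libraries.

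**Figure D1:**
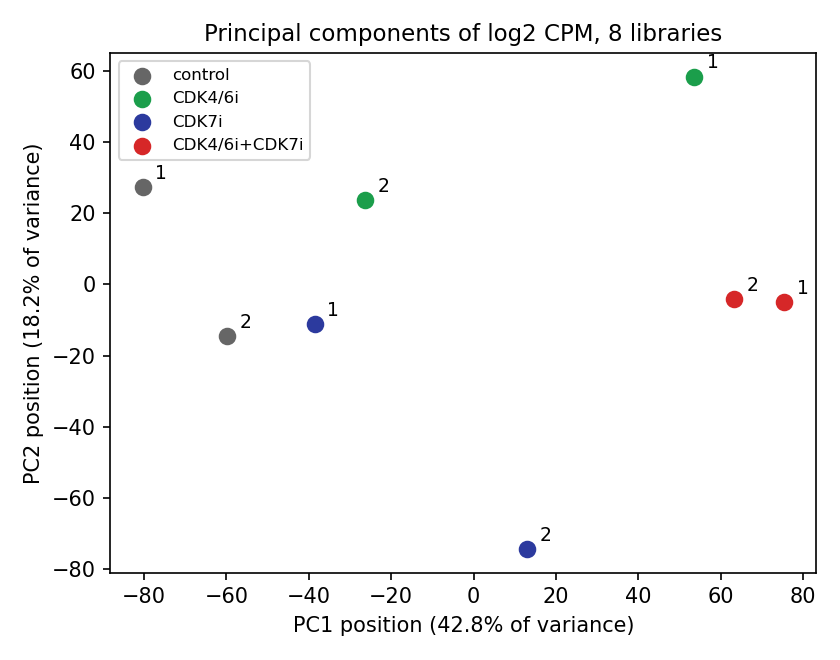
Position of each of the 8 libraries on the first principal component (x axis) and the second (y axis) of log2 CPM, with colors for the groups and numbers for the replicates. Control libraries sit at -80.4 and -60.0 on the first component and combination libraries at 75.4 and 63.2, with the CDK4/6i replicates apart at 53.5 and -26.3.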

Gene expression profiles were analyzed using hallmark gene sets from the Molecular Signatures Database (MSigDB), with a focus on E2F and Myc target pathways. As expected, control cells exhibited the highest expression of E2F and Myc target genes, while persister cells treated with the combination therapy showed the most robust suppression of these pathways (Figure 3, B and C). 

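Hallmark lists written from memory stand in for the MSigDB sets here, with 199 E2F target genes and 200 Myc target genes among those tested. A library's score is the mean z score of log2 CPM over a list's genes, centered on all 8 libraries. The E2F score was 0.80 ± 0.042 (SD, n = 2) in the control, 0.40 ± 0.26 with CDK7i, -0.24 ± 1.06 with CDK4/6i and -0.96 ± 0.22 with the combination. Group means thus ran from highest in the control to lowest with the combination. An exact permutation test over the 105 ways to divide the libraries into 4 pairs gave *P* = 0.152 for the E2F score, against a smallest possible 0.00952. In the same exact test, scores on library totals gave 0.162, and z scores over the means of the groups, chosen after seeing the data, gave 0.171. The Myc score was 0.97 ± 0.034 (SD, n = 2) in the control, 0.12 ± 0.40 with CDK7i, -0.054 ± 0.97 with CDK4/6i and -1.03 ± 0.049 with the combination (exact permutation test, *P* = 0.105, or 0.0667 on library totals). Both combination libraries scored below both control libraries for E2F and for Myc targets. 2 libraries against 2 cannot go below a two-sided exact *P* of 0.333. The wide spread with CDK4/6i came from its replicates. Replicate 1 scored -0.99 for E2F and -0.74 for Myc targets, close to the combination, and replicate 2 scored 0.50 and 0.63. Between the combination and the control, the median log2 fold change was -1.28 over E2F targets and -1.10 over Myc targets. The E2F median moved most with library totals, to -0.96. With each library left out in turn it stayed between -1.41 and -1.17 for E2F and between -1.13 and -1.02 for Myc targets. None of 10000 random lists matched on mean expression had so low a median in either case. Their own medians centered on -0.32 and -0.44.

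**Figure D2:**
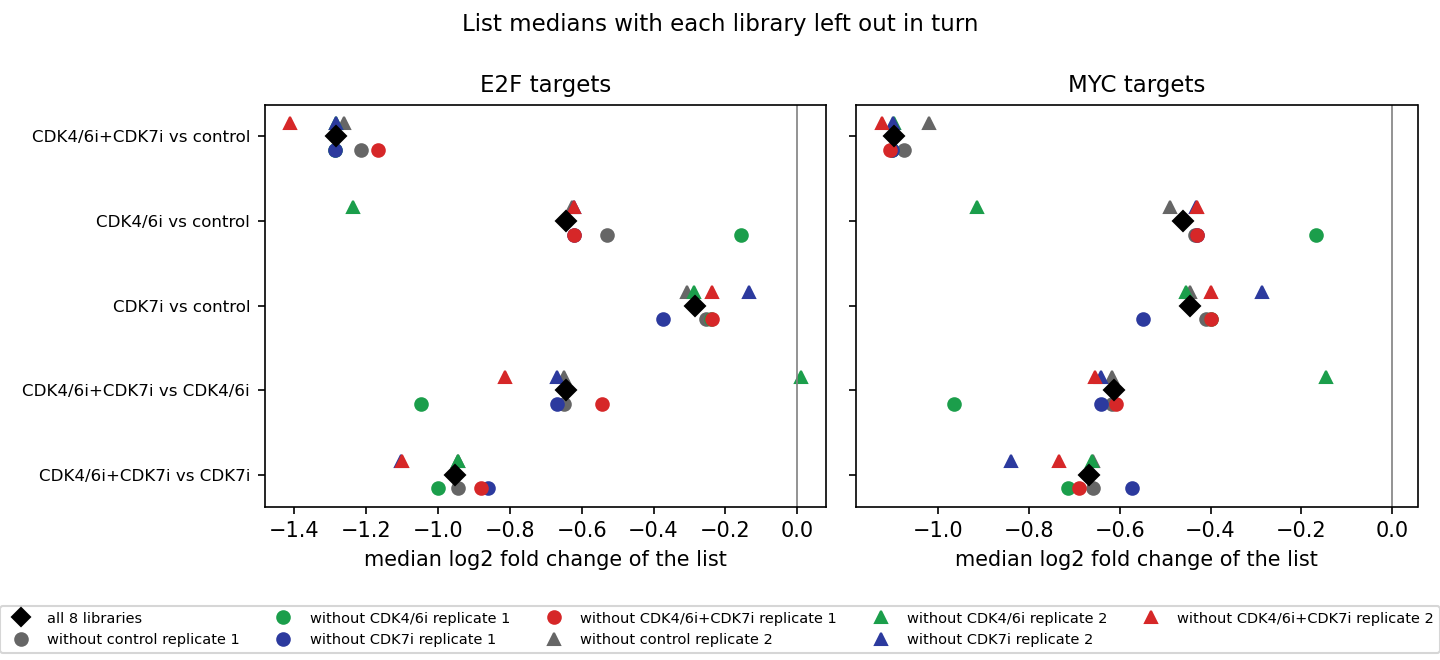
Median log2 fold change (x axis) of the E2F (left panel) and Myc target lists (right panel) in each comparison (y axis), with all 8 libraries (diamonds) and with each library left out in turn (colored points). The combination against the control stays between -1.41 and -1.17 for E2F targets, whereas the comparisons with CDK4/6i spread out when either of its replicates is left out.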

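Preranked gene set enrichment analysis on the log2 fold changes of the combination against the control, with 10000 permutations of genes, was run on 11 lists adjusted together. E2F targets had a normalized enrichment score (NES) of -4.03 and G2/M checkpoint genes -3.70, each with a permutation adjusted *P* of 0.0458. DNA repair genes had an NES of -2.30 with the same permutation adjusted *P*. No permutation gave a more extreme E2F score, but only 47 of them had a negative score, so 0.0458 is close to the smallest value that these permutations can give. The alternatives gave permutation or model adjusted *P* values from 1.1e-58 to 0.611 for E2F targets, the highest of them with upper quartile scaling or library totals. With camera and a correlation between genes estimated from the residuals, the adjusted *P* was 0.253 for each of these lists, and with fry 0.0480. With the replicate number in the model, the permutation adjusted *P* was 0.0688 for E2F targets and G2/M checkpoint genes. It was 0.0625 for DNA repair, so none of these lists passed in that fit. For E2F targets only 33 permutations of that fit had a negative score and none was more extreme, so the value reflects few permutations. For G2/M and DNA repair the permutations of that fit were not counted. The median log2 fold change was -1.11 for the G2/M checkpoint list and -0.45 for DNA repair. Both combination libraries scored below both control libraries in each of these lists. DNA repair depended on scaling, with a median of -0.24 with upper quartile scaling and -0.12 with library totals. Among single genes past an edgeR adjusted *P* of 0.05, 50.8% of the 199 tested genes of the G2/M list fell and 6 genes rose (138 changed when adjusted over the list alone). In the DNA repair list, 34 of 148 fell and 3 rose (45 when adjusted over the list alone). The 3 largest falls in the G2/M list were those of the lamin gene LMNB1, the cyclin gene CCNA2 and CDK1. LMNB1 had 104 ± 0.185 CPM (SD, n = 2) in the control and 11.6 ± 1.95 with the combination. In the DNA repair list the primase gene PRIM1 fell by 3.09 on the log2 scale (SE 0.64, edgeR adjusted *P* = 0.0102). The sliding clamp gene PCNA fell by 1.95 (SE 0.42, edgeR adjusted *P* = 0.0114).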

GSEA confirmed that despite active proliferation, the combination treatment significantly downregulated cell cycle–related pathways, including E2F targets, the G2/M checkpoint, and DNA repair mechanisms (Figure 3D). Additionally, we observed upregulation of pathways associated with epithelial-mesenchymal transition and immune responses, including TNF-α and IFN signaling. These changes suggested that the combination treatment may modulate immune cell populations within the tumor microenvironment (TME). 

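In the same enrichment test, the inflammatory response list passed an adjusted *P* of 0.05 among the rising lists, with an NES of 1.54 and a permutation adjusted *P* of 0.00666. The other lists that rose were epithelial-mesenchymal transition (NES 1.24, permutation adjusted *P* = 0.106) and TNF-α signaling (NES 1.24, permutation adjusted *P* = 0.106). IFN-γ response had an NES of 1.301 (permutation adjusted *P* = 0.0655) and IFN-α response 1.22 (permutation adjusted *P* = 0.179). Their calls changed with the setting. All of the EMT, TNF-α, IFN-γ and IFN-α lists passed when fold changes were shrunken with apeglm, with at least 10 counts in every library, with a ranking by the signed root of the F statistic, and with camera's preset correlation. Adjusted *P* values over the alternatives ran from 0.000326 to 0.3704 for EMT, 0.000326 to 0.434 for TNF-α, 0.000853 to 0.434 for IFN-γ and 0.000477 to 0.478 for IFN-α. The p53 pathway (NES 0.909) and apoptosis lists (NES 0.870) both had a permutation adjusted *P* of 0.756. Under the apeglm, 10-count and signed root settings the p53 list passed, and under the signed root setting the apoptosis list also passed, within ranges of 0.00523 to 0.985 and 0.0114 to 0.955. The median log2 fold change was 0.52 over EMT genes, or 0.50 with genes at the detection floor set to their bound, and 0.50 (0.48 likewise) over inflammatory response genes. It was 0.43 for TNF-α, 0.42 for IFN-γ and 0.33 for IFN-α. Random lists matched on expression had a median of 0.245 for the inflammatory response. For EMT, TNF-α, IFN-γ and IFN-α theirs were 0.074, -0.0084, 0.038 and -0.022. The inflammatory list lay above 99.3% of its matched lists, whose median of 0.245 shows that part of its rise was shared by genes expressed alike. IFN-α lay above 99.92% of its matched lists, and EMT, TNF-α, IFN-γ, p53 and apoptosis above all of theirs. By this measure the inflammatory list stood out less than the others, and with camera's estimated correlation its adjusted *P* was 0.253. Without control replicate 2 the IFN-α median was 0.51. The p53 list had a median of 0.22, or 0.088 without control replicate 1, and the apoptosis list 0.22, or 0.12 without combination replicate 2. Each of the EMT, TNF-α and IFN lists scored higher in both combination libraries than in both control libraries. Over all 4 groups, the exact permutation test of the library score gave *P* = 0.0381 for EMT, 0.0667 for the inflammatory response, 0.124 for IFN-α, 0.143 for IFN-γ and 0.324 for TNF-α. Adjusted over the 11 lists, the *P* for EMT in this exact test was 0.239. Past an edgeR adjusted *P* of 0.05, 28 EMT genes rose and 6 fell (34 changed when adjusted over the list alone). For TNF-α, 26 rose and 5 fell (34 adjusted over the list alone), for IFN-γ 20 and 8 (29), and for IFN-α 15 and 4 (19). In the inflammatory response list 14 rose and 3 fell (13). The fibronectin gene FN1 had the largest rise among the EMT genes, from 15.6 ± 7.11 CPM (SD, n = 2) to 152 ± 20.5, a log2 fold change of 3.28 (SE 0.42, edgeR adjusted *P* = 0.00202). MATN3 rose by 3.16 and NTM by 2.94 on the log2 scale. In the TNF-α list, JUNB rose by 2.38, CSF1 by 2.25 and CCRL2 by 2.22. In the IFN-α list, which also holds CSF1 and CCRL2, OAS1 rose from 9.63 ± 1.49 to 80.8 ± 2.12 CPM (log2 fold change 3.07, SE 0.52, edgeR adjusted *P* = 0.00574). The largest rises in the IFN-γ list were SLAMF7 (2.17), UBE2L6 (1.68) and ARID5B (1.68). Each of these genes was higher in both combination libraries than in both control libraries. With CDK4/6i alone OAS1 had 75.2 ± 67.8 CPM, SLAMF7 50.7 ± 7.19 and UBE2L6 88.7 ± 39.4. SLAMF7 had 42.2 CPM and UBE2L6 75.6 with the combination, so the rises of these genes were also seen without SY5609. OAS1 and the other genes named here had lower means with CDK4/6i alone than with the combination.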

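The lists that rose with the combination were also read with each drug alone. With CDK4/6i against the control, the inflammatory response, IFN-α, IFN-γ, TNF-α and EMT lists passed an adjusted *P* of 0.05 in the enrichment test. The permutation adjusted *P* was 0.00223 for the inflammatory response, 0.0218 for IFN-α and for IFN-γ, 0.0285 for TNF-α and 0.0330 for EMT. The median log2 fold changes were 0.30 for the inflammatory response, 0.33 for IFN-α, 0.22 for IFN-γ, 0.19 for TNF-α and 0.40 for EMT. Genes at the detection floor set to their bound gave 0.27 for the inflammatory response and 0.39 for EMT. Without CDK4/6i replicate 1 the medians were 0.081, 0.19, 0.084, -0.13 and 0.25. Leaving out control replicate 2 gave 0.34 for IFN-γ and 0.35 for TNF-α, and leaving out CDK4/6i replicate 2 gave 0.36 for TNF-α. None of these lists passed with CDK4/6i under fry, camera's estimated correlation or genes held by only 1 list, and the adjusted *P* over the alternatives reached 0.593 for TNF-α and 0.301 for the others. Against CDK4/6i alone the combination raised none of them past the threshold, with a permutation adjusted *P* of 0.0873 for the inflammatory response, 0.697 for IFN-α and TNF-α, and 0.987 for IFN-γ and EMT. In that comparison the TNF-α list passed with at least 10 counts in every library (0.000628), with camera's preset correlation (0.00771) and with the signed root ranking (0.000864), and the inflammatory list with genes held by only 1 list (0.0311). With CDK7i alone against the control, only the inflammatory response list passed, with a permutation adjusted *P* of 0.0363 and a median of 0.26 (0.25 with genes at the detection floor set to their bound). Without control replicate 2 that median was 0.42. The list did not pass with DESeq2, without a filter beyond 1 count, with fry or with camera's estimated correlation, within a range over the alternatives of 0.000663 to 1. The other lists had a permutation adjusted *P* of 0.989 with CDK7i, and EMT passed with at least 10 counts in every library and with the signed root ranking (0.00528). Against CDK7i alone the combination raised the IFN-α, IFN-γ, TNF-α and EMT lists past the threshold, with permutation adjusted *P* values of 0.00201, 0.00120, 0.00120 and 0.00588, while the inflammatory list had 0.0576. The medians were 0.35 for IFN-α, 0.28 for IFN-γ, 0.41 for TNF-α and 0.32 for EMT. Leaving out combination replicate 2 gave 0.23 for IFN-α and 0.18 for IFN-γ, and leaving out combination replicate 1 gave 0.18 for EMT. None of them passed with fry or camera's estimated correlation, and IFN-γ and EMT did not pass with DESeq2 or without a filter beyond 1 count. Over the alternatives the adjusted *P* ran from 0.000254 to 0.351 for IFN-α, 0.000391 to 0.792 for IFN-γ, 7.5e-06 to 0.381 for TNF-α and 0.000391 to 0.618 for EMT. The inflammatory list passed with camera's preset correlation (0.0429) and the signed root ranking (0.00645).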

Taken together, these findings support the hypothesis that CDK7i suppresses E2F activity following Rb degradation and c-Myc–driven transcriptional amplification. This dual inhibition strategy offers a promising therapeutic approach to prevent or overcome drug resistance in breast cancer.

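With CDK4/6i alone against the control, the median log2 fold change was -0.64 over E2F targets and -0.46 over Myc targets (permutation adjusted *P* = 0.0218 for each list, NES -3.18 and -3.00). These medians depended on the CDK4/6i replicate. Without replicate 1 they were -0.16 and -0.17, and without replicate 2 -1.24 and -0.92. With CDK7i alone they were -0.28 and -0.45, or -0.13 and -0.29 without CDK7i replicate 2. Random lists matched on expression had medians of -0.19 and -0.23, so most of the E2F fall with CDK7i was shared by genes expressed alike. Even so, only 1 of 10000 such lists had a median as low as the E2F list, and 0 as low as the Myc list. With library totals the list medians were -0.064 and -0.21. The permutation adjusted *P* of 0.367 for both lists rests on few permutations, since only 5 gave an E2F score and 6 a Myc score below 0 and none was more extreme. Adaptive permutations, chosen after seeing the data, gave adjusted *P* values of 5.77e-15 and 5.16e-28, within ranges over the alternatives of 5.77e-15 to 1 and 5.16e-28 to 1. Both lists also passed with at least 10 counts in every library, with camera's preset correlation and with the signed root ranking. With CDK4/6i alone neither passed with upper quartile scaling, library totals, fry or camera's estimated correlation, within ranges of 3.28e-31 to 0.301 and 2.81e-26 to 0.301. The combination against CDK4/6i alone gave medians of -0.65 for E2F and -0.61 for Myc targets (permutation adjusted *P* = 0.00190 for each). Without CDK4/6i replicate 2 they were 0.0092 and -0.15, and without replicate 1 -1.05 and -0.97. Against CDK7i alone the combination gave -0.95 and -0.67 (permutation adjusted *P* = 0.00120 for each). Neither comparison passed with fry or with camera's estimated correlation, within ranges for E2F targets of 7.2e-31 to 0.707 against CDK4/6i and 9.47e-47 to 0.351 against CDK7i. The interaction asks whether the effect of CDK7i on the log2 scale differs with CDK4/6i present. Its median was -0.33 over E2F targets (permutation adjusted *P* = 0.198) and -0.21 over Myc targets (permutation adjusted *P* = 1). The adjusted *P* values ran over the alternatives from 0.000636 to 1 and from 0.00381 to 1. Both lists passed with at least 10 counts in every library, and the E2F list also with camera's preset correlation and the signed root ranking. The Myc enrichment changed sign with DESeq2 and with no filter beyond 1 count. Without CDK4/6i replicate 2 the interaction medians were 0.31 and 0.26, above 0, and without replicate 1 -0.85 and -0.62. Leaving out CDK7i replicate 2 gave -0.51 and -0.41. Leaving out CDK7i replicate 1 gave -0.12 for Myc targets, and leaving out combination replicate 2 gave -0.55 for E2F targets. The RB1 transcript had 131.6 ± 41.7 CPM (SD, n = 2) in the control and 72.8 ± 12.9 with the combination, a log2 fold change of -0.85 (SE 0.31, edgeR adjusted *P* = 0.0732). Without control replicate 1 it was -0.49. With CDK4/6i alone the log2 fold change of RB1 was -0.29 (edgeR adjusted *P* = 0.701). E2F1 changed by -0.93 with the combination (SE 0.32, edgeR adjusted *P* = 0.0599), or by -0.56 without control replicate 2. RB1 and E2F1 both passed 0.05 with DESeq2, with or without apeglm, with no filter beyond 1 count, and in a fit of the 4 libraries compared. MYC had 126 ± 33.4 CPM in the control and 161 ± 13.9 with the combination, a log2 fold change of 0.35 (SE 0.30, edgeR adjusted *P* = 0.430). Without control replicate 1 that was 0.10 and without control replicate 2 0.65. With CDK7i alone MYC changed by -0.51 (edgeR adjusted *P* = 0.622). The paper proposes that CDK7i holds down E2F activity by blocking transcription that c-Myc amplifies, once CDK4/6i has led to Rb degradation. It draws on the lower E2F and Myc target expression with the combination, the enrichment results and experiments outside this RNA-Seq. Those include an immunoblot in which CDK4/6i lowered Rb protein with or without CDK7i, and live-cell readings of CDK2 activity. The RB1 transcript values above do not measure loss of the protein.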

### CDK4/6i and CDK7i combination therapy in HR^+^/HER2^–^ breast cancer resistant to CDK4/6i and ET.

We evaluated the therapeutic potential of CDK7 inhibition for HR^+^/HER2^–^ breast cancer models that had developed resistance to both CDK4/6i and ET. Based on our mechanistic model, both ET and CDK7i suppress the growth of CDK4/6i-resistant tumors by targeting c-Myc–mediated amplification of E2F activity. Therefore, we hypothesized that adding ET to the CDK4/6i and CDK7i combination would not provide additional therapeutic benefit. To test this, we employed MCF-7 and CAMA-1 cell lines resistant to both palbociclib and the estrogen receptor antagonist (ERa) fulvestrant. These resistant cells were treated with various combinations: CDK4/6i+ERa continuously or switching to CDK7i+ERa, CDK4/6i+CDK7i, or CDK4/6i+CDK7i+ERa. Among these, the combination of CDK4/6i and CDK7i most effectively suppressed cell growth, and the addition of ERa did not yield further benefit (Figure 4, A and B). Clonogenic assays confirmed that dual CDK4/6 and CDK7 inhibition significantly reduced colony formation, with no additional effect from ERa cotreatment (Figure 4, C and D). We extended these findings using 2 HR^+^/HER2^–^ patient-derived xenograft organoids (PDxOs). Similarly, CDK4/6i and CDK7i cotreatment significantly inhibited organoid growth, again without further enhancement from ERa (Figure 4, E and F, and Supplemental Figure 6A). Collectively, these results suggest that dual CDK4/6 and CDK7 inhibition, independent of continued ET, represents a promising therapeutic strategy for HR^+^/HER2^–^ breast cancer patients who have progressed on CDK4/6i and ET.

### CDK4/6i and CDK7i combination as a primary therapeutic strategy in TNBC.

We next assessed the efficacy of combining CDK4/6i and CDK7i as a primary therapeutic approach in TNBC models. In 2 TNBC PDxOs, the combination therapy significantly suppressed tumor growth compared with either monotherapy (Figure 5, A and B, and Supplemental Figure 6, B and C). While tumors treated with single agents developed resistance over time, the combination maintained a sustained antitumor effect throughout the 25-day treatment period. To examine the therapeutic potential of CDK4/6i and CDK7i in vivo, we established xenograft and syngeneic TNBC models by orthotopically injecting human MDA-MB-231 cells into immunodeficient J:NU mice and mouse AT3^OVA^ cells into immunocompetent C57BL/6J mice. Once tumors reached an average volume of approximately 100 mm³, mice were treated with CDK4/6i (palbociclib; 50 mg/kg), CDK7i (SY5609; 2 mg/kg), or their combination. Although monotherapies delayed tumor progression, resistance emerged in both models (Figure 5, C–E, and Supplemental Figure 6, D–H). In contrast, combination therapy induced durable tumor suppression across both models. Notably, tumor regression was greater in the immunocompetent syngeneic model compared with the immunodeficient xenograft model. While this may be partly attributed to the more aggressive tumor growth kinetics in the syngeneic model, it also suggests that immune components contribute to the enhanced therapeutic response. To directly test this, we compared the efficacy of the CDK4/6i and CDK7i combination in AT3^OVA^ tumors established in immunodeficient and immunocompetent mice. Combination therapy achieved significantly greater tumor suppression in the presence of an intact immune system (Figure 5, F and G), indicating that the therapeutic benefit involves both tumor-intrinsic and immune-mediated mechanisms.

The combination therapy was well tolerated, with no observed mortality, significant weight loss, or histological abnormalities in the kidney, liver, heart, or lung (Supplemental Figure 7, A and B). Hematological analyses revealed no significant changes in WBC, RBC, or lymphocyte counts, although a modest reduction in neutrophils was observed (Supplemental Figure 7C). Plasma levels of liver enzymes alanine aminotransferase and aspartate aminotransferase remained within normal ranges (Supplemental Figure 7D), indicating no overt hepatotoxicity. Together, these findings demonstrate that the CDK4/6i and CDK7i combination exerts potent antitumor activity in TNBC by concurrently targeting tumor-intrinsic pathways and engaging the immune microenvironment, without inducing systemic toxicity.

### Enhanced antitumor immunity by combined CDK4/6 and CDK7 inhibition.

To investigate the immunomodulatory effects of dual CDK4/6 and CDK7 inhibition, we analyzed the TME in the AT3^OVA^ syngeneic mouse model. Flow cytometric analysis of tumors after 28 days of treatment revealed alterations in immune cell composition. CDK4/6i monotherapy significantly reduced total immune cell infiltration (CD45^+^ cells), likely due to hematopoietic toxicity associated with CDK4/6 inhibition (Figure 6A). However, cotreatment with CDK7i restored and significantly increased CD45^+^ immune cell infiltration compared with both the control and CDK4/6i-alone groups. This effect extended to key T cell populations: combination therapy significantly enhanced infiltration of cytotoxic (CD8^+^) and helper (CD4^+^) T cells relative to CDK4/6i monotherapy (Figure 6, B and C). Moreover, the ratio of CD8^+^ T cells to Treg cells, an indicator of enhanced cytotoxic T cell activity, was elevated following combination treatment (Figure 6D). The combination therapy also increased the abundance of NK cells and neutrophils while reducing macrophage infiltration (Figure 6, E–G). Given the importance of CD8^+^ T cell localization for antitumor efficacy (44–46), we examined their spatial distribution across whole tumor sections. CD8^+^ T cell density was significantly increased in tumors from the combination group (Figure 6H). In control tumors, CD8^+^ T cells were largely restricted to the tumor periphery (within 500 μm of tumor margins), indicative of a T cell exclusion phenotype (45) (Figure 6, I and J). CDK7i, either alone or in combination, reversed this exclusion, promoting CD8^+^ T cell infiltration into the tumor core. These results suggest that dual CDK4/6 and CDK7 inhibition not only suppresses tumor cell proliferation but also reprograms the TME to support effective antitumor immunity.

To further elucidate the mechanisms underlying these immune changes, we performed single-cell RNA-Seq of the TME. Transcriptomic profiling of 17,163 control and 20,096 drug-treated cells revealed distinct immune and stromal populations using Uniform Manifold Approximation and Projection–based (UMAP-based) clustering (Figure 7A). Cell identities were annotated based on canonical markers: *EPCAM* and *NFIB* (cancer cells), *CD3D* with *CD8A* and *CD4* (T cells and innate lymphoid cells), *NCR1* (NK cells), *CD68* (macrophages), *CCR2* (monocytes), *CD79A* (B cells), *S100A8* (neutrophils), and *SPARC* (stromal cells) (Supplemental Figure 8A). Combination therapy increased the frequency of T cells, B cells, and NK cells while reducing macrophages (Figure 7, B–D), indicating enhanced immune activation. High-resolution clustering further revealed increased proportions of naive and activated cytotoxic CD8^+^ T cells, as well as naive and effector CD4^+^ T cells (Figure 7, E–G, and Supplemental Figure 8B). The frequency of both immature and mature B and NK cells, including activated subsets, was also elevated in the combination group (Figure 7H and Supplemental Figure 8, C and D), highlighting the capacity of CDK coinhibition to broadly enhance immune-mediated antitumor responses.

GSEA of cancer cell transcriptomes revealed significant upregulation of IFN-γ and inflammatory signaling pathways following combination treatment (Figure 8A). Macrophages showed similar activation of IFN-γ, TNF-α, and inflammatory signaling pathways (Supplemental Figure 9A). In addition, we observed elevated expression of immune-stimulatory cytokines and chemokines in cancer cells, including *CXCL2*, *CXCL9*, *CXCL10*, *CXCL11*, *CIITA*, and *ICAM2* (Figure 8B). These genes are critical for recruiting and activating immune effector cells within the TME (47–49), potentially reinforcing robust antitumor immunity.

To directly assess tumor antigen–specific responses, we conducted a tetramer assay using an H-2K^b^–SIINFEKL MHC class I tetramer that detects CD8^+^ T cells recognizing the OVA peptide expressed by AT3^OVA^ tumors. Flow cytometry analysis revealed a significant increase in both total and OVA-specific CD8^+^ T cells following combination treatment (Figure 8C and Supplemental Figure 9B). OVA-specific CD8^+^ T cells exhibited higher IL-2 expression than nonspecific CD8^+^ T cells (Supplemental Figure 9C), indicating enhanced activation and proliferative potential. Moreover, combination therapy significantly increased IFN-γ production in both OVA-specific and nonspecific CD8^+^ T cells, while TNF-α levels remained unchanged (Figure 8D and Supplemental Figure 9D), suggesting a functionally enhanced cytotoxic T cell response. Collectively, these findings demonstrate that combined CDK4/6 and CDK7 coinhibition reprograms the TME by boosting immune infiltration, reversing immune exclusion, and activating tumor-specific cytotoxic T cells, thereby promoting a robust and durable antitumor immune response.

## Discussion

Our study demonstrates that CDK7 inhibition primarily targets RNA polymerase II activity, thereby attenuating mRNA transcription. Building upon our previous findings implicating transcriptional activity in non-canonical cell cycle entry and CDK4/6i resistance (19, 20), we show that coinhibition of CDK4/6 with CDK7 enhances antitumor responses in both HR^+^/HER2^–^ breast cancer and TNBC models. Transcriptomic analyses further revealed that this combination therapy activates immune-related pathways in cancer cells, including IFN-γ signaling, TNF-α signaling, and cytokine production pathways, which collectively stimulate antitumor immunity within the TME. This immune activation is accompanied by increased infiltration of CD8^+^ and CD4^+^ T cells, B cells, and NK cells, key immune subsets required for effective tumor clearance (50–52). Together, these findings suggest that dual CDK4/6 and CDK7 inhibition not only suppresses tumor-intrinsic proliferation but also reprograms the TME to support immune-mediated tumor elimination, offering a promising therapeutic strategy for breast cancers with an intact Rb/E2F pathway.

This combination shows promise for HR^+^/HER2^–^ breast cancer that has progressed following CDK4/6i and ET. Notably, the addition of ET to the CDK4/6i and CDK7i combination did not provide additional therapeutic benefit, likely due to convergent mechanisms targeting c-Myc–mediated amplification of E2F activity. In TNBC, where effective targeted therapies remain limited, the CDK4/6i and CDK7i combination demonstrated robust antitumor activity when used as a primary treatment. Both xenograft and syngeneic models showed durable tumor suppression, with greater efficacy observed in immunocompetent mice. Single-cell RNA-Seq confirmed enhanced recruitment of T cells, B cells, and NK cells to the TME, supporting an immunostimulatory mechanism of action. These findings provide strong preclinical rationale for evaluating CDK4/6i and CDK7i combination therapy in clinical trials for breast cancer.

Our data support the notion that CDK7i selectively inhibits RNA polymerase II–dependent transcription, consistent with prior studies that identified CDK7i as a therapeutic vulnerability in Myc-driven tumors (53, 54). While higher doses of CDK7i can inhibit additional CDKs and enhance antiproliferative effects, they also increase the risk of systemic toxicity due to broad transcriptional suppression, highlighting the need for careful dose optimization. Thus, the therapeutic window for CDK7 inhibition will likely be defined by balancing efficacy against transcriptional toxicity.

In conclusion, our findings establish dual CDK4/6 and CDK7 inhibition as a rational and effective therapeutic strategy for HR^+^/HER2^–^ and TNBC subtypes and potentially for other malignancies with an intact Rb/E2F pathway. This work advances our understanding of CDK-targeted therapies and underscores the potential addition of CDK7i to overcome CDK4/6i resistance and improve clinical outcomes in breast cancer, warranting further clinical investigation.

## Methods

### Sex as a biological variable.

All in vivo studies were performed using female mice, as the disease being modeled — breast cancer — primarily affects females.

### Cell lines.

MCF-7 (HTB-22), MDA-MB-231 (CRM-HTB-26), and CAMA-1 (HTB-21) cell lines were obtained from ATCC and cultured in DMEM (Genesee Scientific; 25-500) supplemented with 10% FBS (Gibco; 10437-028). AT3^OVA^ cells were cultured in DMEM with 10% FBS. HCC38 cells were cultured in RPMI-1640 medium (Sigma-Aldrich; R8758) supplemented with 10% FBS, 10 mM HEPES (Sigma-Aldrich; H3537), and 1 mM sodium pyruvate (Gibco; 11360-070). All cells were maintained at 37°C in a humidified incubator with 5% CO_2_. All cell lines tested negative for mycoplasma contamination.

### Plasmid generation.

Live-cell biosensors for CDK2 and CDK4/6 activity and cell cycle phase monitoring were generated as previously described and are available from Addgene (19, 20, 32). The following constructs were used: pLenti-DHB (aa 994–1,087)-mVenus-p2a-mCherry-Rb (aa 886–928) (Addgene; 126679), pLenti-H2B-iRFP670-p2a-mCerulean-Cdt1 (aa 1–100) (Addgene; 223965), and pLenti-H2B-iRFP670-p2a-mCerulean-Geminin (aa 1−110) (Addgene; 223959).

### Cell line generation.

Stable cell lines were generated using lentiviral transduction. Lentiviruses were produced in HEK293T cells cotransfected with pCMV-VSV-G (Addgene; 8454), pRSV-rev (Addgene; 12253), and pMDLg/pRRE (Addgene; 12251) using polyethylenimine transfection reagent. Viral supernatants were collected for 3 days after transfection, centrifuged at 500*g* for 5 min, and filtered through a 0.45 μm membrane (Millipore; SLHA033SB). The filtrates were concentrated using Amicon Ultra-15 centrifugal filters with a 100 kDa cutoff (Millipore; UFC910024) and stored at −80°C. Target cells were transduced with lentivirus in the presence of 5 μg/mL polybrene (Sigma-Aldrich; TR-1003-G). Antibiotic selection was initiated 2 days after infection, based on the selectable marker associated with each construct: puromycin (1 μg/mL; InvivoGen; ant-pr-1), blasticidin (10 μg/mL; InvivoGen; ant-bl-1), or neomycin (400 μg/mL; Thermo Fisher Scientific; BP673-5). Palbociclib/fulvestrant-resistant MCF-7 and CAMA-1 cells were generated as previously described (21). These cells were continuously maintained in media containing 1 μM palbociclib and 500 nM fulvestrant, with drug-containing media replenished every 2–3 days. Resistance was validated by determining the IC50 value.

### Drug, chemicals, and antibodies.

EdU (catalog 900584), crystal violet (catalog C0775), hydrocortisone (catalog H0888), and *N*-acetyl-l-cysteine (NAC) (catalog A9165) were obtained from Sigma-Aldrich. EU (catalog 1261) was obtained from Click Chemistry Tools. Palbociclib hydrochloride (HY-50767C), LDC4297 (HY-12653), SY5609 (HY-138293), and Y-27632 (HY-10071) were sourced from MedChem Express; fulvestrant (S1191) was purchased from Selleck Chemistry; and tagtociclib (CT-PF0710) was purchased from Chemietek. Growth factor–reduced Matrigel (catalog 354230) was obtained from Corning. Additional reagents included TRIzol LS (catalog 10296010) and GlycoBlue (catalog AM9515) from Invitrogen, chloroform (catalog J67241K2) from Thermo Fisher Scientific, GlutaMAX (catalog 35050061) from Gibco, PF-06873600 (catalog 35502) from Cayman Chemical, gentamicin (catalog 25-533) from Genesee Scientific, recombinant human EGF (catalog HZ-1326) from ProteinTech, FGF2 (catalog 4114-TC-01M) from R&D Systems, and CellTiter-Glo (catalog G9682) from Promega. Primary antibodies used for immunoblotting included anti-Rb (clone 4H1; catalog 9309), anti-Rpb1 (clone D8L4Y; catalog 14958), anti–phospho-Rpb1 CTD (Ser2) (clone E1Z3G; catalog 13499), anti–phospho-Rpb1 CTD (Ser5) (clone D9NGI; catalog 13523), anti–phospho-Rpb1 CTD (Ser7) (clone E2B6W; catalog 13780), and anti–β-actin (clone 8H10D10; catalog 3700), all from Cell Signaling Technology. Intercept (TBS) blocking buffer (catalog 927-60001), goat anti-mouse IRDye 800CW (catalog 926-32210), and goat anti-rabbit IRDye 680RD (catalog 926-68071) were obtained from LI-COR Biosciences. Fluorophore-conjugated antibodies used for flow cytometry are listed in Supplemental Table 1.

### Organoid culture.

Breast cancer PDxOs (HCI-002, HCI-003, HCI-017, and HCI-041) were obtained from the Huntsman Cancer Institute and cultured according to published protocols (55). PDxOs were embedded in 200 μL of growth factor–reduced Matrigel over a 50 μL Matrigel base layer in multiwell plates. TNBC PDxOs were maintained in PDxO base medium composed of advanced DMEM/F12 (Gibco; 12634028) supplemented with 5% FBS, 10 mM HEPES, 1× GlutaMAX, 1 μg/mL hydrocortisone, 50 μg/mL gentamicin, and 10 ng/mL human EGF with 10 μM Y-27632 freshly added. HR^+^/HER2^–^ PDxOs were cultured in the same base medium supplemented with 10 μM Y-27632, 100 ng/mL FGF2, and 1 mM NAC. Cultures were maintained at 37°C in a humidified atmosphere with 5% CO_2_, and medium was refreshed every 3−4 days. Once organoids reached maturity, they were passaged and reseeded at a density of 2 × 10^5^ cells per Matrigel dome in 6-well plates.

### Organoid viability assay.

To evaluate PDxO viability, organoids were seeded at 2 × 10^4^ cells per dome in 90 μL of Matrigel atop a 10 μL Matrigel base layer in 24-well plates (Fisher Scientific; FB012929). Drug treatments were initiated 7 days after plating, and media were replaced every 3−4 days. Following the treatment period, plates were brought to room temperature, and media were aspirated. Each well received 100 μL of CellTiter-Glo reagent, and plates were gently shaken for 25 min at room temperature. Luminescence was measured using a SpectraMax i3x plate reader (Molecular Devices) after transferring the lysates to 96-well white opaque plates (Corning; 3917).

### Clonogenic assay.

Cells were seeded at equal densities into 6-well plates (Genesee Scientific; 25-105) and treated with the indicated drugs on the day of plating. Drug-containing media were replaced every 2–3 days for a total duration of 28 days. After treatment, cells were fixed by adding 4% paraformaldehyde (PFA) (Ted Pella; NC1537886) containing 10 mM HEPES in PBS (Sigma-Aldrich; D8537), directly mixed with the culture medium at a 1:1 ratio to achieve a final concentration of 2% PFA. Fixation was carried out at room temperature for 15 min. Cells were then washed with PBS and stained with 500 μL of 0.5% crystal violet solution (prepared in 80% distilled water and 20% methanol) per well. Plates were placed on a shaker for 30 min at room temperature, followed by thorough rinsing with water to remove excess dye. Plates were allowed to air dry overnight. Colony area was quantified using ImageJ (NIH) software.

### Immunofluorescence.

Cells were plated in 96-well glass-bottom plates (Cellvis; P96-1.5P) and treated with the indicated drugs. To assess S phase entry and transcriptional activity, cells were labeled with either EdU (10 μM) or EU (1 mM) and incubated at 37°C for 15 min (EdU: for IC50 measurements), 24 h (EdU: for synergy experiments), or 30 min (EU for transcription measurements) before fixation. Cells were fixed in 2% PFA by mixing 4% PFA (prepared in 10 mM HEPES-PBS) with the culture medium at a 1:1 ratio, incubating for 15 min at room temperature. Cells were then permeabilized in PBS with 0.2% Triton X-100 (Sigma-Aldrich; X100) for 15 min. Click chemistry was used to detect EdU or EU incorporation using Alexa Fluor 647–conjugated detection reagents (Click Chemistry Tools; 1300), following the manufacturer’s protocol. Nuclei were counterstained with Hoechst 33342 (10 μg/mL) (Thermo Fisher Scientific; 62249) for 15 min. After each staining step, cells were washed with PBS and stored in PBS until imaging. For synergy assays, cells were treated with drug combinations for 48 h, with EdU added during the final 24 h. Drug synergy was calculated using the Bliss independence model via SynergyFinder (www.synergyfinder.org) (56).

### Immunoblots.

Cells were seeded in 10 cm dishes and treated with the indicated drugs for the specified durations. Cells were washed with ice-cold PBS and lysed in RIPA buffer supplemented with protease (Thermo Fisher Scientific; 1861279) and phosphatase (Sigma-Aldrich; 4906845001) inhibitor cocktails. Lysates were clarified by centrifugation at 12,000*g* for 10 min at 4°C. Protein concentrations were determined using the Pierce 660 nm Protein Assay Reagent (Thermo Fisher Scientific; 22660). Equal amounts of protein (10–20 μg) were mixed with Laemmli sample buffer containing 2% 2-mercaptoethanol (Bio-Rad; 1610710) and boiled at 95°C for 5 min. Proteins were resolved on either 8% hand-cast SDS-PAGE gels or NuPAGE 4%–12% Bis-Tris precast gels (Invitrogen; NP0321) and transferred to membranes. Membranes were blocked in 5% blocking buffer in TBS for 1 h at room temperature and incubated overnight at 4°C with primary antibodies: anti–β-actin (1:2,000), anti-Rb (1:2,000), anti-Rpb1 (1:1,000), and anti–phospho-Rpb1 CTD (Ser2, Ser5, and Ser7) (each 1:1,000). Blots were washed in TBS-T (0.1% Tween 20), incubated with IRDye-labeled secondary antibodies — goat anti-mouse IRDye 800CW or goat anti-rabbit IRDye 680RD (1:2,000; LI-COR Biosciences) — for 1 h at room temperature and imaged using the LI-COR Odyssey Infrared Imaging System.

### Live- and fixed-cell imaging.

Cells were seeded in a 96-well glass-like polymer bottom plate (Cellvis; P96-1.5P) at densities optimized to maintain 30%–80% confluency throughout the experiment (57). Multicolor fluorescence imaging was performed using an Eclipse Ti2 inverted microscope (Nikon Instruments), equipped with either a ×10 (numerical aperture [NA] 0.45, bin 1) or ×20 (NA 0.75, bin 2) objective. For live-cell imaging, cells were maintained in a humidified chamber (Tokai Hit) at 37°C with 5% CO_2_ and imaged every 12 min. Total light exposure was kept below 400 ms per time point to minimize phototoxicity. Image acquisition and analysis were performed using ImageJ and custom MATLAB scripts.

### Image analysis.

Automated image processing was conducted using MATLAB-based algorithms as previously described (19). In fixed-cell experiments, nuclei were segmented via Hoechst 33342 staining using histogram-based thresholding. In live-cell experiments, nuclear segmentation was achieved by detecting H2B-iRFP670 fluorescence via the Laplacian of Gaussian blob detection method. Flat-field correction was applied to mitigate illumination bias. Cell tracking was performed using the deflection-bridging algorithm. Mitotic events were defined by the appearance of 2 closely adjacent daughter nuclei with combined nuclear intensity comparable to that of the parental nucleus. For kinase translocation reporters, the cytoplasmic-to-nuclear fluorescence ratio was quantified. The cytoplasm was approximated as a ring extending 2–10 μm from the nuclear mask, excluding rings overlapping adjacent nuclei. Nuclear signal was derived from the segmented mask, and cytoplasmic signal was calculated from the median intensity within the defined ring.

### RNA extraction, sequencing, and analysis.

MDA-MB-231 cells expressing mCerulean-tagged geminin (aa 1–110) were treated with the indicated drugs for 42 h or 14 days. Cells were dissociated and sorted by FACS based on mCerulean fluorescence to isolate geminin-positive cells. Immediately after sorting, cells were lysed in TRIzol LS Reagent (Invitrogen; 10296010) and mixed with 0.2 mL of chloroform per 1 mL of TRIzol to induce phase separation. After centrifugation at 12,000*g* for 15 min at 4°C, the aqueous phase was collected and RNA was precipitated by adding 0.5 mL of isopropanol and GlycoBlue (50 μg/mL) (Applied Biosystems; AM9515), followed by overnight incubation at −20°C. Precipitated RNA was pelleted by centrifugation at 12,000*g* for 10 min at 4°C, washed with 75% ethanol, and centrifuged again at 7,500*g* for 5 min. After air-drying, RNA was resuspended in RNase-free water. RNA quality and quantity were assessed using a TapeStation 4200 system (Agilent Technologies). RNA-Seq was performed at the Columbia Genome Center using the Clontech Ultra Low v4 Kit and the Element Aviti platform. 

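edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2434 of 15624 genes changed between the combination and the control at an adjusted *P* below 0.05. Of these, 1131 were higher and 1303 lower with the combination. The count moved most in a fit of only the 4 libraries compared, to 4158, and ran from 2142 to 4158 over the 10 alternatives. CDK4/6i alone changed 291 genes (210 higher) and CDK7i alone 7 (7 higher). The combination differed from CDK7i alone in 227 genes (171 higher). It differed from CDK4/6i alone in 0 genes, with 2155 at an unadjusted *P* below 0.05. The interaction gave 0 genes, with 503 at an unadjusted *P* below 0.05. DESeq2 called 283 genes between the combination and CDK4/6i alone and 3 for the interaction. Among genes with a mean log2 CPM of at least 3 and no overlap between the groups' libraries, the largest rise was that of the water channel gene AQP3, from 2.77 ± 1.78 CPM (SD, n = 2) to 60.3 ± 33.1. Its log2 fold change was 4.49 (SE 1.02, edgeR adjusted *P* = 0.0139). The next were the integrin gene ITGB4 (4.21), JUP (3.98), TTLL3 (3.87) and SEC31B (3.74). The largest falls were those of FAM72D (-3.37, SE 0.46) and the histone gene H4C3 (-3.25, SE 0.50). FAM72D and H4C3 have near-identical copies among which the estimated counts could have been split, so their values are uncertain. The summed CPM of 15 H4 genes also fell, from 1013 in the control to 129 with the combination. That argues against splitting among these genes as the cause of the H4C3 fall, and no such sum was taken for FAM72D. FAM72D and H4C3 were followed by LMNB1 (-3.16), PRIM1 and CCNA2 (-2.98). Among the drugs' target genes, CDK4 changed by -1.38 (SE 0.36, edgeR adjusted *P* = 0.0225) and CDK6 by -0.21 (edgeR adjusted *P* = 0.644). Without control replicate 1 the CDK6 value was 0.20, without control replicate 2 -0.54, and with library totals 0.10. CDK7 changed by -0.73 (edgeR adjusted *P* = 0.317), by 0.19 without control replicate 1 and by -1.30 without control replicate 2. CCND1 changed by 0.92 (edgeR adjusted *P* = 0.0722) and passed 0.05 with upper quartile scaling, library totals, DESeq2, either other filter and the fit of 4 libraries.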

Differential expression analysis was conducted with the DESeq2 R package (v1.44.0) (58), applying log2 fold-change shrinkage using the apeglm method (59). GSEA was performed using the clusterProfiler R package (v4.12.6) with hallmark and reactome gene sets from MSigDB. Ranked gene lists were used for input (max gene set size = 500), and statistical significance was assessed with 10,000 permutations. Pathways were considered significantly enriched at *P* < 0.05 and FDR < 0.25.

### In vivo xenograft and syngeneic mouse models.

Female C57BL/6J and J:NU mice (7–8 weeks old) were anesthetized via intraperitoneal injection of ketamine (90 mg/kg) and xylazine (10 mg/kg). AT3^OVA^ cells (5 × 10^5^ cells per mouse in PBS) were orthotopically injected into the abdominal mammary fat pads of both C57BL/6J and J:NU mice. For human xenograft models, MDA-MB-231 cells (2 × 10^6^ cells per mouse) were suspended in Geltrex LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Thermo Fisher Scientific; A1413201) and similarly injected into J:NU mice. Tumor volume was measured biweekly using digital calipers and calculated using the formula: volume = (width^2^ × length) × ½. Drug treatment commenced once tumors reached an average volume of approximately 100 mm³. Mice bearing AT3^OVA^ tumors were administered varying doses of SY5609 (2, 5, 10, or 25 mg/kg in corn oil) or treated with vehicle control (corn oil), palbociclib (50 mg/kg), SY5609 (10 mg/kg), or tagtociclib (50 mg/kg). Mice bearing AT3^OVA^ or MDA-MB-231 tumors received vehicle, palbociclib (50 mg/kg), SY5609 (2 mg/kg), or a combination of palbociclib and SY5609. All treatments were administered once daily by oral gavage. At study endpoint, mice were anesthetized using ketamine (90 mg/kg) and xylazine (10 mg/kg) and subjected to vascular perfusion with either 1% PFA in PBS for immunohistochemistry or ice-cold PBS for flow cytometry sample preparation. Tumors were excised and weighed. Blood was collected 28 days after treatment to evaluate hematological parameters and plasma liver enzyme levels (alanine aminotransferase and aspartate aminotransferase). Blood analyses were performed at the Institute of Comparative Medicine, Columbia University Medical Center using the Heska Element HT5 analyzer for complete blood counts and the Heska Element DC analyzer for biochemical analysis. All animal studies were conducted in accordance with institutional guidelines for the care and use of laboratory animals. Experimental protocols were approved by the Institutional Animal Care and Use Committee at Columbia University Irving Medical Center. Mice were regularly monitored, and ethical endpoints were strictly observed to ensure animal welfare.

### Flow cytometry.

At the experimental endpoint, mice were perfused via the left ventricle with cold PBS for 2 min. Tumors were excised, finely minced with a sterile razor blade, and enzymatically dissociated in a digestion buffer composed of FACS buffer (PBS + 2% FBS), 0.1% collagenase IV (Worthington; LS004188), and 10 U/mL DNase I (Sigma-Aldrich; D4527) at 37°C for 30 min. The resulting single-cell suspensions were filtered through a 70 μm nylon mesh, and RBCs were lysed using 1× RBC Lysis Buffer (eBioscience; 00-4300-54). To evaluate tumor antigen–specific T cell responses, 5 × 10^6^ viable cells were cultured in RPMI medium supplemented with 10% FBS, 1× penicillin/streptomycin (Gibco; 15-140-122), 1× GlutaMAX, 10 mM HEPES, 100 mM sodium pyruvate, 50 μM 2-mercaptoethanol, and 1× MEM nonessential amino acids (Cytiva; SH30238.01). A protein transport inhibitor (Invitrogen; 00-4980-93) was added 6 h before harvesting to allow intracellular cytokine accumulation. Single-cell suspensions were first incubated with anti-mouse CD16/CD32 (clone S17011E) (Fc Block; BioLegend; 156604) to minimize nonspecific antibody binding, followed by staining with Zombie Aqua viability dye (1:1,000; BioLegend; 423101). For detection of tumor-specific CD8^+^ T cells, cells were stained with H-2K^b^–SIINFEKL tetramer conjugated to phycoerythrin (PE) (clone 25-D1.16) (MBL; TS-5001-1C) for 30 min at room temperature, followed by staining with fluorophore-conjugated antibodies: anti-CD8a conjugated to FITC (clone KT15) (1:20; Invitrogen; MA5-16759) and CD45 conjugated to Brilliant Ultraviolet 395 (clone 30-F11) (1:100; BD Biosciences; 564279). For intracellular cytokine analysis, cells were fixed and permeabilized using fixation/permeabilization buffer (eBioscience; 00-5123-43) and subsequently stained with the appropriate fluorophore-conjugated antibodies (TNF-α, Brilliant Violet 650; IL-2, PerCP-Cyanine5.5; and IFN-γ, PE/Cyanine7). All antibodies used are listed in Supplemental Table 1. Samples were acquired on a NovoCyte Penteon flow cytometer (Agilent), and data were analyzed using FlowJo v10.8.1 (BD Biosciences) or NovoExpress v1.6.2 (Agilent).

### Tissue preparation.

Following cardiac perfusion, tumors and organs (heart, kidney, liver, and lung) were collected and fixed in 1% PFA at 4°C for 1 h, then incubated overnight in 30% sucrose at 4°C. Tissues were embedded in optimal cutting temperature compound (Thermo Fisher Scientific; 23-730-571) and sectioned using a cryostat (Leica; CM1850). Tumor sections were cut at 50 μm thickness, and organ sections were cut at 10 μm.

### Immunohistochemistry.

Tumor sections were washed with PBS containing 0.3% Triton X-100 (PBST) and blocked with 5% normal donkey serum (Jackson ImmunoResearch; 017-000-121) for 1 h at room temperature. Sections were incubated overnight at 4°C with rabbit anti-mouse CD8^+^ antibody (clone EPR21769) (1:500; Abcam; ab217344) in blocking buffer. The following day, sections were incubated with Alexa Fluor 594–conjugated donkey anti-rabbit IgG (1:500; Jackson ImmunoResearch; 711-585-152) in PBST for 4 h at room temperature. Nuclei were counterstained with DAPI (Sigma-Aldrich; D9542) for 10 min and mounted using Fluoromount-G (Invitrogen; 00-4958-02).

### H&E staining.

Organ sections were rinsed in distilled water and stained with Mayer’s hematoxylin (Sigma-Aldrich; MHS1-100ML) for 1 min at room temperature. Sections were washed with tap water, treated with Bluing Reagent (Thermo Fisher Scientific; 6769001) for 10 s, and rinsed again. Eosin Y counterstaining (Sigma-Aldrich; 1170811000) was performed for 10 s. Sections were dehydrated through graded ethanol (70%, 96%, and 100%) followed by 2 xylene washes (Fisher Chemical; X3S-4) and mounted with Entellan (Sigma-Aldrich; 1079610100).

### Morphometric analysis.

Images were acquired using an Axio Observer 7 microscope with Apotome2 (Zeiss; ×10 objective, NA 0.45, binning 2). Image analysis was performed using MATLAB as previously described (44). Tumor regions were segmented, and the bwdist function was used to compute distances from tumor margins. CD8^+^ T cell infiltration was quantified as cells/mm² in the tumor periphery (<500 μm from the boundary) and core (>500 μm).

### Single-cell RNA-Seq and analysis.

Tumors were dissociated into single-cell suspensions, resuspended in PBS with 0.4% BSA (Sigma-Aldrich; 9647), and submitted to the Columbia Genome Center for 10X Genomics processing. Gene expression matrices were generated with Cell Ranger and analyzed in R using Seurat v5.1.0 (60). Cells expressing <500 or >5,000 genes, or >10% mitochondrial transcripts, were excluded. Data normalization was performed using SCTransform with mitochondrial regression (61). Canonical correlation analysis was used for batch correction and integration. Dimensionality reduction was performed by principal component analysis, and clustering was conducted with the FindClusters function. Cell types were annotated based on canonical markers. UMAP was used for visualization. Pseudo-bulk differential expression analysis was performed using DESeq2 (58), with effect-size shrinkage using the apeglm method (59). GSEA was conducted using MSigDB with 10,000 permutations; significance was defined as *P* < 0.05 and FDR < 0.25.

### Statistics.

All statistical analyses were conducted using GraphPad Prism v10.3.1. Tests included unpaired or paired 2-tailed Student’s *t* tests, along with 1- or 2-way ANOVA, as specified in the figure legends. *P* value ≤ 0.05 was considered statistically significant. The numbers of biological replicates and sample sizes are detailed in the corresponding figure legends and in the Supporting Data Values file.

### Study approval.

Female C57BL/6J (strain 000664) and J:NU (strain 007850) mice (6–7 weeks old) were obtained from The Jackson Laboratory and housed in a barrier facility with a 12 h light/dark cycle with ad libitum access to food and water. Experimental endpoints were set between 14 and 16 weeks of age. All procedures were conducted in compliance with institutional ethical guidelines and were approved by the Institutional Animal Care and Use Committee at Columbia University Irving Medical Center.

### Data availability.

All data values supporting figures and analyses are included in the Supporting Data Values file. Raw and processed RNA-Seq data have been deposited in the Gene Expression Omnibus under accession number GSE281158. Custom analysis scripts used for processing bulk and single-cell RNA-Seq data are available at https://github.com/Kim-Yang-Lab/CDK4-6i_CDK7i_paper; commit ID: 04a64b7.

## Author contributions

SK and HWY conceptualized the research idea. SK, ES, and HP conducted the investigation. SK, ES, HP, and HWY analyzed the data. SK, ES, and MK provided resources. MK and HWY secured funding for the study. HWY wrote the manuscript and supervised the research. All authors reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
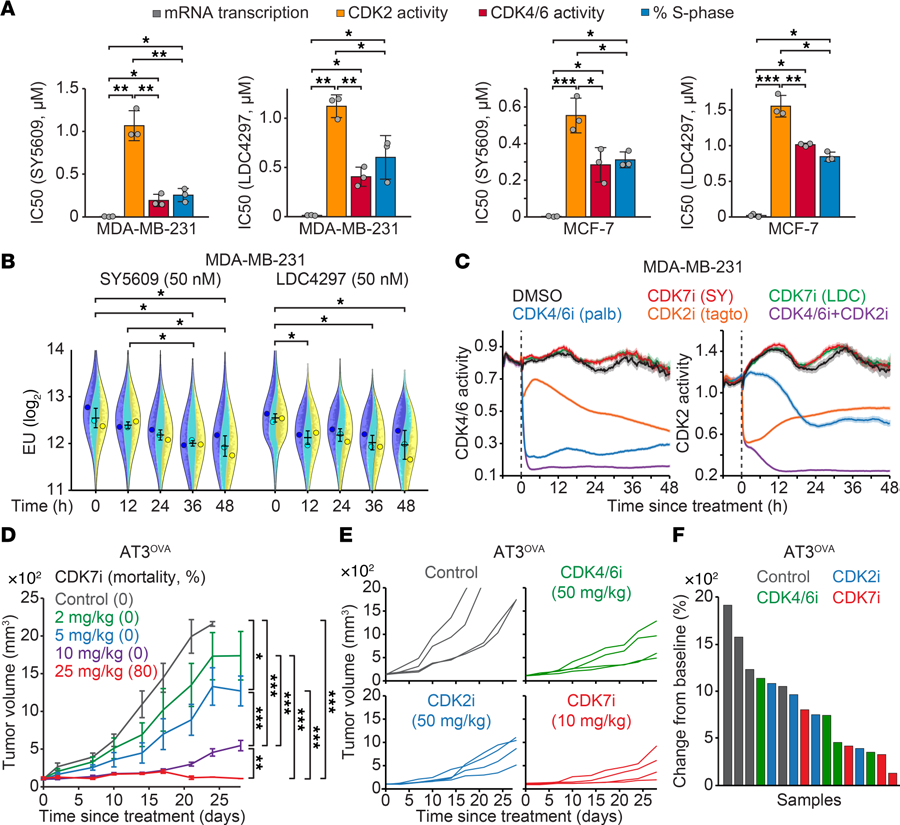
Impact of CDK7i and CDK inhibitor monotherapies on breast cancer. (**A**) IC50 of CDK7i SY5609 and LDC4297 on mRNA transcription rates, CDK2 and CDK4/6 activities, and the percentage of S phase cells in MDA-MB-231 and MCF-7 cells following 48 h treatment. Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 1-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; **P ≤ 0.001; ***P ≤ 0.0001). (**B**) Violin plots of EU incorporation in MDA-MB-231 cells treated with either SY5609 (50 nM) or LDC4297 (50 nM). Cells were randomly selected for 1,000 cells per condition in each replicate. Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 2-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05). (**C**) Averaged live-cell traces of CDK4/6 and CDK2 activity in MDA-MB-231 cells treated with DMSO, SY5609 (50 nM), LDC4297 (50 nM), palbociclib (1 μM), tagtociclib (5 μM), or palbociclib + tagtociclib. Data are shown as mean ± 95% CIs (*n* > 1,800 cells/condition). (**D**) Tumor growth curves of AT3^OVA^ syngeneic mouse models treated with vehicle or increasing doses of SY5609 (2, 5, 10, or 25 mg/kg). Data are shown as means ± SEM (*n* = 5 mice/group). *P* values were calculated by a mixed-effect model (*P ≤ 0.05; **P ≤ 0.001; ***P ≤ 0.0001). (**E** and **F**) Individual (**E**) and final (**F**) tumor volumes of AT3^OVA^-bearing C57BL/6J mice treated with vehicle, palbociclib (50 mg/kg), tagtociclib (50 mg/kg), or SY5609 (10 mg/kg).

**Figure 2:**
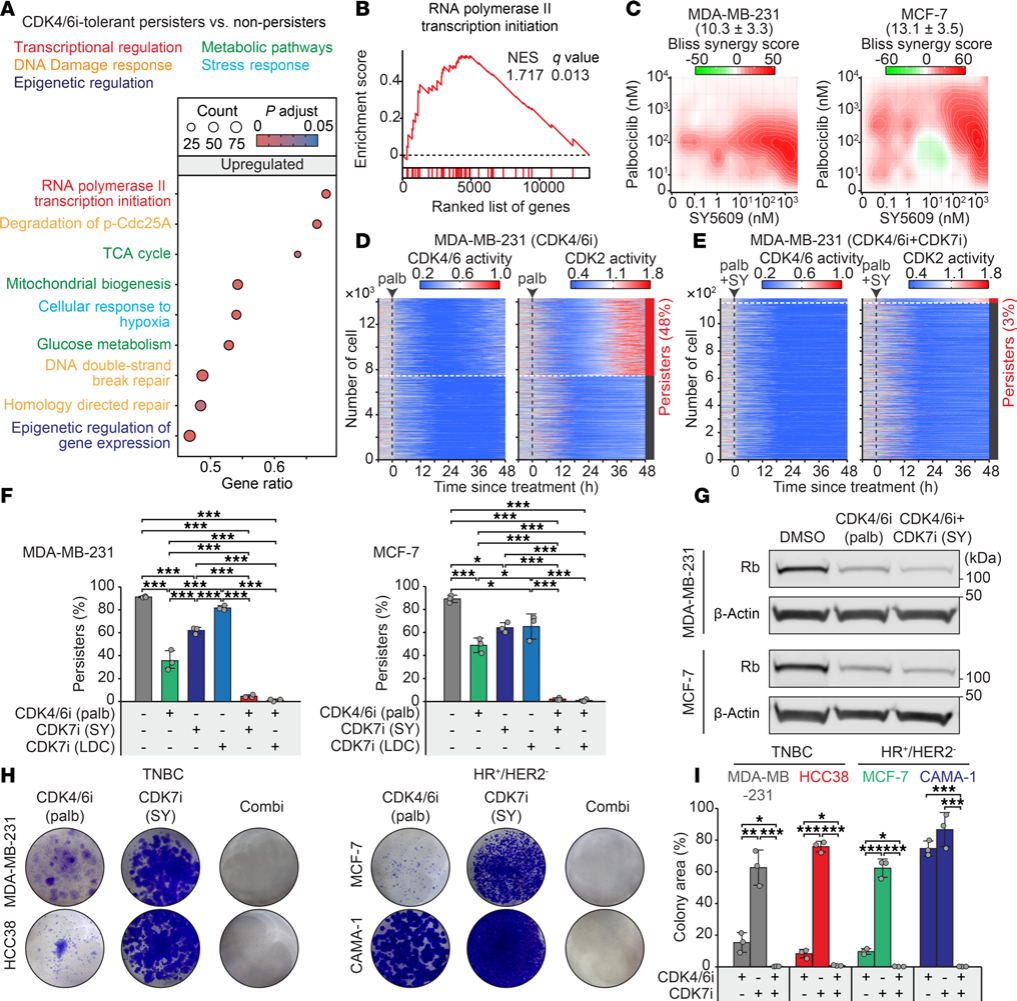
Synergistic inhibition of persister cell development and resistance by combined CDK4/6i and CDK7i. (**A**) Dot plot of enriched reactome gene sets in persister versus non-persister MDA-MB-231 cells after 14 days of palbociclib (1 μM) treatment. Significant enriched pathways were defined as adjusted *P* < 0.05 and FDR < 0.25. Dot size indicates gene count, and color indicates adjusted *P* values. (**B**) GSEA plot showing increased RNA polymerase II signaling in persister cells relative to non-persister cells. Normalized enrichment score (NES) and *q* values are shown. (**C**) Synergy analysis of palbociclib and SY5609. Synergy scores ± 95% CIs were calculated using the Bliss independence model (*n* = 3 biological replicates). (**D** and **E**) Heatmaps of single-cell CDK4/6 and CDK2 activity traces in MDA-MB-231 cells treated with palbociclib (1 μM) alone (**D**) or in combination with SY5609 (50 nM) (**E**). Percentages denote the proportion of persister cells (CDK2 activity > 1.0 for over 4 h during 30–48 h after treatment). (**F**) Quantification of persister cells in MDA-MB-231 and MCF-7 cells across treatment conditions. Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 1-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; ***P ≤ 0.0001). (**G**) Immunoblot analysis of Rb and β-actin in cells treated with DMSO, palbociclib (1 μM), or palbociclib + SY5609 (50 nM) for 48 h. (**H**) Representative clonogenic assay showing colony formation after 28-day treatment with palbociclib (1 μM), SY5609 (50 nM), or their combination (*n* = 3 biological replicates). (**I**) Quantification of colony area (%) across treatments. Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 1-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; **P ≤ 0.001; ***P ≤ 0.0001).

**Figure 3:**
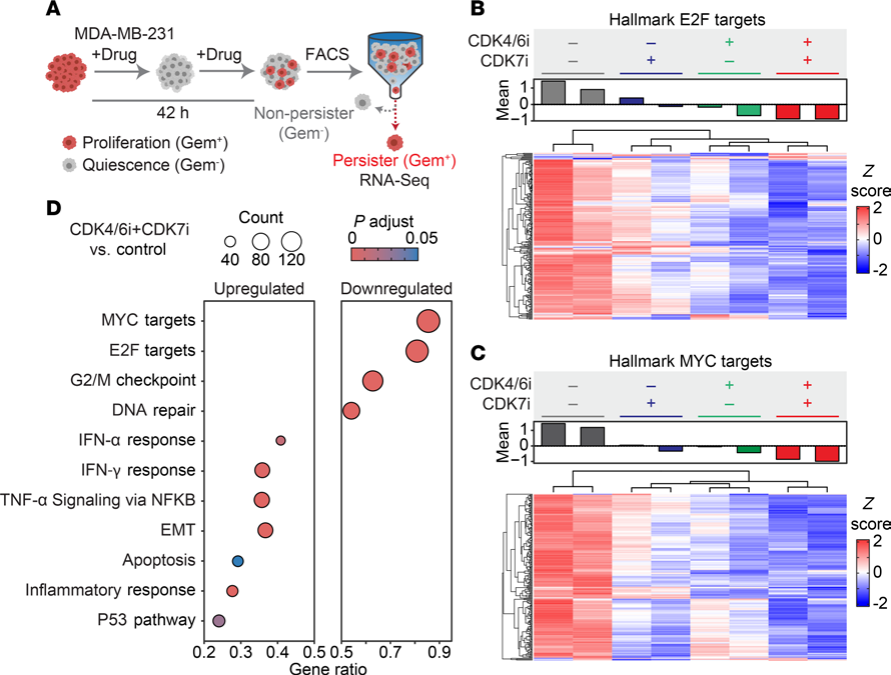
Differential gene expression and pathway modulation in persister cells. (**A**) Schematics of the experimental workflow for isolating persister cells based on geminin degron expression for RNA-Seq analysis. (**B** and **C**) Heatmaps showing the expression levels of E2F (**B**) and Myc (**C**) target genes in persister cells treated with palbociclib (1 μM), SY5609 (50 nM), or their combination. (**D**) Dot plot illustrating significantly enriched or depleted hallmark gene sets in persister cells treated with palbociclib (1 μM) + SY5609 (50 nM) combination compared with untreated controls. Enrichment was determined by adjusted *P* < 0.05 and FDR < 0.25. Dot size indicates gene count, and color indicates adjusted *P* values.

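Of the 199 E2F target genes tested between the combination and the control, 126 fell at an edgeR adjusted *P* below 0.05, and 159 changed when adjusted over the list alone. After LMNB1, the largest falls in this list were those of CDK1 and MYBL2. CDK1 had 947 ± 389 CPM (SD, n = 2) in the control, 464 ± 394 with CDK4/6i, 544 ± 103 with CDK7i and 148 ± 43.8 with the combination. Its log2 fold change between the combination and the control was -2.67 (SE 0.52, edgeR adjusted *P* = 0.00793). MYBL2 changed by -2.64 (SE 0.51, edgeR adjusted *P* = 0.00764). Of 200 Myc target genes, 124 fell and 0 rose (171 changed at an unadjusted *P* below 0.05 and 171 when adjusted over the list alone). The Myc list had an NES of -4.07 and shared 0.0458 as its permutation adjusted *P*. With the replicate number in the model that value was 0.0688, so the list did not pass there. Only 31 permutations of that fit had a negative Myc score and none was more extreme, so the value reflects few permutations. The largest falls in the Myc list were those of CCNA2, the thymidylate synthase gene TYMS (-2.48, SE 0.47) and the replication helicase gene MCM7 (-2.40, SE 0.43). MCM7 had 1084 ± 392 CPM in the control and 204.8 ± 36.9 with the combination. All of these genes were lower in both combination libraries than in both control libraries. The genes that drove the enrichment score made up 147 of the E2F and 176 of the Myc target genes.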

**Figure 4:**
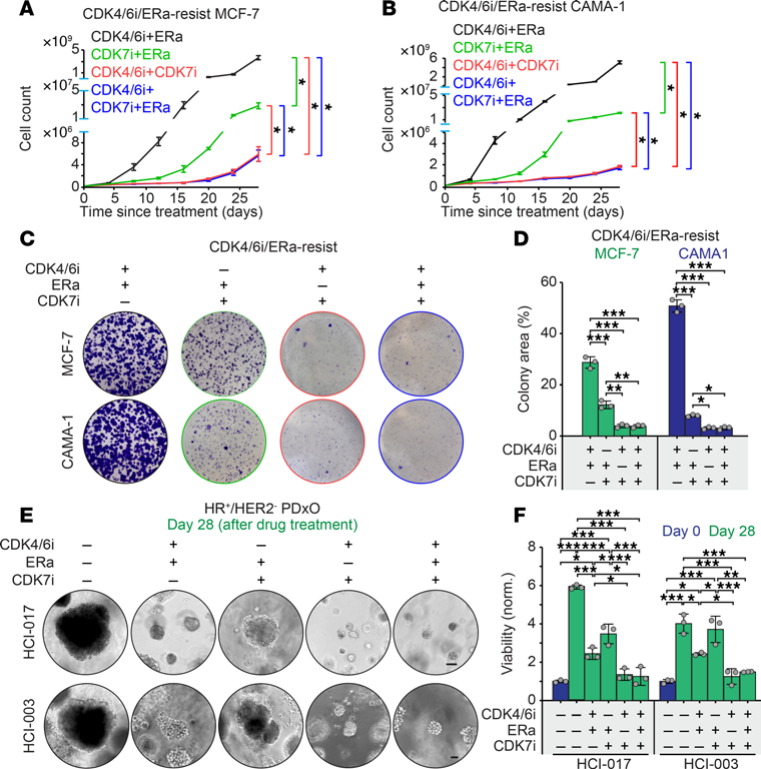
Therapeutic efficacy of CDK4/6i and CDK7i combination in HR^+^/HER2^–^ breast cancer models. (**A** and **B**) Growth curves of palbociclib/fulvestrant-resistant MCF-7 (**A**) and CAMA-1 (**B**) cells treated with the indicated combinations of palbociclib (1 μM), fulvestrant (500 nM), and SY5609 (50 nM). Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 2-way ANOVA adjusted based on multiple comparison via Tukey’s test on the final cell count (*P ≤ 0.05). (**C**) Representative clonogenic assay in palbociclib/fulvestrant-resistant MCF-7 and CAMA-1 cells following 28-day treatment with the indicated drugs. Colonies were visualized by crystal violet staining (*n* = 3 biological replicates). (**D**) Quantification of colony area (%) across treatments. Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 1-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; **P ≤ 0.001; ***P ≤ 0.0001). (**E**) Representative bright-field images of HR^+^/HER2^–^ PDxOs (HCI-017 and HCI-003) treated with the indicated combinations of palbociclib (1 μM), fulvestrant (500 nM), and SY5609 (50 nM) at day 28 (*n* = 3 biological replicates). Scale bar: 100 μm. (**F**) Quantification of organoid viability at days 0 and 28. Data are shown as mean ± SD (*n* = 3 biological replicates). *P* values were calculated by 1-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; **P ≤ 0.001; ***P ≤ 0.0001).

**Figure 5:**
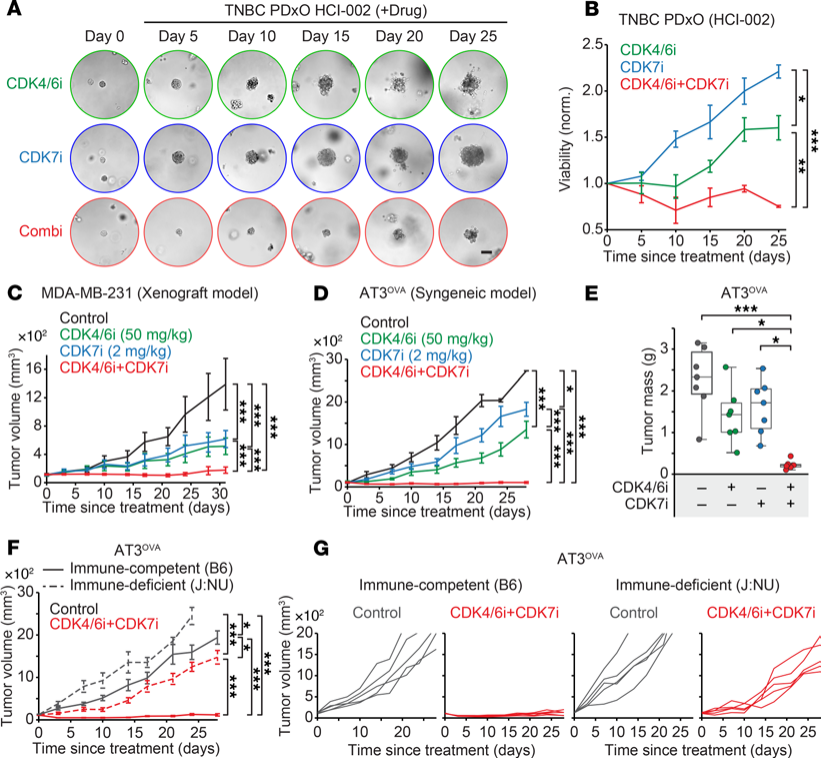
Therapeutic efficacy of CDK4/6i and CDK7i combination in TNBC models. (**A**) Representative bright-field images of TNBC PDxO (HCI-002) treated with palbociclib (1 μM), SY5609 (50 nM), or their combination over time (*n* = 3 biological replicates). Scale bar: 100 μm. (**B**) Growth curve of PDxO (HCI-002) viability under indicated treatments. Data are shown as means ± SD (*n* = 3 biological replicates). *P* values were calculated by 2-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; **P ≤0.001; ***P ≤ 0.0001). (**C** and **D**) Tumor growth curves for MDA-MB-231 xenograft (**C**) and AT3^OVA^ syngeneic (**D**) mouse models treated with vehicle, palbociclib (50 mg/kg), SY5609 (2 mg/kg), or the combination. Data are shown as means ± SEM (**C**: *n* = 12 mice for CDK4/6i+CDK7i, 8 mice for other groups; **D**: *n* = 7 mice/group). *P* values were calculated by 2-way ANOVA (**C**) or a mixed-effect model (**D**) with post hoc Tukey’s test (*P ≤ 0.05; ***P ≤ 0.0001). (**E**) Box plot of tumor mass for AT3^OVA^ tumors. The middle line indicates the median, with box edges representing interquartile ranges (*n* = 7 mice/group). *P* values were calculated by 1-way ANOVA with post hoc Tukey’s test (*P ≤ 0.05; ***P ≤ 0.0001). (**F** and **G**) Tumor growth curves for AT3^OVA^ model in immunocompetent (C57BL/6J) or -deficient (J:NU) mice. Mice were treated with either vehicle or a combination of palbociclib (50 mg/kg) and SY5609 (2 mg/kg). Data are presented as mean ± SEM (*n* = 5 mice/group) (**F**). *P* values were calculated by a mixed-effect model with post hoc Tukey’s test (*P ≤ 0.05; **P ≤ 0.001; ***P ≤ 0.0001).

**Figure 6:**
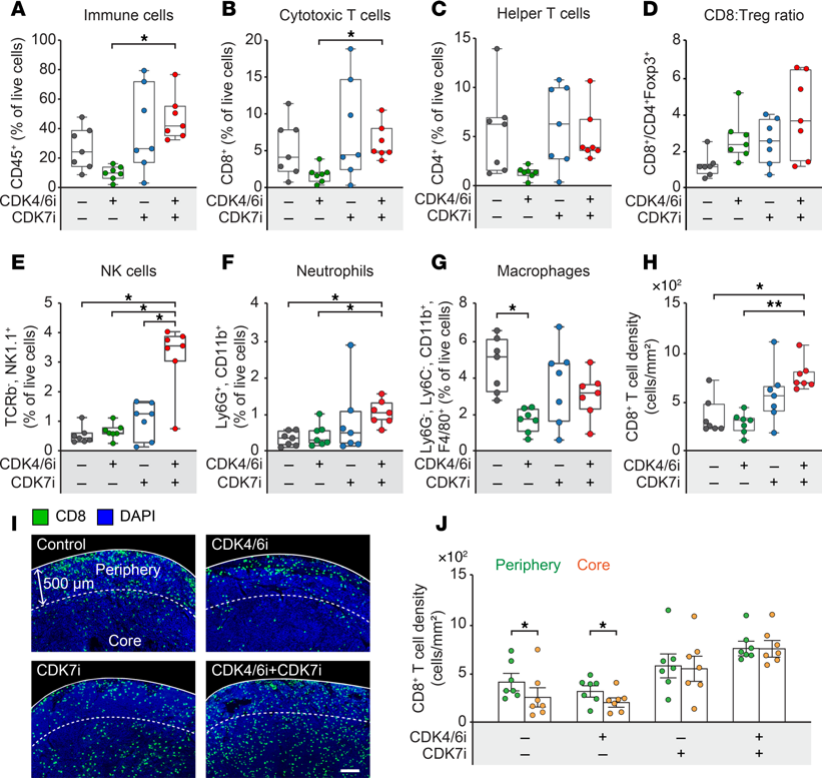
Enhanced antitumor immunity by CDK4/6i and CDK7i treatment. (**A**−**G**) Flow cytometric quantification of immune cell populations in AT3^OVA^ tumors following treatment with vehicle, palbociclib (50 mg/kg), SY5609 (2 mg/kg), or their combination. Total CD45^+^ immune cells (**A**), CD8^+^ T cells (**B**), CD4^+^ T cells (**C**), the ratio of CD8^+^ T cells to Treg cells (**D**), NK cells (**E**), neutrophils (**F**), and macrophages (**G**) are shown. The middle line indicates the median, with box edges representing interquartile ranges (*n* = 7 mice/group). *P* values were calculated by 1-way ANOVA with multiple-comparison Dunnett’s test (*P ≤ 0.05). (**H**) CD8^+^ T cell density per mm^2^ (*n* = 7 mice/group). *P* values were calculated by 1-way ANOVA with multiple-comparison Dunnett’s test (*P ≤ 0.05; **P ≤ 0.001). (**I**) Immunofluorescence images showing spatial distribution of CD8^+^ T cells in the tumor periphery and core. Scale bar: 200 μm. (**J**) Quantification of CD8^+^ T cell density in the tumor periphery and core. Data are shown as means ± SEM (*n* = 7 mice/group). *P* values were calculated by paired *t* test (*P ≤ 0.05).

**Figure 7:**
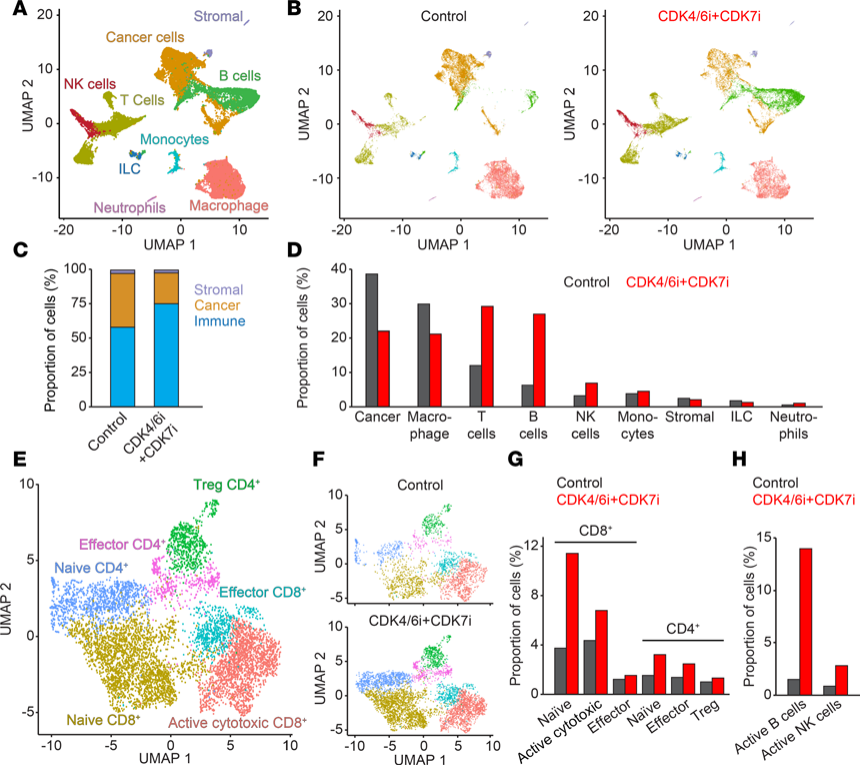
Immune cell dynamics in the TME following CDK4/6i and CDK7i treatment. (**A** and **B**) UMAP plots of single-cell transcriptomes from AT3^OVA^ tumors in total (**A**), control (**B**, left), and combination-treated (50 mg/kg palbociclib and 2 mg/kg SY5609) (**B**, right) groups (*n* = 2 mice/group). (**C**) Stacked bar plot showing relative proportions of immune, cancer, and stromal cells in control and combination groups. (**D**) Quantification of major immune cell populations in control and combination groups. (**E** and **F**) UMAP plots of T cell subpopulations in total (**E**), control (**F**, top), and combination-treated (**F**, bottom) tumors. (**G**) Quantification of CD8^+^ and CD4^+^ T cell subtypes in control and combination groups. (**H**) Quantification of activated B (*CD69*^+^ or *CD83*^+^) and NK (*GZMB*^+^ or *PRFN1*^+^) cells in control and combination groups.

**Figure 8:**
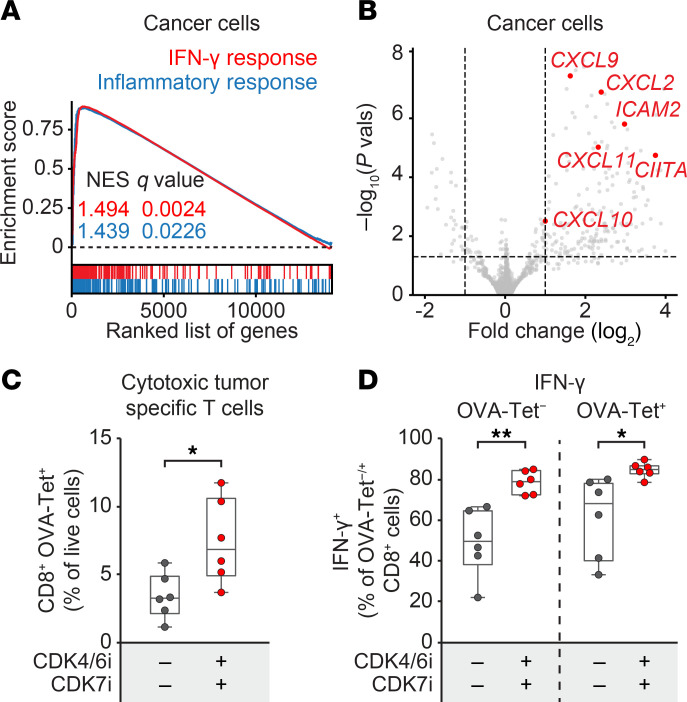
CDK4/6i and CDK7i combination enhances immune-modulatory signaling and tumor antigen–specific T cell responses. (**A**) GSEA plot showing upregulation of IFN-γ and inflammatory response pathways in cancer cells isolated from AT3^OVA^ tumors treated in vivo with a combination of palbociclib (50 mg/kg) and SY5609 (2 mg/kg). Normalized enrichment score (NES) and *q* values are indicated for each pathway. (**B**) Volcano plot of differentially expressed genes in cancer cells following in vivo combination therapy, highlighting key immune-modulatory genes. (**C**) Flow cytometric quantification of OVA-specific CD8^+^ T cells in AT3^OVA^ tumors following treatment. (**D**) Flow cytometric quantification of IFN-γ^+^–producing CD8^+^ T cells in AT3^OVA^ tumors, stratified by OVA tetramer expression. (**C** and **D**) The middle line indicates the median, with box edges representing interquartile ranges (*n* = 6 mice/group). *P* values were calculated by unpaired *t* test (*P ≤ 0.05; **P ≤ 0.001).

# Supplementary material for: Dual targeting of CDK4/6 and CDK7 augments tumor response and antitumor immunity in breast cancer models
**Source:** J Clin Invest. 2025 Aug 12;135(20):e188839. doi: 10.1172/JCI188839
**Supplement:** Supplemental data

## Supplemental Figures

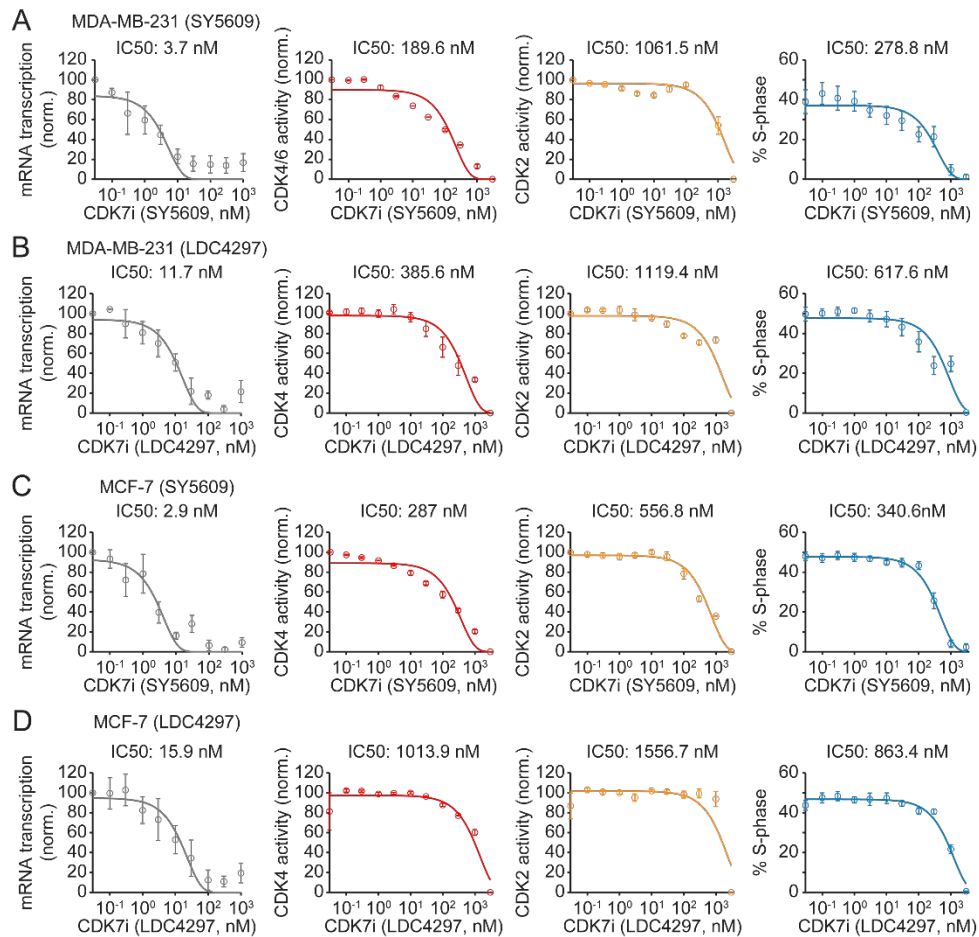

### Supplemental Figure 1. Effect of CDK7i on transcription, CDK activity, and cell-cycle progression in breast cancer cells

(A–D) Dose-response curves of mRNA transcription rates, CDK4/6 and CDK2 activities, and the percentage of S-phase cells in MDA-MB-231 (A, B) and MCF-7 cells (C, D) following 2-day treatment with SY5609 (A, C) or LDC4297 (B, D). Data are shown as means  $\pm$  SEM ( $n = 3$  biological replicates).

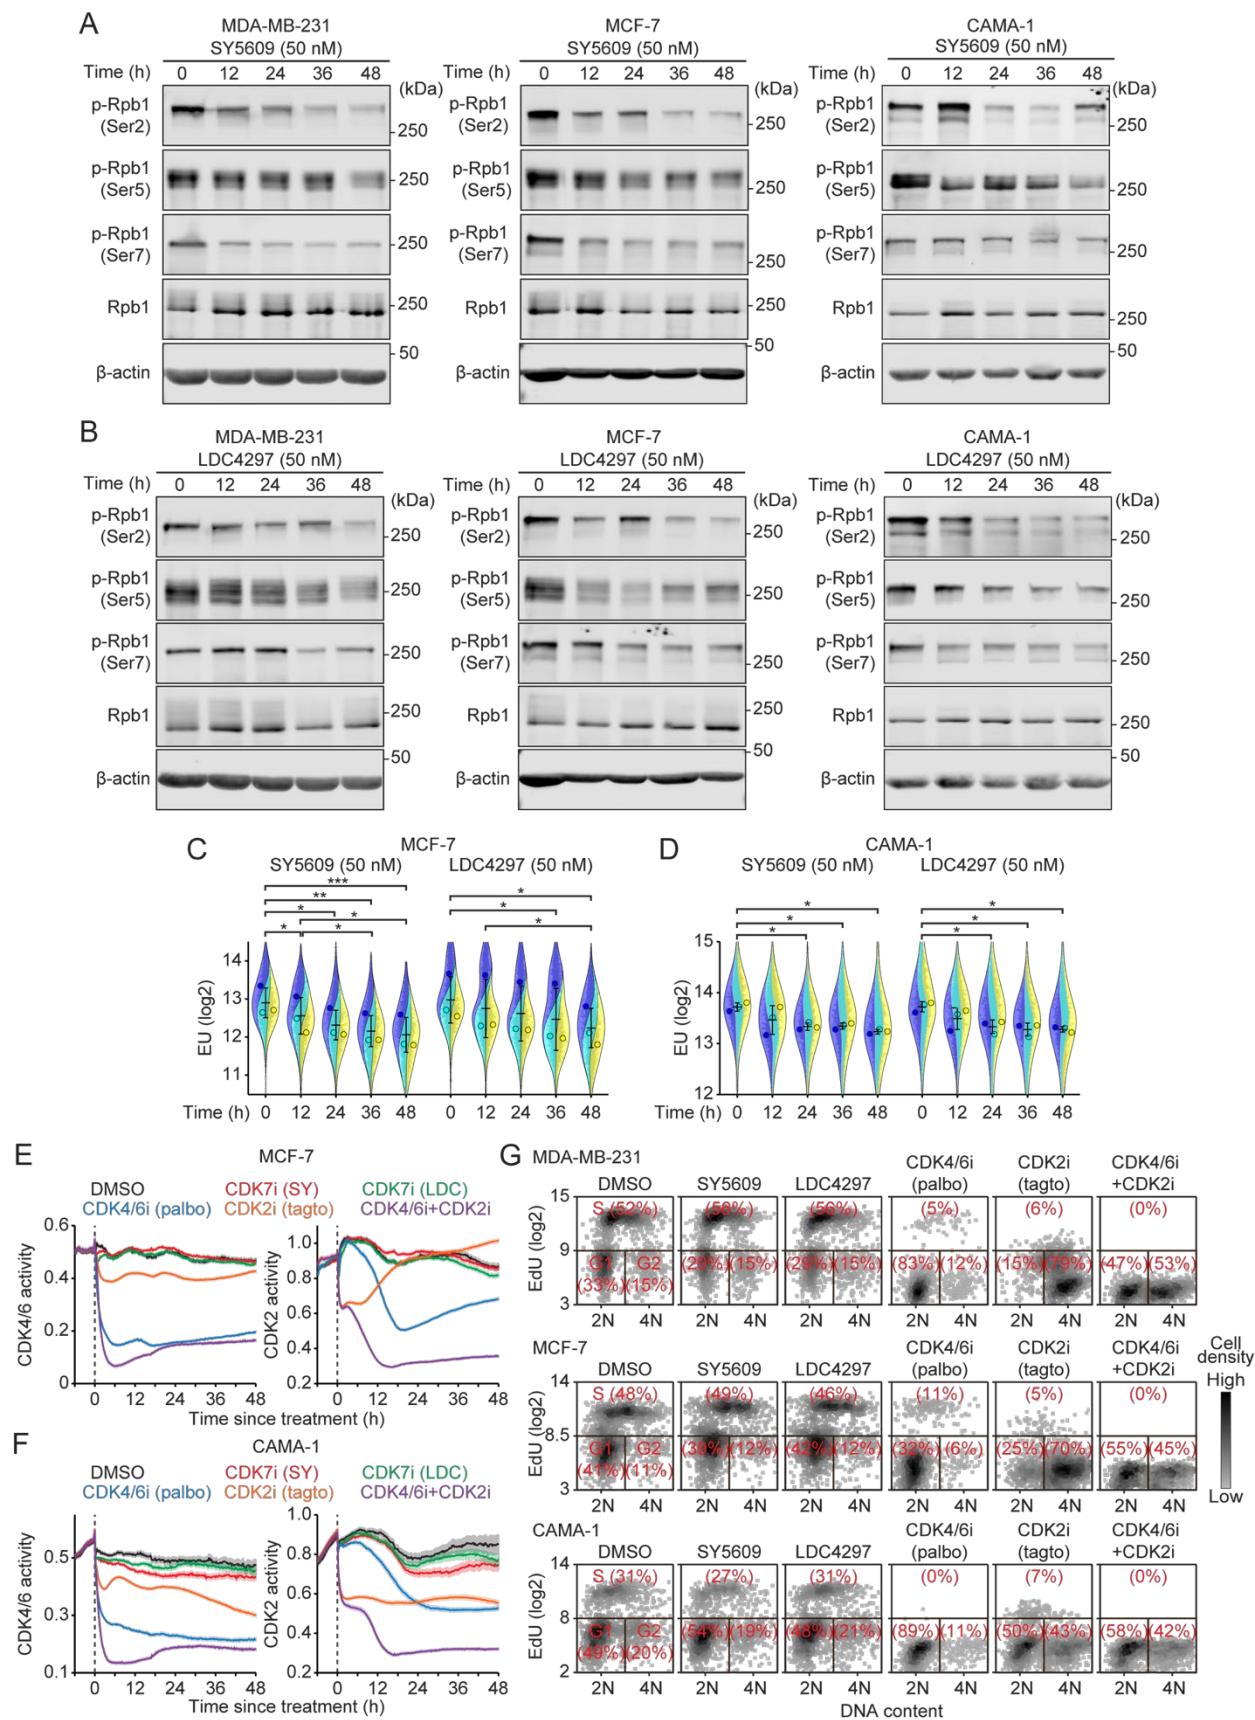

**Supplemental Figure 2. CDK7 inhibition selectively reduces RNA polymerase II phosphorylation and mRNA transcription without altering cell-cycle CDK activity**

(A and B) Immunoblots showing total RNA Polymerase II (Pol II) and its phosphorylated forms (Ser2, Ser5, Ser7).  $\beta$ -actin was used for loading control. Panels show results from MDA-MB-231, MCF-7, and CAMA-1 cell lines treated SY5609 (50 nM) (A) or LDC4297 (50 nM) (B).

(C and D) Violin plots of EU incorporation in MCF-7 (C) and CAMA-1 (D) cells treated with SY5609 (50 nM) or LDC4297 (50 nM) at the indicated time points. Cells were randomly selected for 1,000 cells per condition in each replicate. Data are shown as means  $\pm$  SD ( $n = 3$  biological replicates).  $P$  values were calculated by two-way ANOVA with post hoc Tukey's test (\*  $p \leq 0.05$ ; \*\*  $p \leq 0.001$ ; \*\*\*  $p \leq 0.0001$ ).

(E and F) Averaged live-cell traces of CDK4/6 and CDK2 activity in MCF-7 (E) and CAMA-1 (F) cells treated with DMSO, SY5609 (50 nM), LDC4297 (50 nM), palbociclib (1  $\mu$ M), tagtociclib (5  $\mu$ M), or palbociclib+tagtociclib. Data are shown as mean  $\pm$  95% confidence intervals ( $n > 1,700$  cells/condition).

(G) Density scatterplot of DNA content versus EdU incorporation in cells treated with DMSO, SY5609 (50 nM), LDC4297 (50 nM), palbociclib (1  $\mu$ M), tagtociclib (5  $\mu$ M), or palbociclib+tagtociclib for 48 h. EdU (10  $\mu$ M) was added for 15 min prior to fixation ( $n = 1,500$  cells/condition).

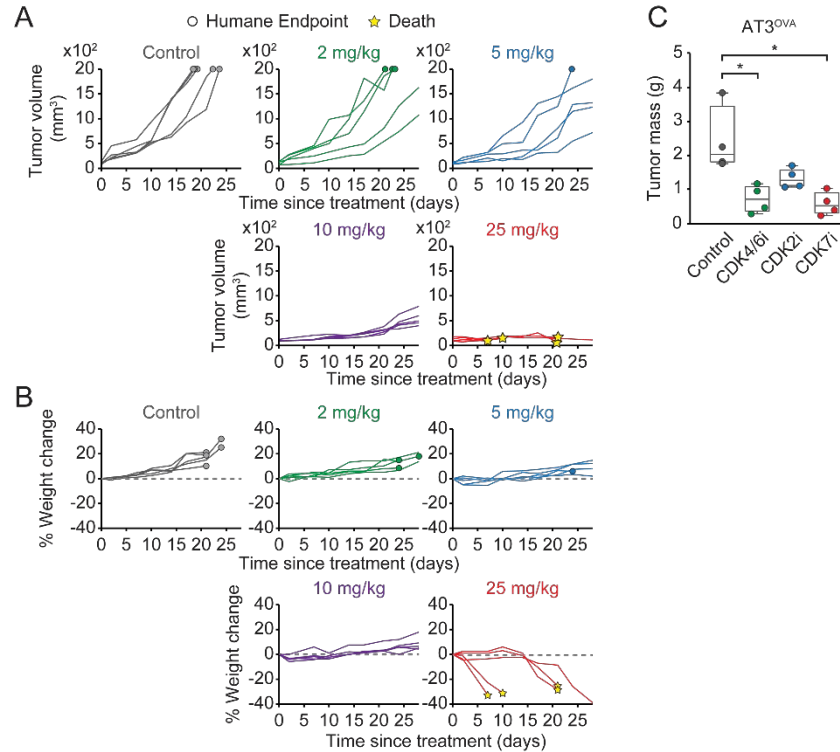

**Supplemental Figure 3. Dose-dependent effects of CDK7i on tumor growth and mouse weight** (A and B) Individual tumor growth curves (A) and percentage body weight change (B) in AT3<sup>OVA</sup>-bearing C57BL/6J mice treated with escalating doses of SY5609 (0, 2, 5, 10, or 25 mg/kg). Circles indicate the humane endpoint (tumor volume > 2,000 mm<sup>3</sup>), and stars denote spontaneous deaths. (C) Boxplot of tumor mass at study endpoint across treatment groups. The middle line indicates the median, with box edges representing interquartile ranges ( $n = 4$  mice/group).  $P$  values were calculated by one-way ANOVA with post hoc Tukey's test (\*  $p \leq 0.05$ ).

**A** CDK4/6i-tolerant persisters vs. Non-persisters

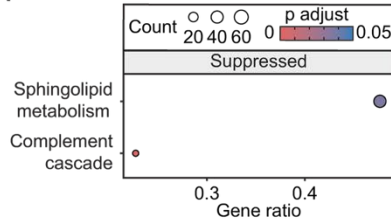

**B**

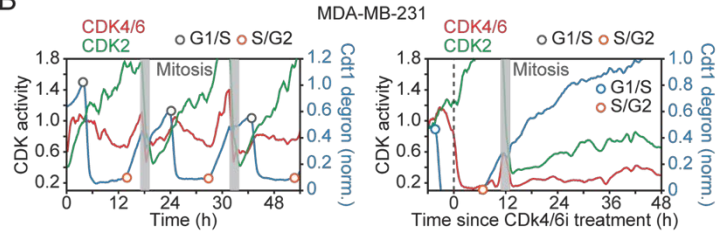

**C** MDA-MB-231

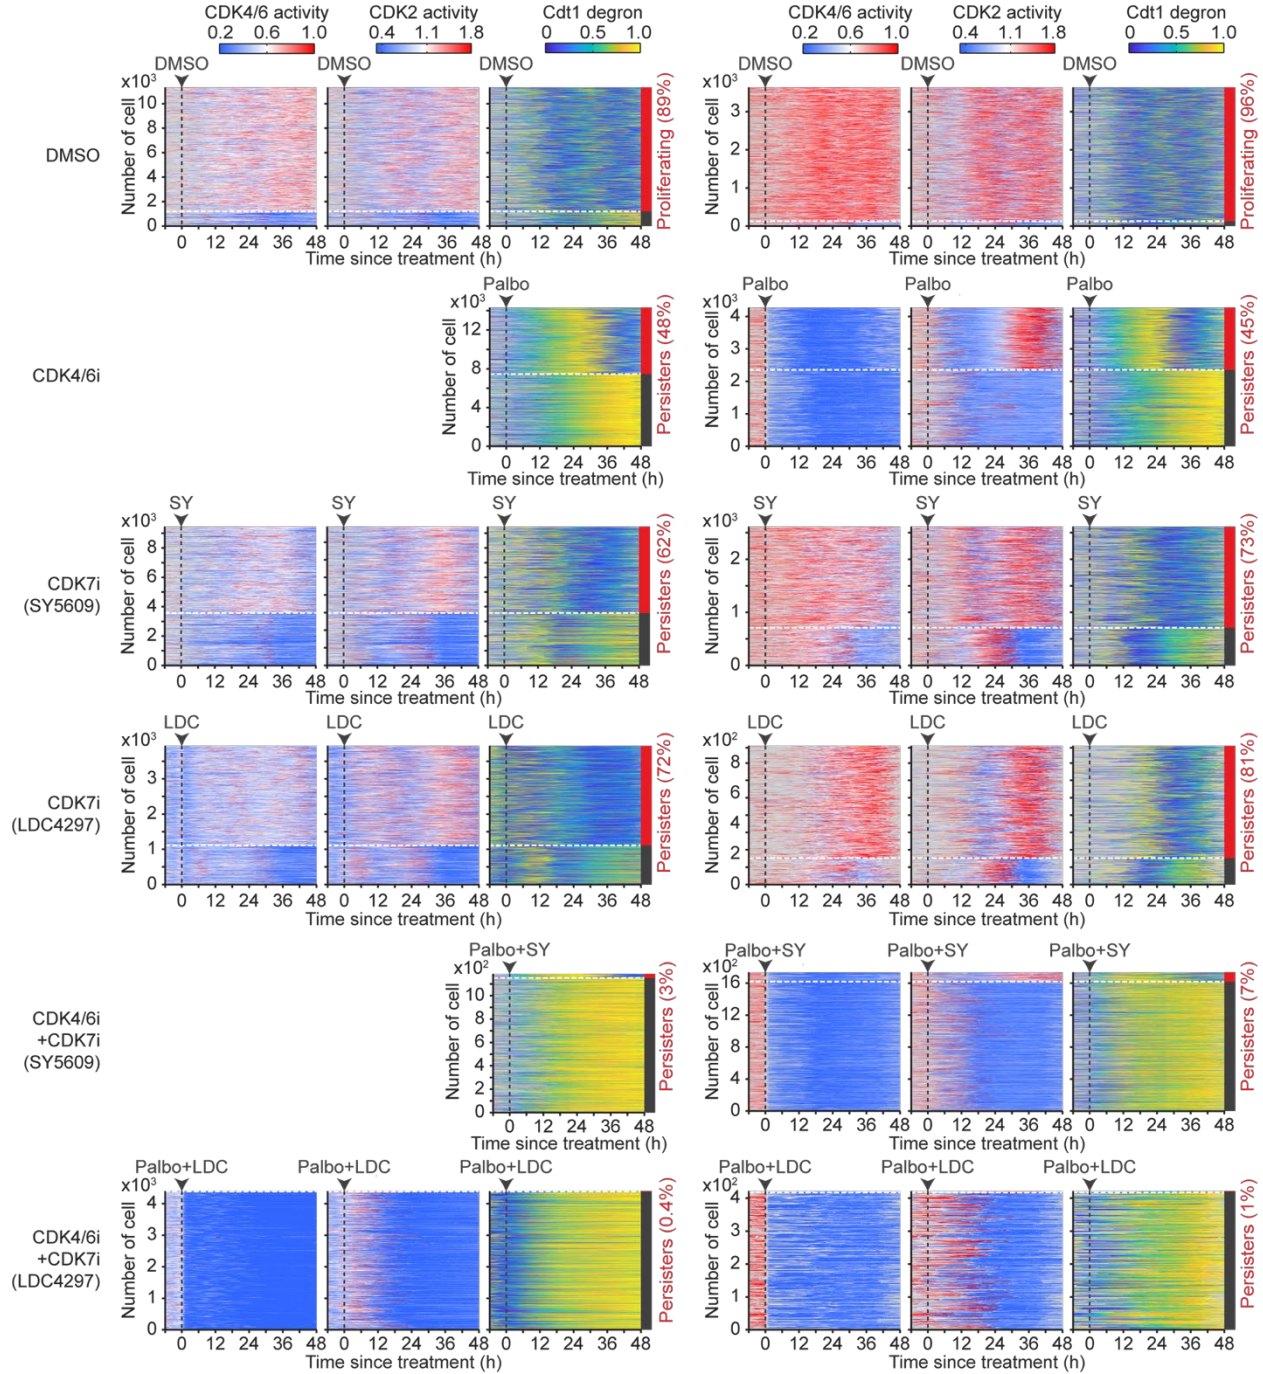

**Supplemental Figure 4. Combined CDK4/6 and CDK7 inhibition suppresses the emergence of drug-tolerant persister cells**

(A) Dot plot showing significantly downregulated Reactome gene sets in persister versus non-persister cells following 14-day palbociclib (1  $\mu$ M) treatment. Significant pathways were defined by adjusted  $p < 0.05$  and FDR  $< 0.25$ . Dot color and size represent adjusted  $p$ -values and gene count, respectively.

(B) Representative single-cell traces for CDK4/6 and CDK2 activity and APC/C-degron intensity in MDA-MB-231 cells treated with or without palbociclib (1  $\mu$ M). Traces were selected from one representative independent experiment ( $n = 3$  biological replicates).

(C) Heatmaps of single-cell traces for CDK4/6 and CDK2 activity and Cdt1-degron intensity in MDA-MB-231 (left) and MCF-7 (right) cells treated with DMSO, palbociclib (1  $\mu$ M), SY5609 (50 nM), LDC4297 (50 nM), palbociclib+SY5609, and palbociclib+LDC4297. Percentages indicate the proportion of persister cells (CDK2 activity  $> 1.0$  for over 4 h during 30–48 h post-treatment). Arrows and black dotted lines indicate the start of drug treatment.

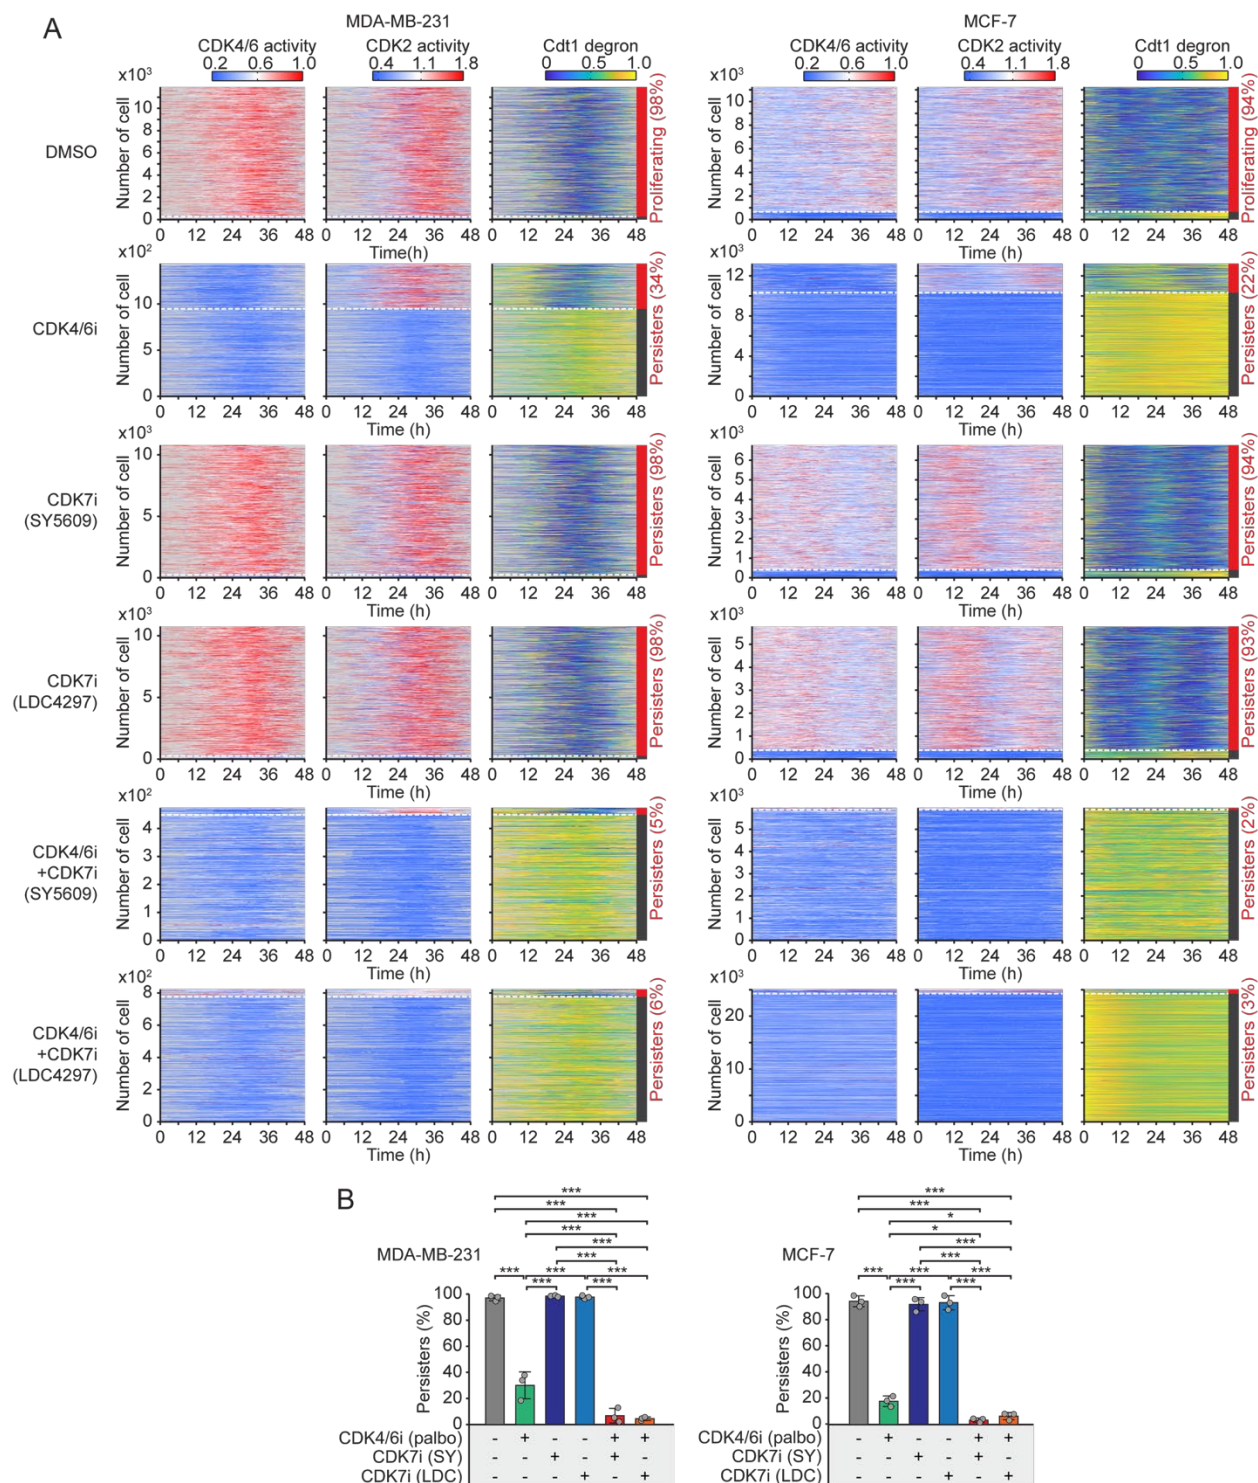

**Supplemental Figure 5. Combined CDK4/6 and CDK7 inhibition suppresses the development of persister cells following prolonged treatment**

(A) Heatmaps of single-cell traces for CDK4/6 and CDK2 activity and Cdt1-degron intensity in MDA-MB-231 (left) and MCF-7 (right) cells treated for 14 days with DMSO, palbociclib (1  $\mu$ M), SY5609 (50 nM), LDC4297 (50 nM), palbociclib+SY5609, and palbociclib+LDC4297.

Percentages indicate the fraction of persister cells (CDK2 activity > 1.0 for over 4 h during 30–48 h post-treatment).

**(B)** Quantification of persister cell percentages across treatments after 14-day treatments in MDA-MB-231 and MCF-7 cells. Data are shown as means  $\pm$  SD ( $n = 3$  biological replicates). *P* values were calculated by one-way ANOVA with post hoc Tukey's test (\*  $p \leq 0.05$ ; \*\*\*  $p \leq 0.0001$ ).

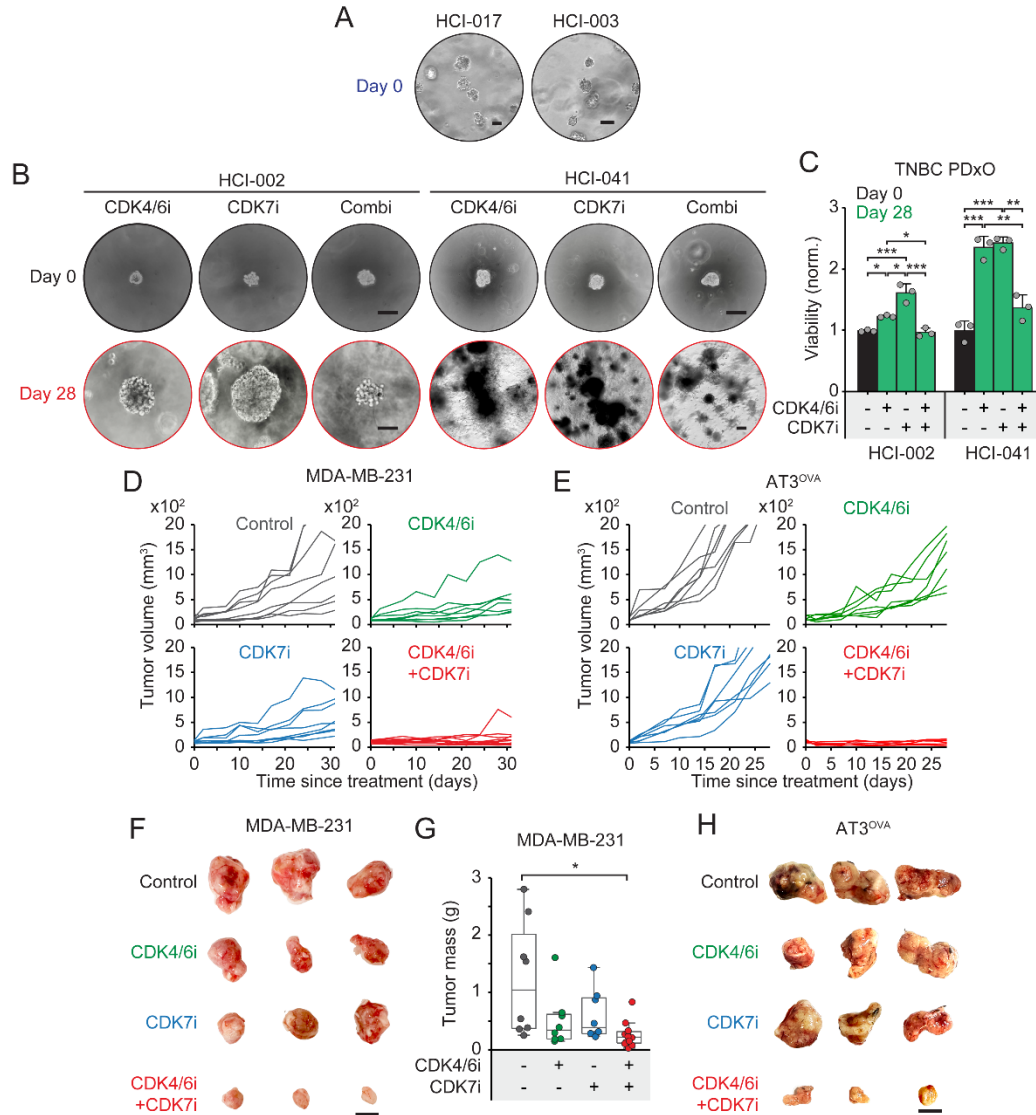

### Supplemental Figure 6. Combined CDK4/6 and CDK7 inhibition effectively suppresses breast cancer growth

(A) Representative brightfield images of HR<sup>+</sup>/HER2<sup>-</sup> PDxOs (HCI-017 and HCI-003) at day 0. Images were selected from one representative independent experiment ( $n = 3$  biological replicates). Scale bar is 200  $\mu$ m.

(B) Representative brightfield images of TNBC PDxOs (HCI-002 and HCI-041) treated with palbociclib (1  $\mu$ M), SY5609 (50 nM), or their combination at day 0 and 28. Images were selected from one representative independent experiment ( $n = 3$  biological replicates). Scale bar is 200  $\mu$ m.

(C) Quantification of PDxO viability at day 0 and 28. Data are shown as means  $\pm$  SD ( $n = 3$  biological replicates).  $P$  values were calculated by one-way ANOVA with post hoc Tukey's test (\*  $p \leq 0.05$ ; \*\*  $p \leq 0.001$ ; \*\*\*  $p \leq 0.0001$ ).

(D and E) Tumor growth curves for MDA-MB-231 xenograft (D) and AT3<sup>OVA</sup> syngeneic (E) models treated with vehicle, palbociclib (50 mg/kg), SY5609 (2 mg/kg), or the combination.

(F) Representative images of harvested MDA-MB-231 tumors from indicated regimens ( $n = 12$  mice for CDK4/6i+CDK7i, 8 mice for other groups). Scale bar is 1 cm.

(G) Boxplot showing final tumor mass for MDA-MB-231 xenografts across treatment groups. The middle line indicates the median, with box edges representing interquartile ranges ( $n = 12$  mice for CDK4/6i+CDK7i, 8 mice for other groups).  $P$  values were calculated by one-way ANOVA with post hoc Tukey's test (\*  $p \leq 0.05$ ).

(H) Representative images of harvested AT3<sup>OVA</sup> tumors from indicated regimens ( $n = 7$  mice/group). Scale bar is 1 cm.

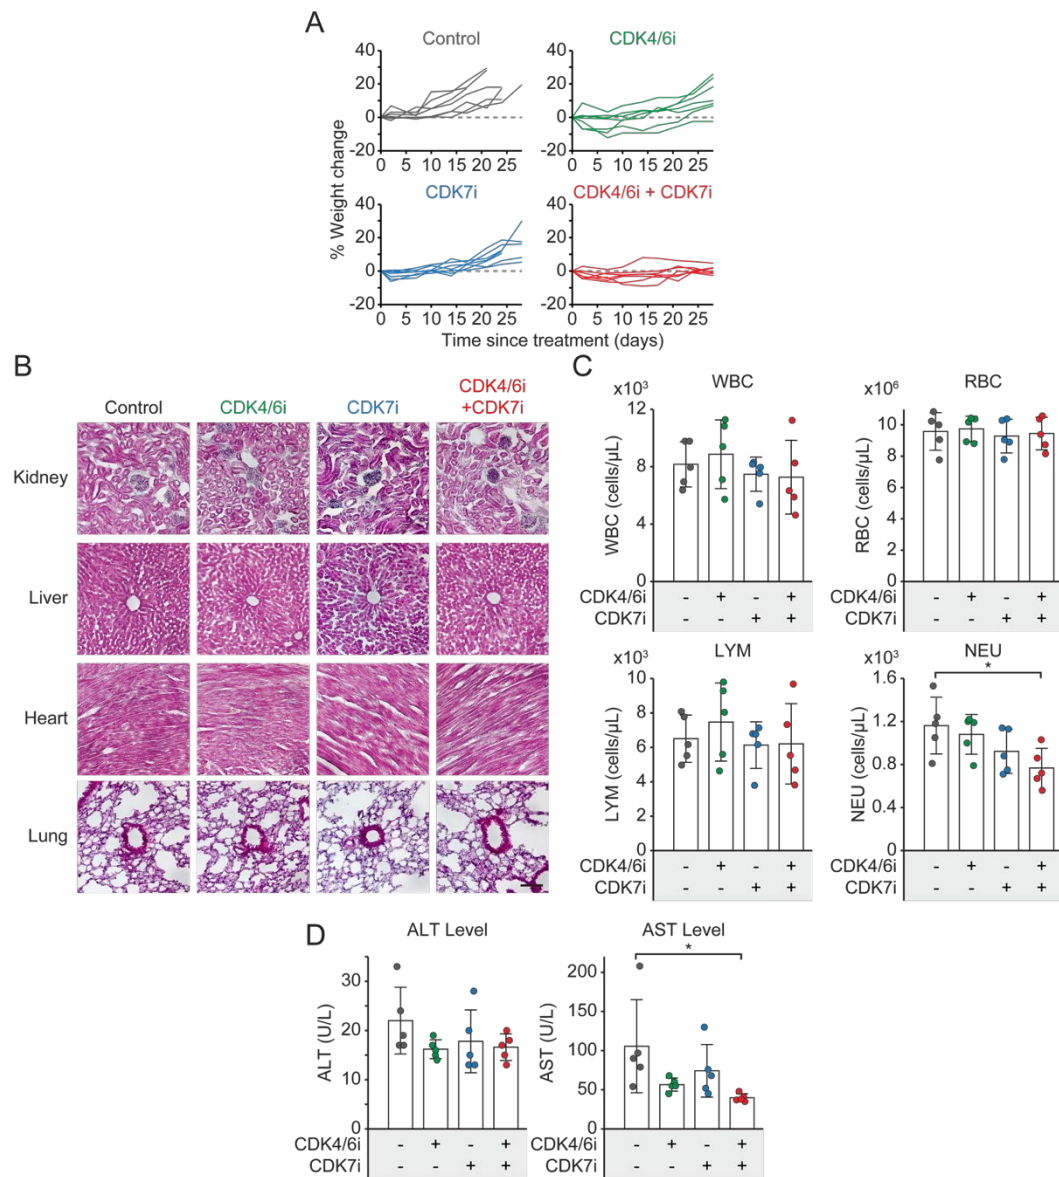

**Supplemental Figure 7. Evaluation of systemic toxicity following CDK4/6i and CDK7i combination therapy**

(A) Percentage weight change for AT3<sup>OVA</sup> syngeneic models treated with vehicle, palbociclib (50 mg/kg), SY5609 (2 mg/kg), or the combination. Body weight was monitored throughout the 28-day treatment period.

(B) Representative H&E staining of kidney, liver, heart, and lung sections from one mouse in each treatment group, following 28 days of the indicated therapies ( $n = 5$  mice/group). Scale bar is 100  $\mu$ m.

(C) Quantification of hematologic parameters, including white blood cells (WBC), red blood cells (RBC), lymphocytes (LYM), and neutrophils (NEU).

(D) Quantification of plasma levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) was performed to assess potential liver toxicity.

(C and D) Peripheral blood was collected after 28 days of drug treatment. Data are shown as means  $\pm$  SD ( $n = 5$  mice/group).  $P$  values were calculated by one-way ANOVA with multiple comparison Dunnett's test (\*  $p \leq 0.05$ ).

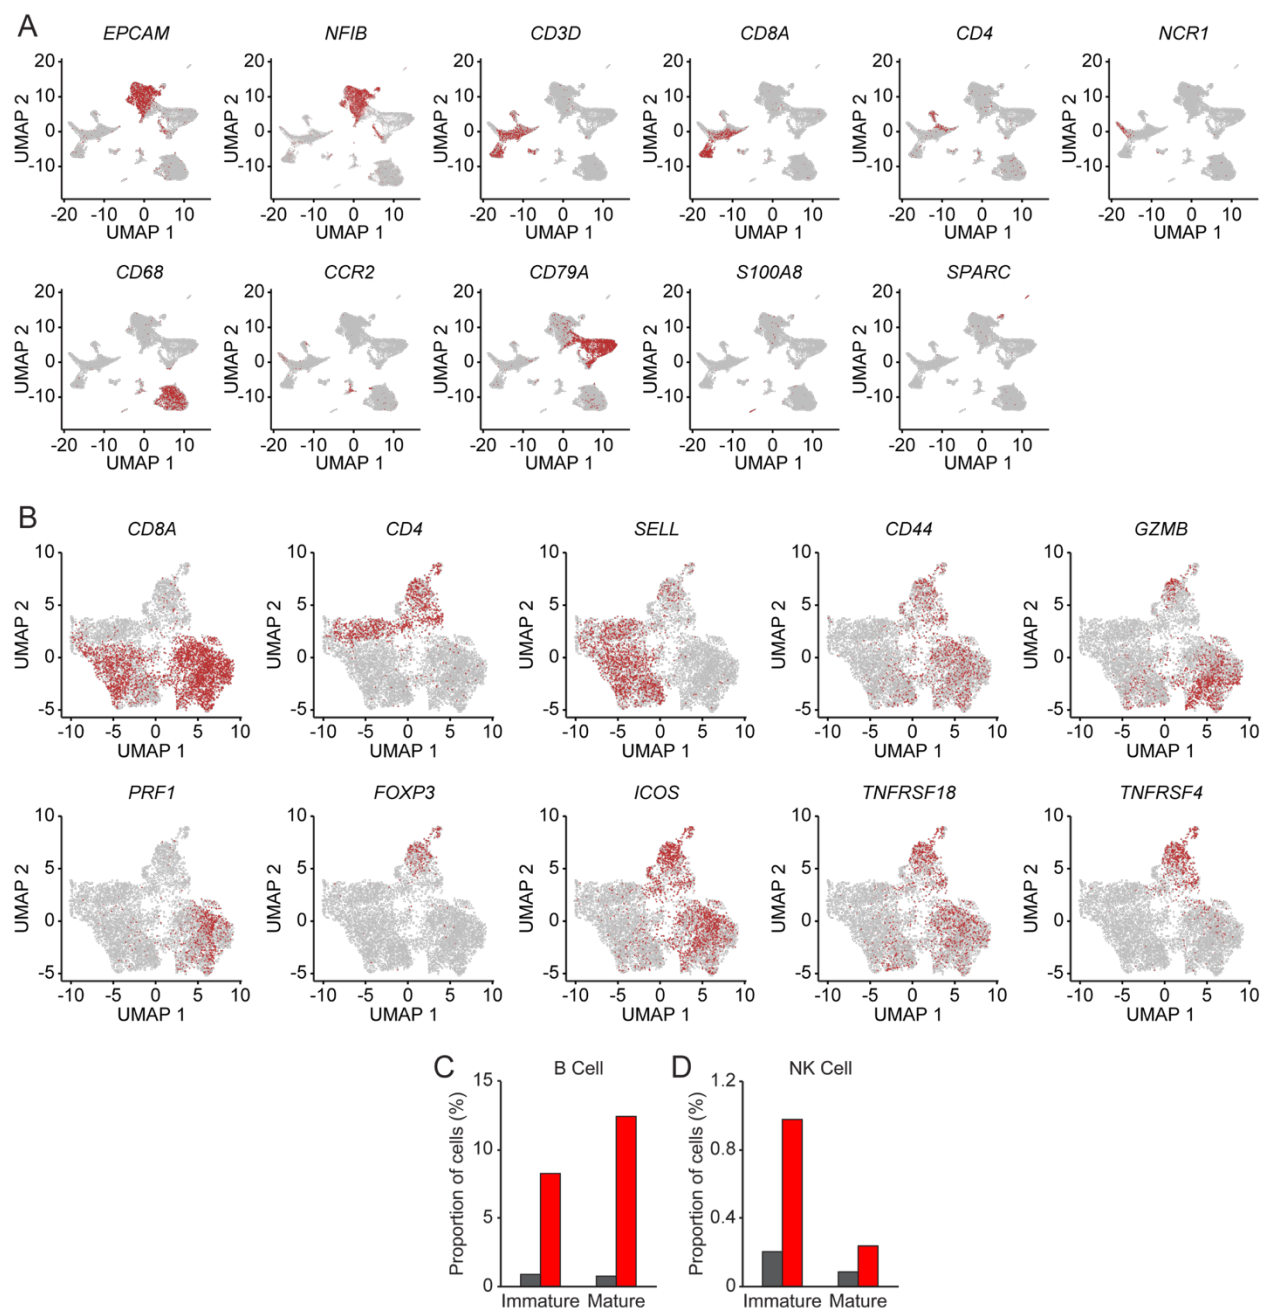

**Supplemental Figure 8. Canonical marker expression supporting cell type classification in Figure 7**

(A and B) UMAP plots showing the expression of canonical markers used to define cell populations. Red dots indicate cells expressing the specified genes.

(C and D) Quantification of immature ( $CD24A^+$  and  $IGHM^+$ ) and mature ( $MS4A1^+$ ,  $IGHM^+$ , and  $IGHD^+$ ) B cells (C) or immature ( $CD27^+$  and  $CD11B^+$ ) and mature ( $CD27^-$  and  $CD11B^+$ ) NK (D) cells in control and combination groups.

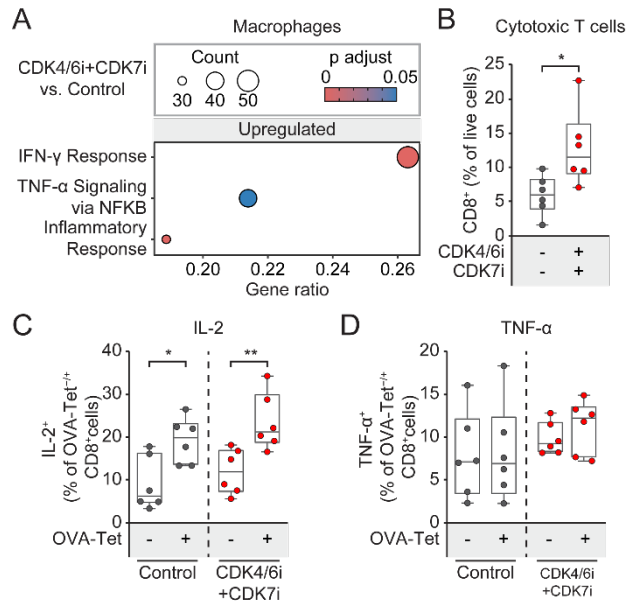

### Supplemental Figure 9. Co-targeting CDK4/6 and CDK7 reprograms macrophage signaling and enhances functional activation of tumor-specific CD8<sup>+</sup> T cells

(A) Dot plot showing enrichment of hallmark gene sets in macrophages treated with in vivo with the combination of palbociclib (50 mg/kg) and SY5609 (2 mg/kg) compared to control. Pathways were considered significant at adjusted  $p < 0.05$  and FDR  $< 0.25$ . Dot size and color reflect gene count and adjusted  $p$  values, respectively.

(B) Flow cytometric quantification of total CD8<sup>+</sup> T cells in AT3<sup>OVA</sup> tumors following treatment.

(C and D) Flow cytometric quantification of IL-2<sup>+</sup> (C) and TNF- $\alpha$ <sup>+</sup> (D) producing CD8<sup>+</sup> T cells in AT3<sup>OVA</sup> tumors, stratified by OVA-tetramer expression.

(B–D) The middle line indicates the median, with box edges representing interquartile ranges ( $n = 6$  mice/group).  $P$  values were calculated by unpaired  $t$ -test (\*  $p \leq 0.05$ ; \*\*  $p \leq 0.001$ ).

**Supplemental Table 1. The list of antibodies used in Fig 6A–D, 8C–D, S8A–C, and S8B–D.**

| <b>Antibody</b>                      | <b>Clone</b> | <b>Dilution</b> | <b>Source</b>    | <b>Catalog</b> |
|--------------------------------------|--------------|-----------------|------------------|----------------|
| TCR- $\beta$ – Brilliant Violet 421  | H57-597      | 1:100           | BioLegend        | 109229         |
| CD4 – Brilliant Violet 605           | GK1.5        | 1:400           | BioLegend        | 100451         |
| CD8a – Brilliant Violet 650          | 53-6.7       | 1:400           | BioLegend        | 100741         |
| NK-1.1 – Brilliant Violet 785        | PK136        | 1:100           | BioLegend        | 108749         |
| F4/80 – KIRAVIA Blue 520             | BM8          | 1:50            | BioLegend        | 123162         |
| CD45 – PerCP/Cyanine5.5              | 30-F11       | 1:400           | BioLegend        | 103131         |
| Ly-6C – PE                           | HK1.4        | 1:400           | BioLegend        | 128007         |
| CD11b – Alexa Fluor 700              | M1/70        | 1:200           | BioLegend        | 101222         |
| Ly-6G – APC/Fire 750                 | 1A8          | 1:400           | BioLegend        | 127651         |
| CD45 – FITC                          | 30-F11       | 1:200           | BioLegend        | 103107         |
| FOXP3 – Alexa Fluor 700              | MF-14        | 1:100           | BioLegend        | 126421         |
| TNF- $\alpha$ – Brilliant Violet 650 | MP6-XT22     | 1:40            | BioLegend        | 506333         |
| IL-2 – PerCP-Cyanine5.5              | JES6-5H4     | 1:20            | BioLegend        | 503822         |
| IFN- $\gamma$ – PE/Cyanine7          | XMG1.2       | 1:20            | BioLegend        | 505826         |
| OVA H-2K <sup>b</sup> – PE           | 25-D1.16     | 1:20            | MBL Life Science | TS-5001-1C     |
| CD8a – FITC                          | KT15         | 1:20            | Invitrogen       | MA5-16759      |
| CD45 – Brilliant Ultraviolet 395     | 30-F11       | 1:100           | BD Bioscience    | 564279         |

# Supplementary material for: Dual targeting of CDK4/6 and CDK7 augments tumor response and antitumor immunity in breast cancer models
**Source:** J Clin Invest. 2025 Aug 12;135(20):e188839. doi: 10.1172/JCI188839

Full unedited blot for  
**Supplement Figure 2A, B, and C (MDA-MB-231 and MCF-7)**

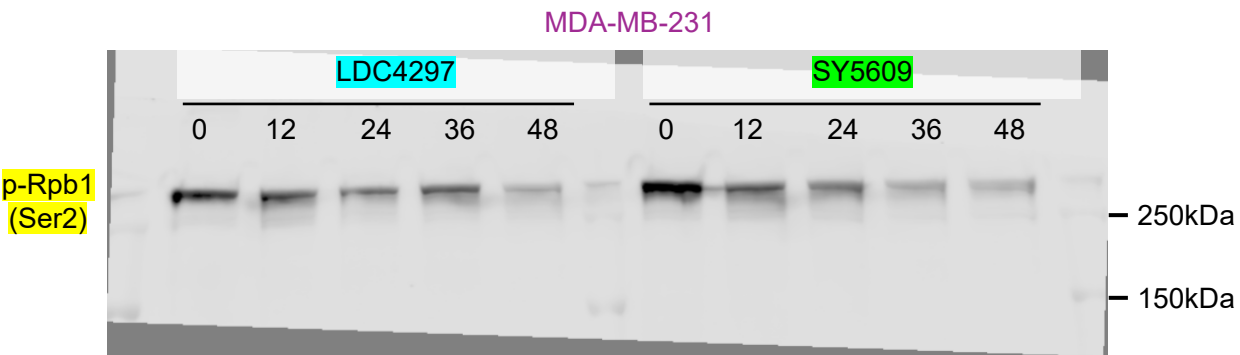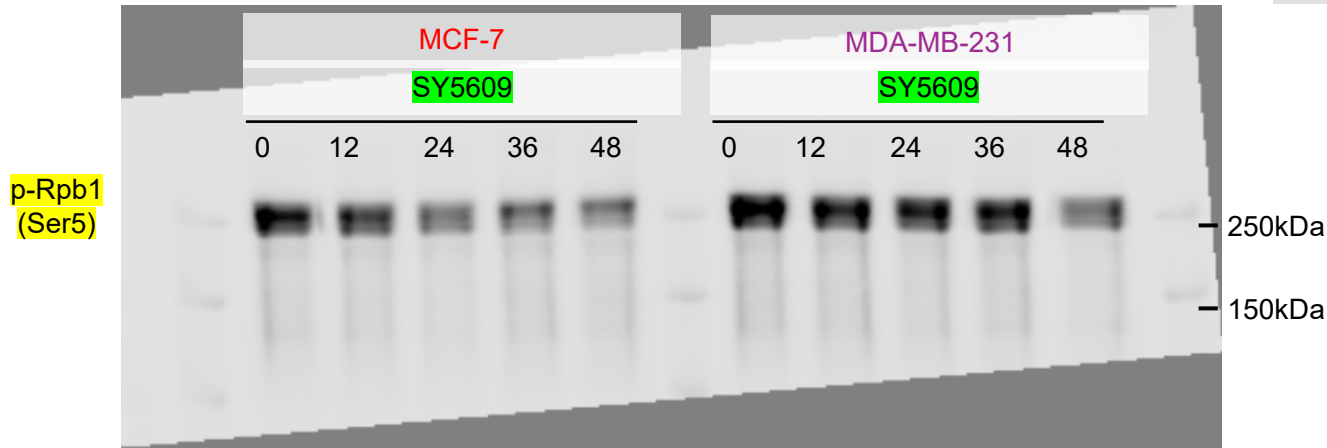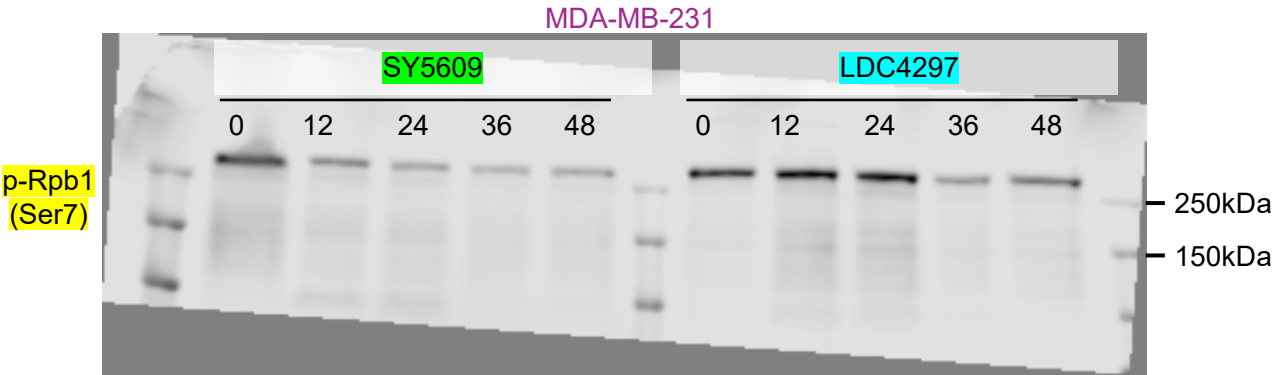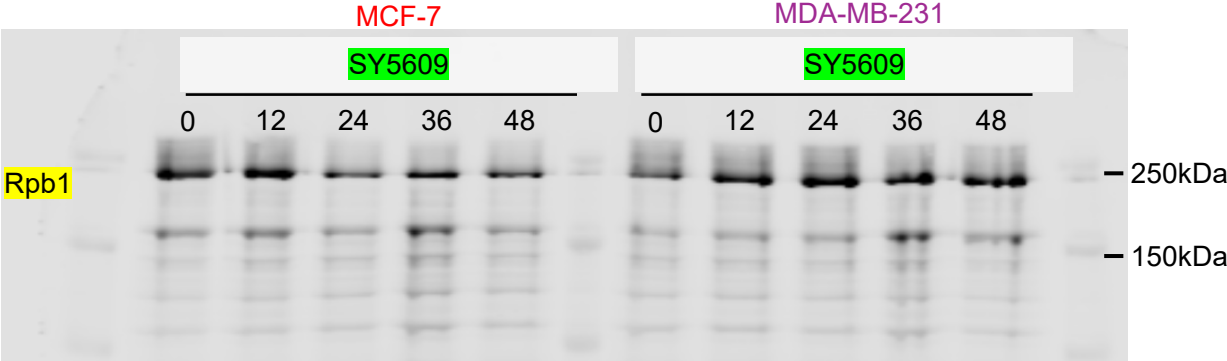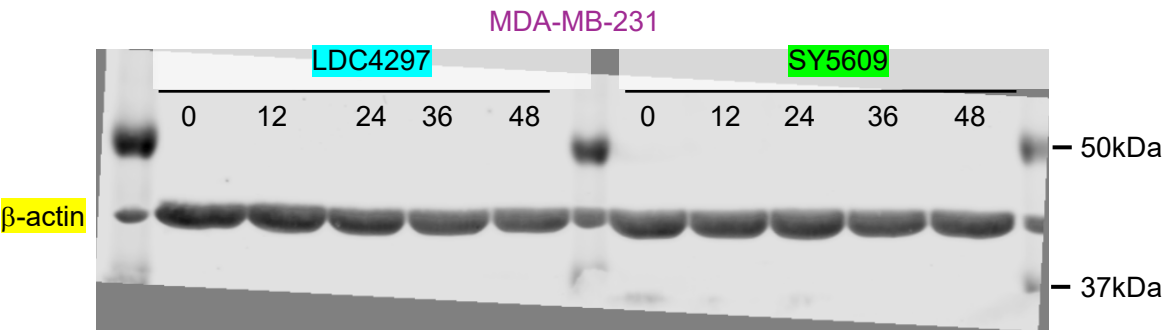

Full unedited blot for  
Supplement Figure 2A, B, and C (MDA-MB-231 and MCF-7)

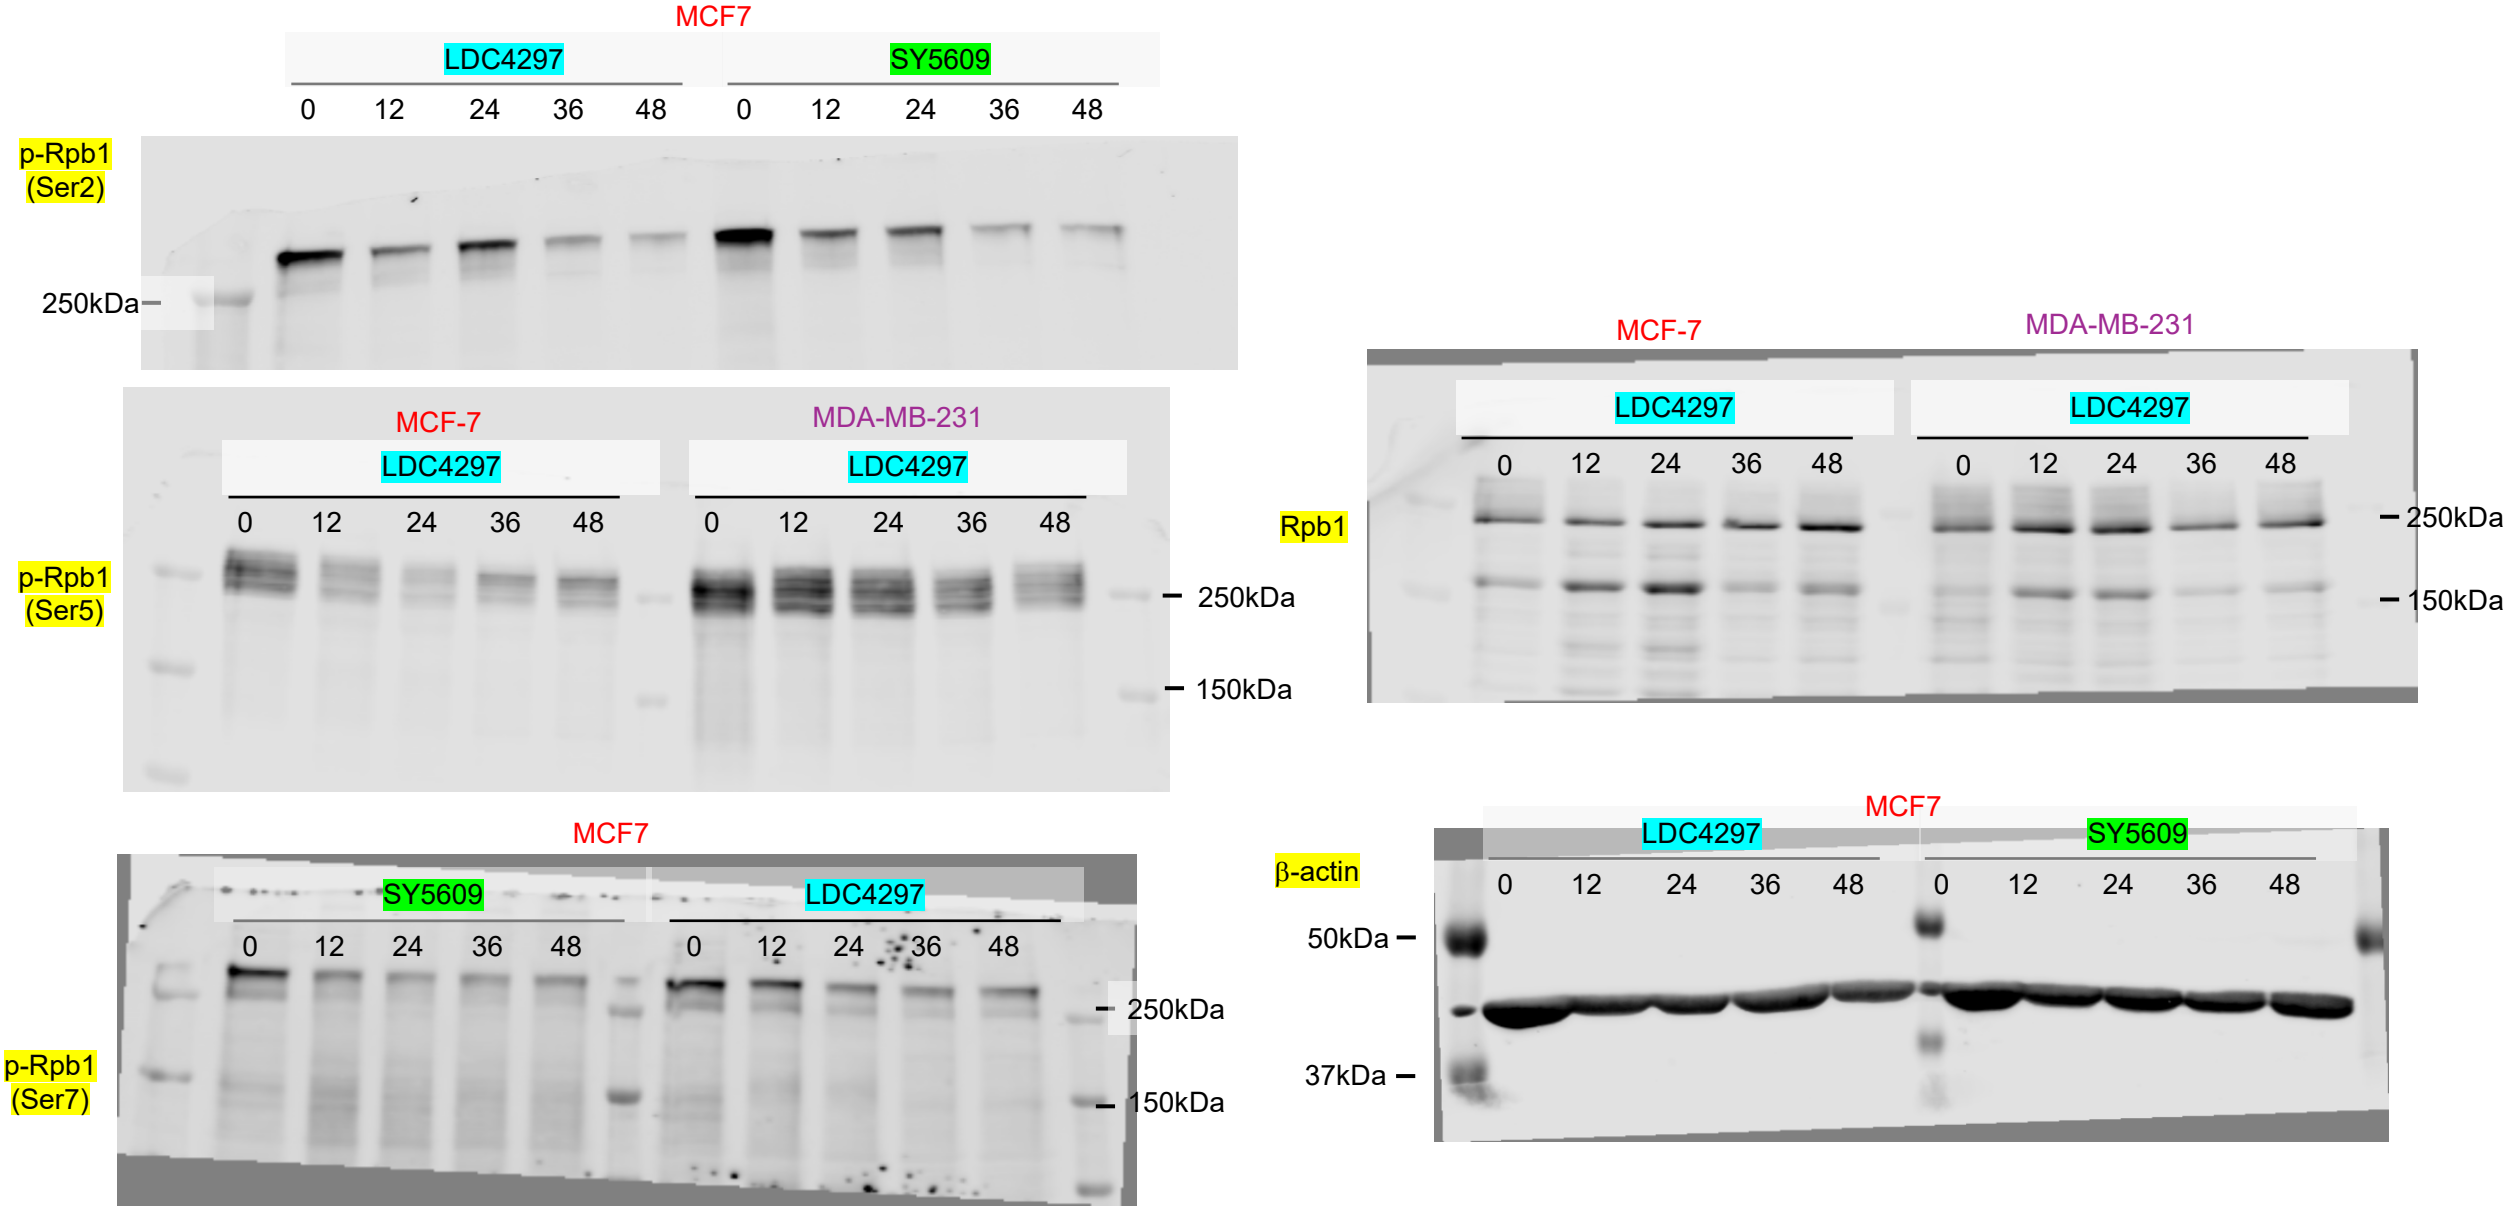

Full unedited blot for  
**Supplement Figure 2A, B, and C (CAMA-1)**

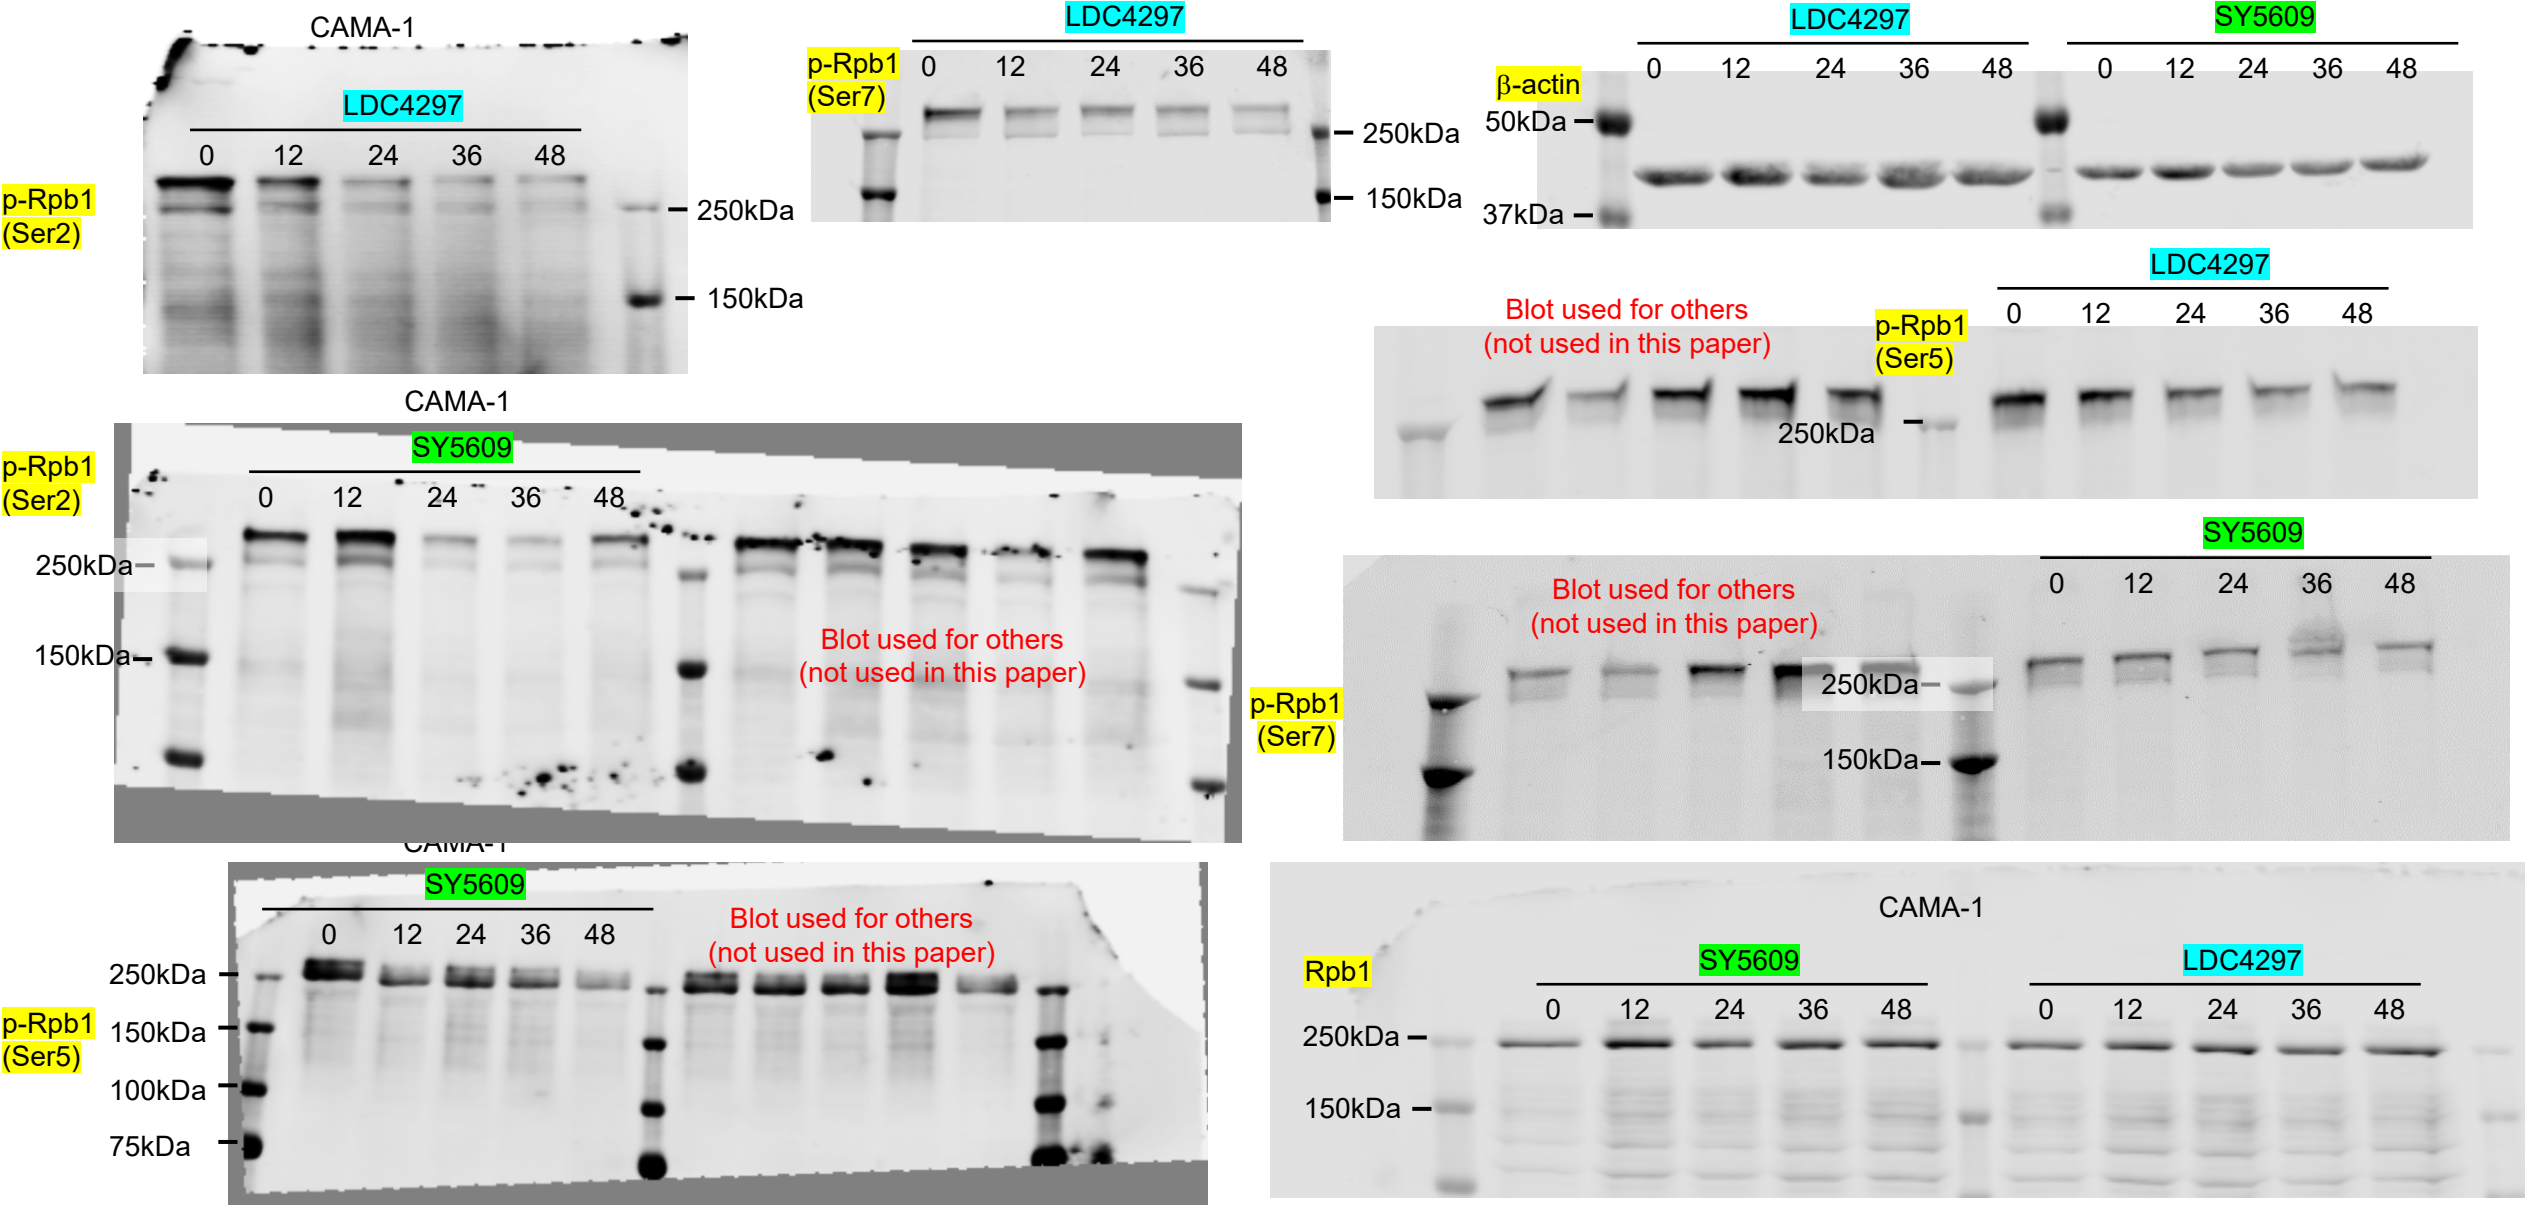

Full unedited blot for **Figure 2E**

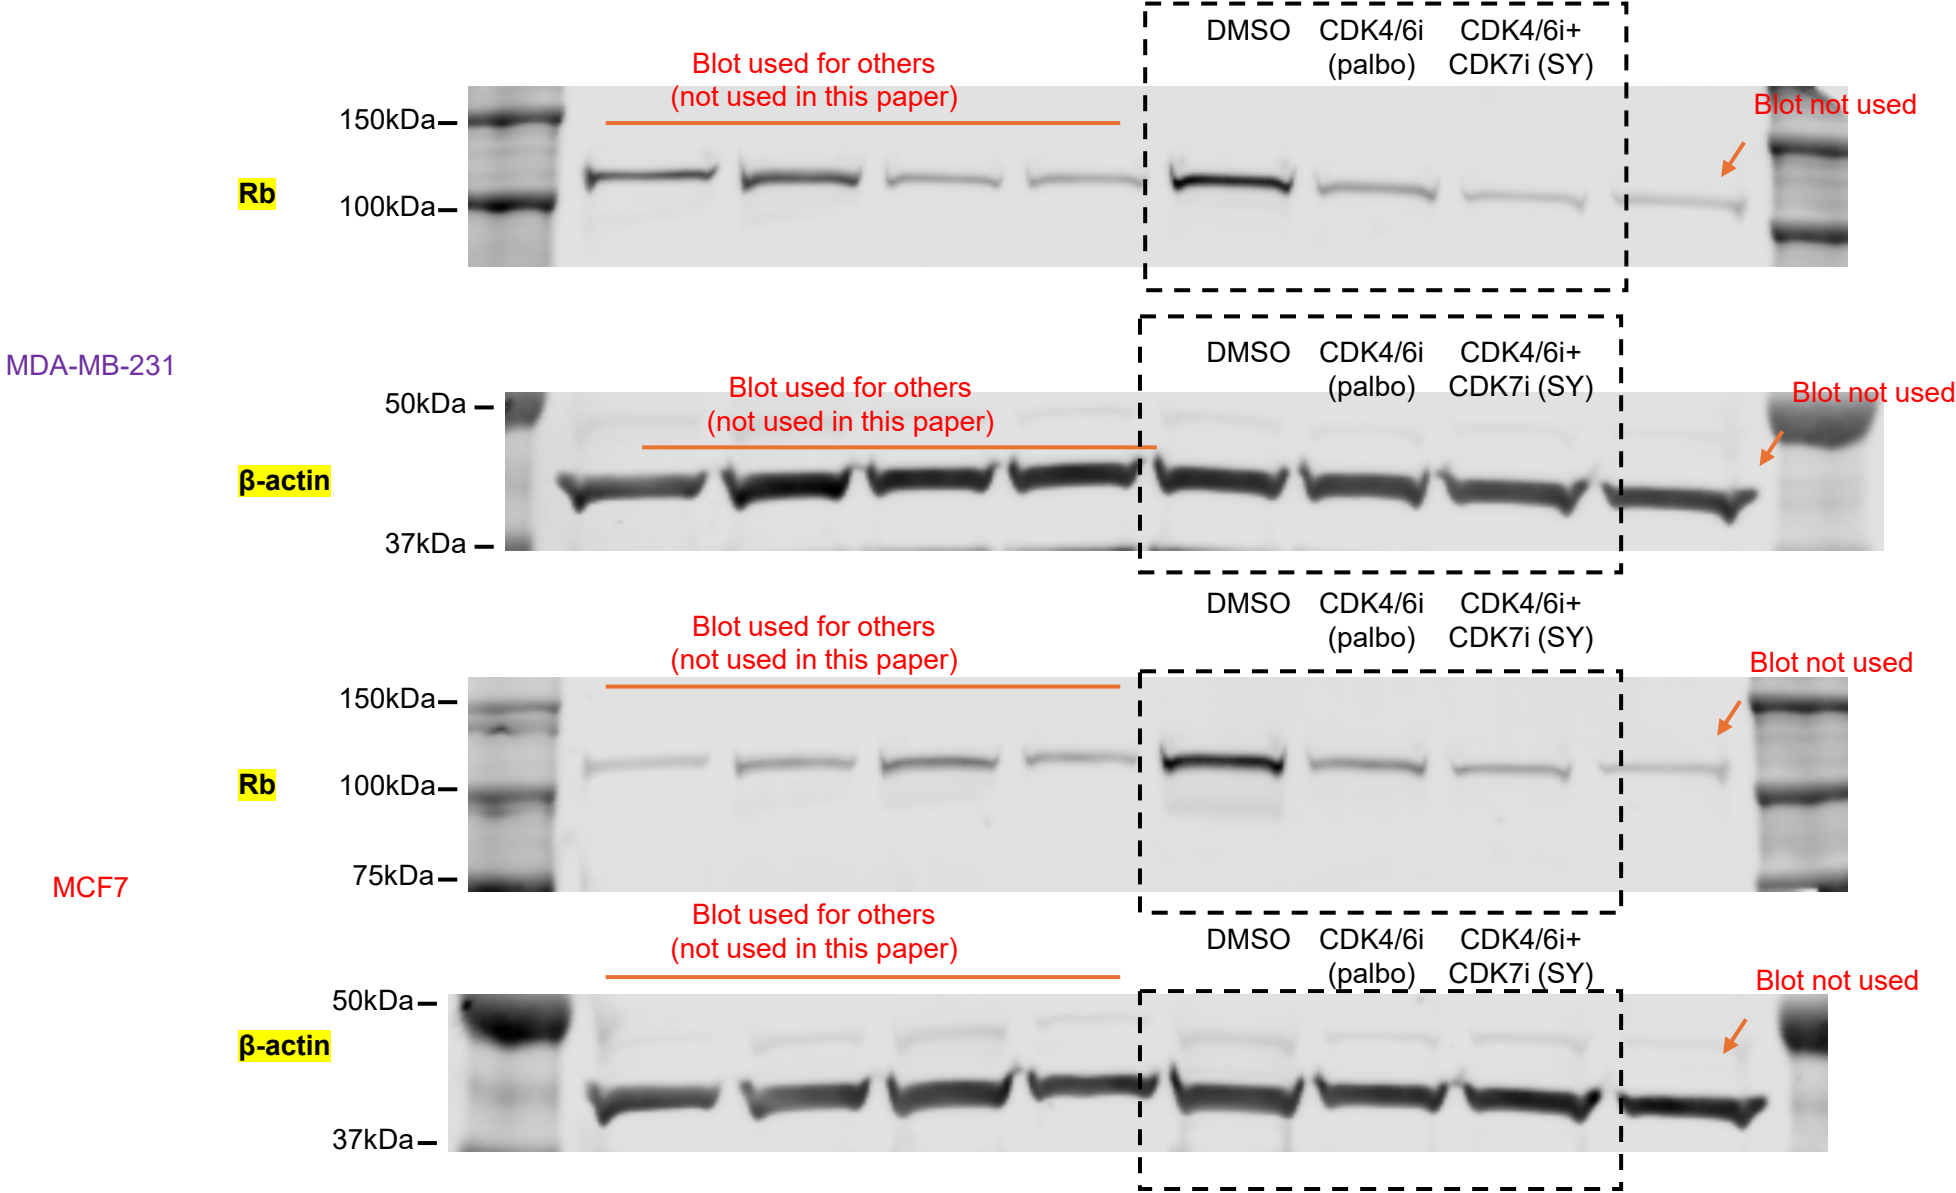

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

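RNA-Seq was read in 8 libraries of MDA-MB-231 cells sorted by a geminin reporter after 42 h, 2 in each of 4 groups (untreated control, CDK4/6i, CDK7i and their combination). The single-cell experiment and the 14-day persister cells were not analysed here. For the 8 libraries the authors deposited estimated counts from kallisto for 30160 gene symbols. All values are whole numbers, not normalized, and replicates are not pooled. The paper's text does not name the kallisto version, the transcriptome or the genome build, nor filters on the reads. The authors then used DESeq2 with apeglm shrinkage for their comparisons, and clusterProfiler with hallmark and reactome sets.

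Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM factors, quasi-likelihood fit over all 8 libraries with a mean per group, Benjamini-Hochberg adjustment over 15624 tested genes, threshold 0.05). There were 6 contrasts, which were each drug and the combination against the control, the combination against each drug, and the interaction on the log2 scale. Standard errors were taken from the fold change and the F statistic. Totals per library were 20949754 to 54270801 counts, and a floor of 3 counts was used as the limit of detection, which covers counting error only.

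Lists were tested with fgsea 1.28.0, 10000 permutations of genes and sizes from 15 to 500, ranked by log2 fold change. The 11 lists of Figure 3D were written from memory of the hallmark collection, so membership may differ from the paper's sets. Further lists were the S (43 genes) and G2/M phase (54 genes) lists of Seurat 5.3.0, cholesterol biosynthesis, mitochondrially encoded transcripts, cytosolic ribosomal proteins, oxidative phosphorylation subunits and replication-dependent histones. In the 6 contrasts, 27 of 66 tests of the figure's lists and 26 of 36 tests of the further lists passed 0.05. Values of the further lists were recomputed under the alternatives for the combination and, after the values were seen, in the other contrasts only where they stood apart. The IFN-α, IFN-γ, TNF-α, EMT and inflammatory lists were likewise recomputed with each drug alone and between the combination and each drug after the values were seen. A list's median was set beside 10000 random lists matched on mean expression in 20 bins. Library scores are mean z scores of log2 CPM with a prior count of 2, tested exactly over 105 partitions. Two-sided tests of shares of counts used all divisions of the libraries into 4 with and 4 without a drug, with a smallest *P* of 0.0286.

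Genes named in the text were fixed by rule. They are the genes the paper names with their cyclin partners and the immune genes of Figure 8B, the 5 largest rises and 5 largest falls in the combination with a mean log2 CPM of at least 3 and no overlap of libraries, and the 3 largest changes in each of 8 lists. On simulated counts with 200 genes changed 4-fold among 15209 tested, edgeR recovered 193 (96.5%) with 10 false calls among 207. The other 4 calls were genes of the simulated list described below. With no change it called 0 genes. DESeq2 recovered 196 with 35 false calls among 236, the other 5 again in the simulated list, on 15624 genes. The list test called the simulated list changed by 1.5-fold and 0 of 20 unchanged lists, on 15209 genes. Simulated genes were drawn independently of each other. In the data the estimated correlation between genes for the combination was 0.56 for E2F and for Myc targets and 0.81 for ribosomal proteins. The simulation therefore cannot show how often lists of genes that move together are called falsely.

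The alternatives were other scaling factors (DESeq2's size factors, upper quartile, library totals), DESeq2 1.42.0 with and without apeglm 1.24.0, other filters, a replicate number in the model, only the libraries compared, a 2-fold minimum, unrounded counts, camera and fry from limma 3.58.1, another ranking, genes of 1 list only, another prior count, and leaving out each library. A fit that leaves out a library has 1 library in a group, so only its values are given. Adaptive permutations, and z scores over the means of the groups, were added after seeing the data.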

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

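All the tests of explanations in this part were chosen only after the result they measure was seen. The added lists (cell cycle, cholesterol, mitochondrial, ribosomal, respiratory and histone genes) hold genes that the paper does not discuss for this experiment.

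Mitochondrially encoded transcripts were higher with palbociclib. Their median log2 fold change over 13 genes was 1.105 with the combination and 0.95 with CDK4/6i alone, above all 10000 random lists matched on expression in both cases. With CDK7i alone it was 0.16, above 99.99% of its matched lists, whose median was -0.24. A smaller rise relative to genes expressed alike was thus also seen without palbociclib. The list is too short for the enrichment test. These transcripts took 0.732% and 0.935% of counts in the control libraries, 1.82% and 2.08% with CDK4/6i, and 2.40% and 2.45% with the combination. All 4 libraries with palbociclib lay above all 4 without it (exact permutation test, two-sided *P* = 0.0286, adjusted over 4 tests 0.0571). The choice of scaling factor does not account for it, since the lowest median under DESeq2's size factors, upper quartile scaling and library totals was 1.06. Nor does depth, since the deeper library had the higher share in 1 of the 4 groups, and control replicate 2 and combination replicate 2 differed most in share at nearly equal depth. Dying cells and differences in RNA handling were not tested. An effect of palbociclib on mitochondrial RNA, or a fall in total nuclear RNA, may explain the pattern, and these values cannot separate them.

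Cytosolic ribosomal protein transcripts were lower with SY5609. The median over 83 genes was -1.24 with the combination (permutation adjusted *P* = 0.00346) and -0.79 with CDK7i alone (permutation adjusted *P* = 0.00642), below all random lists matched on expression. With CDK4/6i alone the list also passed as lower (permutation adjusted *P* = 0.0149). Its median there was only -0.12, at percentile 63.1 of matched lists, so it was no lower than other genes expressed alike. The share of counts of these transcripts was 2.40% to 3.40% in the 4 libraries with SY5609 and 3.91% to 5.67% in the 4 without it (exact permutation test, two-sided *P* = 0.0286, adjusted over 4 tests 0.0571). Short genes and extreme GC content can bias such a list, but after trends with length, GC content and expression were removed the combination's median was still -0.73. Reads assigned to ribosomal protein pseudogenes do not make up the loss. Genes and pseudogenes together held at most 0.515 times the CPM in a combination library that they held in the lower control library. The highest median under the other scalings was -0.91. With technical explanations weighed in this way, a lower output or stability of ribosomal protein mRNA under CDK7i remains a hypothesis, found and tested on the same libraries.

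Oxidative phosphorylation genes had a median of -0.41 with CDK7i alone (permutation adjusted *P* = 0.00642), or -0.25 without CDK7i replicate 2. The list was lower in both CDK7i libraries than in both control libraries. With DESeq2 the enrichment had the opposite sign (adjusted *P* = 0.978, range over the alternatives 3.43e-13 to 0.978), and with library totals the median was -0.17. The median stayed below 0 under every scaling and with each library left out. No biological explanation was tested, and whether CDK7i lowers these transcripts stays open.

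Replication-dependent histone transcripts were higher with CDK7i alone, with a median of 1.61 over 41 genes, or 1.34 with the 4 genes at the detection floor set to their bound (permutation adjusted *P* = 0.00454) and a higher score in both CDK7i libraries than in both control libraries. All 7 genes that passed an edgeR adjusted *P* of 0.05 with CDK7i alone were histone genes: H2AC6, H2BC4, H2BC5, H2BC12, H2BC21, H3C14 and H4C14, named because of their values. H2BC12 rose by 4.11 (SE 0.50, edgeR adjusted *P* = 0.00559) and H2AC6 by 3.66 (SE 0.57, edgeR adjusted *P* = 0.0362) on the log2 scale. More cells in S phase would raise the S phase genes, but their median was -0.25. Moving reads between near-identical histone genes would leave the sum of a family in place, but the summed CPM was higher in both CDK7i libraries in 4 of 5 families. The H2A family rose from 42.1 to 366 CPM, while the H4 family fell from 1013 to 450.4 CPM. Without CDK7i replicate 2, which had the most genes detected, the median was 1.98. After trends with length, GC content and expression were removed it was 1.299, from the 90.2% of genes with a known length. These transcripts normally lack poly(A) tails and the cDNA was primed on such tails. More polyadenylated or read-through histone RNA under CDK7i is therefore a hypothesis that total RNA would have to test.

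The interaction term compares the effect of CDK7i with and without CDK4/6i. Its median was -0.65 for S phase genes (permutation adjusted *P* = 0.0118), -0.62 for G2/M genes (permutation adjusted *P* = 0.00876) and -0.33 for ribosomal protein genes (permutation adjusted *P* = 0.0449), so these lists lay below the sum of the effects of each drug. A difference between the CDK4/6i replicates is a candidate explanation. Without CDK4/6i replicate 2 the S phase median was 0.29 and without replicate 1 -1.22, so the sign depended on replicate 2. For G2/M genes the values were 0.43 and -1.25, and for ribosomal protein genes 0.15 and -0.77. Leaving out combination replicate 2 moved the G2/M value to -0.96 and control replicate 2 to -0.41. For ribosomal protein genes, leaving out control replicate 1 gave -0.19, control replicate 2 -0.50, CDK7i replicate 2 -0.54 and combination replicate 1 -0.56.

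The histone list had an interaction median of -1.49, and -1.49 without the 6 genes at the detection floor in some group (permutation adjusted *P* = 0.00152), that is, CDK7i raised these transcripts less when CDK4/6i was present. It stayed at -0.86 without CDK4/6i replicate 2 and was -0.95 without CDK7i replicate 1. The difference between the CDK4/6i replicates therefore does not account for it. An interaction of the drugs on histone RNA stays a hypothesis, with the adjusted *P* over the alternatives from 3.18e-11 to 0.723.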

How the results depend on the processing

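The alternatives were fixed before the data were examined, except the adaptive permutations and z scores over the means of the groups. Some results were recomputed only because of their values. These were the ribosomal, respiratory and histone lists with CDK7i, mitochondrial transcripts with CDK4/6i, the S phase, G2/M phase, ribosomal and histone interactions, and the IFN-α, IFN-γ, TNF-α, EMT and inflammatory lists with each drug alone and between the combination and each drug. Between the combination and the control, the medians of the E2F, Myc, G2/M and DNA repair lists stayed below 0, and those of the IFN-α, IFN-γ, TNF-α, EMT, inflammatory, p53 and apoptosis lists above 0, under every alternative and with each library left out. Whether a list passed an adjusted *P* of 0.05 depended more on the setting. Unless a cause is given, the cause was not tested.

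Upper quartile scaling gave 4 genes with CDK7i and 53 between the combination and CDK7i. In the combination it moved the medians of DNA repair to -0.24, IFN-α to 0.54, IFN-γ to 0.64, TNF-α to 0.64, EMT to 0.73, inflammatory response to 0.72, p53 to 0.43, apoptosis to 0.43, cholesterol to 0.067, mitochondrial transcripts to 1.31 and oxidative phosphorylation to -0.20. The adjusted *P* was 0.611 for E2F, Myc and G2/M lists and 0.220 for DNA repair, 0.0873 for E2F and Myc targets with CDK4/6i and 0.0726 for the ribosomal interaction, and the cholesterol list reversed (adjusted *P* = 1).

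Library totals gave 155 genes with CDK4/6i, 3 with CDK7i and 16 between the combination and CDK7i. The combination's medians were -0.78 for Myc targets, -0.79 for G2/M, -0.12 for DNA repair, 0.66 for IFN-α, 0.75 for IFN-γ, 0.75 for TNF-α, 0.84 for EMT, 0.83 for inflammatory response, 0.55 for p53, 0.54 for apoptosis, 0.18 for cholesterol, 1.42 for mitochondrial transcripts, -0.91 for ribosomal proteins and -0.089 for oxidative phosphorylation (-0.17 with CDK7i). The adjusted *P* was 0.611 for the E2F, Myc, G2/M and DNA repair lists, 0.122 for E2F and Myc targets with CDK4/6i, 0.0625 for ribosomal proteins and 0.0588 for oxidative phosphorylation with CDK7i, and 0.0828 for the ribosomal interaction. The cholesterol list (adjusted *P* = 0.997), CDK6 (0.10) and ICAM2 (0.024) reversed. Each of these scalings adds nearly the same log2 shift to every gene of a comparison, which shows the cause of the moved medians. It also leaves fewer permutations with a negative score, 1 for E2F targets with upper quartile scaling and 1 with library totals against 47 with TMM. None was more extreme than the E2F or Myc list in any of them, so for these lists the higher *P* values reflect fewer permutations to compare with. For the other lists the permutations were not counted under these scalings, so this cause is not shown for them. The ribosomal interaction had 8679 permutations of its sign with TMM, 259 of them more extreme. Higher genes made up 1418 of 2163 calls with upper quartile scaling and 1611 of 2178 with library totals, against 1131 of 2434 with TMM. With CDK4/6i they made up 165 of 198 with upper quartile scaling and 647 of 1069 with DESeq2, against 210 of 291. Against CDK7i they were 46 with upper quartile scaling, 14 with library totals and 604 with DESeq2, against 171 of 227. DESeq2's size factors in edgeR gave 4 genes with CDK7i, 55 between the combination and CDK7i, and an adjusted *P* of 0.0521 for the ribosomal interaction.

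DESeq2 called 3658 genes in the combination, 1069 with CDK4/6i, 69 with CDK7i, 283 and 1211 between the combination and CDK4/6i or CDK7i, and 3 for the interaction. Its oxidative phosphorylation median was -0.25. The adjusted *P* was 0.0341 for IFN-γ, 0.0766 for oxidative phosphorylation, 0.408 for the S and G2/M phase interactions and 0.697 for the ribosomal interaction. Histones in the combination (0.0766), oxidative phosphorylation with CDK7i (0.978) and the Myc interaction (1) reversed. Shrinkage with apeglm pulls uncertain fold changes towards 0, and gave medians of 0.12 for IFN-γ, 0.19 for TNF-α, 0.15 for EMT, 0.13 for inflammatory response, 0.056 for apoptosis, -0.16 for oxidative phosphorylation and 0.023 for histones. Its adjusted *P* was 0.00583 for IFN-α, 0.00244 for IFN-γ, 0.000490 for TNF-α and EMT, and 0.0279 for p53.

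Without a filter beyond 1 count, 1129 genes were called with CDK4/6i, 103 with CDK7i, 423 and 1364 between the combination and CDK4/6i or CDK7i, and 29 for the interaction. The medians of oxidative phosphorylation in the combination and of histones with CDK7i were -0.23 and 2.11. The adjusted *P* was 0.200 for ribosomal proteins and 0.181 for histones with CDK7i, 0.464 for the S and G2/M phase interactions and 0.768 for the ribosomal interaction. Oxidative phosphorylation in the combination (0.988) and with CDK7i (0.848) and the Myc interaction (1) reversed. With at least 10 counts in every library, 137 genes were called between the combination and CDK7i. The adjusted *P* was then 0.000477 for IFN-α, 0.000959 for IFN-γ, 0.000477 for TNF-α and EMT, 0.0104 for p53, 0.0162 for histones, 0.00525 for E2F and Myc targets with CDK7i, and 0.000636 and 0.00381 for their interactions, and the cholesterol list reversed (0.997). A fit of the 4 libraries compared called 4158 genes in the combination, 33 with CDK7i and 3067 between the combination and CDK7i. A further requirement of a 2-fold change and counts left unrounded moved no count by more than 1.5 times, the latter because the deposited values are whole numbers.

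With camera's preset correlation the adjusted *P* was 0.0229 for IFN-α, 0.0273 for IFN-γ, 0.00108 for TNF-α, 0.000425 for EMT, 6.4e-08 and 1.66e-21 for E2F and Myc targets with CDK7i, and 0.0117 for the E2F interaction. None of the lists passed with an estimated correlation, which allows for genes that move together. The adjusted *P* was then 0.253 for E2F, Myc, G2/M, DNA repair and inflammatory lists, 0.249 for S phase, G2/M phase and ribosomal lists and 0.515 for oxidative phosphorylation in the combination. It was 0.301 for E2F and Myc targets with CDK4/6i, 0.263, 0.295 and 0.245 for ribosomal, respiratory and histone lists with CDK7i, 0.707 and 0.351 for E2F and Myc targets in the combination against CDK4/6i and CDK7i, 0.841 for the S phase, G2/M phase and ribosomal interactions and 0.549 for histones. With fry, the E2F, Myc, G2/M, DNA repair and inflammatory lists passed in the combination and so did IFN-γ and EMT (0.0480). Fry gave 0.0879 for S phase, G2/M phase, ribosomal and respiratory lists in the combination, 0.163 for E2F and Myc targets with CDK4/6i and 0.135 for ribosomal, respiratory and histone lists with CDK7i. It gave 0.560 for E2F and Myc targets against CDK4/6i, 0.137 and 0.140 against CDK7i, 0.965 for the S phase, G2/M phase and ribosomal interactions and 0.723 for histones.

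Ranking by the signed root of F gave 0.00148 for IFN-α, 0.000853 for IFN-γ, 0.000326 for TNF-α and EMT, 0.00523 for p53, 0.0114 for apoptosis, 0.0452 for histones, 0.000663 for E2F and Myc targets with CDK7i and 0.00170 for the E2F interaction. The adaptive permutations gave 5.77e-15 and 5.16e-28 for E2F and Myc targets with CDK7i, because they resolve values that 10000 permutations cannot. Genes held by only 1 of the 11 lists gave medians of 0.55 for IFN-α and 0.66 for IFN-γ and an adjusted *P* of 0.0359 for E2F targets with CDK7i. For E2F and Myc targets with CDK7i, library totals and the fit without a filter gave no *P*, since no permutation had a negative score.

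Replicate numbers did not pair the libraries, with correlations of the replicates' deviations between -0.118 and 0.156. With the replicate number as a replicate block, the adjusted *P* was 0.0688 for the E2F, Myc and G2/M lists and 0.0625 for DNA repair in the combination. There 33 permutations had a negative score for E2F and 31 for Myc targets, and none was more extreme. For these lists the higher values thus reflect few permutations. With CDK4/6i the adjusted *P* was 0.0555 for IFN-γ and 0.0605 for TNF-α and EMT. The replicate block changed no other call of a list and no count by more than 1.5 times, and E2F1 and POLR2A passed 0.05 with it.

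Calls of the lists that rose also changed with the setting for CDK4/6i alone. Upper quartile scaling raised the adjusted *P* to 0.0606 for IFN-γ, TNF-α and EMT. Library totals gave 0.0632 for the same lists and moved the EMT median to 0.54. Without a filter beyond 1 count the adjusted *P* was 0.0717 for TNF-α and 0.0948 for EMT, and with camera's preset correlation 0.0520 for TNF-α. The estimated correlation gave 0.301 for IFN-α, IFN-γ, EMT and inflammatory lists and 0.593 for TNF-α, and fry gave 0.142 and 0.342. Genes held by only 1 list gave 0.0899 for IFN-α, with a median of 0.50, 0.181 for IFN-γ, 0.323 for TNF-α and 0.0776 for EMT and inflammatory lists. Between the combination and CDK4/6i, EMT reversed with DESeq2's size factors in edgeR (0.892) and with genes held by only 1 list (0.819), and IFN-α with library totals (0.998). IFN-γ reversed with DESeq2 (1), with at least 10 counts in every library (0.922), with camera's preset (0.948) and estimated correlation (0.974) and with the signed root ranking (0.571). TNF-α passed with at least 10 counts in every library (0.000628), with camera's preset correlation (0.00771) and with the signed root ranking (0.000864), and the inflammatory list with genes held by only 1 list (0.0311). Library totals moved the medians of IFN-γ to 0.19 and EMT to 0.31, and genes held by only 1 list moved that of IFN-γ to 0.21.

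With CDK7i alone, library totals moved the medians of the same lists to 0.087 for IFN-α, 0.26 for IFN-γ, 0.35 for TNF-α, 0.39 for EMT and 0.53 for the inflammatory response. Genes held by only 1 list gave 0.21 for IFN-γ and 0.60 for the inflammatory response. The inflammatory list had an adjusted *P* of 0.559 with DESeq2, 1 without a filter beyond 1 count, 0.680 with camera's estimated correlation and 0.628 with fry. EMT had 0.00525 with at least 10 counts in every library and 0.00528 with the signed root ranking. IFN-α reversed with upper quartile scaling (0.995), library totals (0.983), at least 10 counts in every library (0.518) and genes held by only 1 list (0.998), and IFN-γ with camera's preset (0.962) and estimated correlation (0.981). For the combination against CDK7i, DESeq2 gave 0.488 for IFN-γ and 0.372 for EMT, with an EMT median of 0.14, and the fit without a filter 0.792 and 0.618, with an EMT median of 0.13. The estimated correlation gave 0.351 for IFN-α, IFN-γ and EMT and 0.381 for TNF-α, and fry 0.137 and 0.157. EMT had 0.0700 with genes held by only 1 list. The inflammatory list passed with camera's preset correlation (0.0429) and the signed root ranking (0.00645).

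With each library left out in turn, the medians with CDK4/6i ranged from -1.24 to -0.16 for E2F targets, -0.92 to -0.17 for Myc targets, 0.82 to 1.24 for mitochondrial transcripts, 0.084 to 0.34 for IFN-γ, -0.13 to 0.36 for TNF-α, 0.25 to 0.53 for EMT and 0.081 to 0.43 for the inflammatory response. Between the combination and CDK4/6i they ranged from -1.05 to 0.0092 for E2F and -0.97 to -0.15 for Myc targets, with the ends set by CDK4/6i replicates 1 and 2. For the lists that rose they ranged from -0.21 to 0.11 for IFN-α, -0.075 to 0.26 for IFN-γ, 0.019 to 0.52 for TNF-α, 0.00097 to 0.22 for EMT and 0.12 to 0.46 for the inflammatory response. The interaction medians ranged from -0.85 to 0.31 for E2F targets, -0.62 to 0.26 for Myc targets, -1.22 to 0.29 for S phase, -1.25 to 0.43 for G2/M phase, -0.77 to 0.15 for ribosomal proteins and -1.90 to -0.86 for histones. Oxidative phosphorylation with CDK7i ranged from -0.44 to -0.25, IFN-α with CDK7i from -0.14 to 0.052, EMT with CDK7i from 0.11 to 0.32, EMT between the combination and CDK7i from 0.18 to 0.41, and in the combination mitochondrial transcripts ranged from 0.85 to 1.33 and IFN-α from 0.27 to 0.51. Apart from the fits that leave out a library, 8 of 41 named genes passed the threshold under some alternative and not otherwise (27 calls in all). Under those alternatives 0 lost a call and 2 reversed, which were CDK6 and ICAM2 with library totals. Leaving out control replicate 1 turned the combination's log2 fold change of CDK7 to 0.19 and of CDK6 to 0.20. Leaving out control replicate 2 turned that of ICAM2 to 0.24. Depth limits genes near 3 counts, which is 0.143 CPM in control replicate 1, the shallowest library.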

Differences from the paper's values

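Of the settings in this part, only z scores over the means of the groups were chosen after the result was seen. The bars above the heatmaps of Figure 3 give a mean z score for each library, and they were averaged per group here. The paper's text and legend do not say how these z scores were computed, so a difference in that step stays open.

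The E2F score of the control was 0.80 here and about 1.2 in Fig. 3B, read by eye. Neither alternative set before the data were examined, a prior count of 0.5 (0.80) or library totals (0.61), closed the gap. The Myc score of the control was 0.97 here and about 1.3 in Fig. 3C, read by eye, and again neither the prior count (0.97) nor library totals (0.79) closed the gap. The Myc score with CDK7i was 0.12 here and about -0.15 in Fig. 3C, read by eye, and neither alternative did so (0.12 with the prior count and 0.30 with library totals). The Myc score with the combination was -1.03 here and about -0.95 in Fig. 3C, read by eye. With library totals it was -0.93, within the replicate SD of the paper's value, whereas with the prior count it stayed at -1.03. When each gene was instead centered and scaled by the means of the groups, the E2F score of the control was 0.89, and the Myc scores were 1.04 in the control, 0.13 with CDK7i and -1.12 with the combination, which closed none of the gaps.

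The paper shows the EMT, TNF-α, IFN-γ, IFN-α, p53 and apoptosis sets as enriched in Fig. 3D. Here their adjusted *P* values in the permutation test were 0.106, 0.106, 0.0655, 0.179, 0.756 and 0.756, none past 0.05. The legend of Fig. 3D counts a set by its adjusted *P*, as here, together with a false discovery rate, while the methods name a *P* without saying whether it was adjusted. Had it been unadjusted, IFN-γ alone would have passed here (unadjusted permutation *P* = 0.0357), and EMT (0.0771), TNF-α (0.0731) and IFN-α (0.147) would not, nor would p53 (0.707) and apoptosis (0.756). The methods also name DESeq2 with apeglm shrinkage. Ranking by those shrunken fold changes, the EMT, TNF-α, IFN-γ, IFN-α and p53 lists passed, with adjusted *P* values of 0.000490, 0.000490, 0.00244, 0.00583 and 0.0279. The same lists passed with at least 10 counts in every library and with the signed root ranking. The EMT, TNF-α, IFN-γ and IFN-α lists passed with camera's preset correlation, EMT and IFN-γ with fry, and IFN-γ with DESeq2's unshrunken fold changes. Apoptosis passed only with the signed root ranking (0.0114), within 0.0114 to 0.955 over the alternatives. The ranges for the other lists were 0.000326 to 0.3704 for EMT, 0.000326 to 0.434 for TNF-α, 0.000853 to 0.434 for IFN-γ, 0.000477 to 0.478 for IFN-α and 0.00523 to 0.985 for p53.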

Other observations

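The tests of explanations in this part that were chosen before the result was seen are those of cell cycle phase and scaling for the E2F list, of shared genes and expression level for the Myc list, and of low counts and shared genes for the IFN-γ list. All others in this part were chosen only after the result was seen. For low counts, only the comparison of the better expressed members was set before, and the reading from all parts of the list was added after.

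The fall of E2F targets with the combination was weighed against a shift of the sorted cells between S and G2 phase. Such a shift would raise either the S or the G2/M genes, but the higher of their medians was -1.56. That was the S phase list, and the G2/M phase median was -1.77 (permutation adjusted *P* = 0.00344 for each). The highest E2F median under the other scalings was -0.96, and after trends with length, GC content and expression were removed it was -0.94. A larger share of cells that had left the cycle before sorting was not tested, and a direct effect on E2F targets remains a hypothesis that may account for the fall.

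The fall of Myc targets did not depend on genes shared with the cell cycle lists, since without them the median was -1.03. Highly expressed genes fell in general, but none of 10000 random lists matched on expression had a median as low as the Myc median of -1.10, and nearly all of theirs lay above -0.573. The MYC transcript itself was not lower, with a log2 fold change of 0.35 with the combination (edgeR adjusted *P* = 0.430), 0.10 without control replicate 1 and 0.65 without control replicate 2.

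The rise of the IFN-γ list could come from noise of genes with low counts. Members with the lower mean expression had a median of 0.82, but random lists matched on expression had 0.50, so most of that rise was shared by other genes expressed alike. The list's median still lay above 99.0% of theirs. The other members had a median of -0.00045, above the -0.28 of their matched lists and above 99.8% of them. The whole list had 0.42 against 0.038. Matched lists share the noise of low counts, so it does not account for the whole rise. With TMM factors the well expressed members were level with the control and rose only relative to genes expressed alike. That level depends on the scaling, which shifts all genes together. The whole list's median was 0.64 with upper quartile scaling and 0.75 with library totals. Random lists do not allow for members that move together between libraries, and the exact permutation test of the score over all 4 groups gave *P* = 0.143, so a rise by chance stays open. Genes shared with the TNF-α list do not explain it, since without them the median was 0.46.

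CDK4/6i replicate 1 was closer to the combination libraries than to CDK4/6i replicate 2. A mislabelled combination library may explain this, but the ribosomal protein share of replicate 1, 3.91%, lay between the libraries with SY5609 (at most 3.40%) and the other libraries without it (at least 4.55%). A CDK4/6i replicate 2 without effective palbociclib may also explain it, but that library's mitochondrial share, 1.82%, lay between the libraries without palbociclib (at most 1.08%) and the others with it (at least 2.08%). In both cases a share between the ranges keeps the question open. Genes that separated the other libraries by drug were then used to place each library between those without the drug (0) and those with it (1), leaving it out of the choice of genes, together with its replicate where its own label was not in question. For SY5609, replicate 1 lay at 0.61, but libraries with SY5609 ran from 0.18 to 1.26 and the others without it from 0.29 to 0.62, so these overlap and decide nothing. For palbociclib, replicate 2 lay at 0.17, with libraries without palbociclib from -0.10 to 0.35 and the others with it from 0.74 to 0.92. Single genes went the other way. SLAMF7 had 45.6 CPM in replicate 2 and at most 10.9 without palbociclib, and UBE2L6 had 60.9 and at most 29.8. POLR2A had 16.0 CPM in replicate 1, against 73.2 to 130.3 in the libraries with SY5609, which speaks against a mislabelled combination library, although the controls alone ran from 17.3 to 55.2. The placing and these genes were chosen only after the result was seen. With evidence both ways, these explanations and a variable response to palbociclib cannot be told apart.

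CDK7i replicate 2 had 22000 genes detected, more than the 18762 of the next library. Depth does not account for this. At the depth of the shallowest library, 20946 genes would be expected in it and at most 17933 in any other. Genomic DNA or unspecific transcription would show in genes silent in this tissue. Of 177 taste receptor, beta-defensin and keratin-associated protein genes, 36.4 would be expected in it at equal depth, against 9 to 17.7 elsewhere. That is consistent with genomic DNA or unspecific transcription, and the test does not separate them. The 2490 genes seen in this library alone stayed at or below 1.105 CPM.

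TNF, and the immune genes that the paper reads in cancer cells of treated mouse tumors (Figure 8B), were read in this human cell line. The line was cultured outside a tumor, so low values here do not test the tumor result. TNF had 0 counts in all 8 libraries, which allows at most 0.0553 to 0.143 CPM. CXCL9, CXCL10 and CXCL11 had at most 5, 3 and 5 counts in any library, so no fold is given. CXCL2 changed by 1.67 (SE 0.62, edgeR adjusted *P* = 0.0788) and passed 0.05 with DESeq2 (log2 fold change 1.63), with apeglm shrinkage (1.17), with at least 10 counts in every library (1.78) and in a fit of the 4 libraries compared (1.68). CIITA changed by 1.15 (edgeR adjusted *P* = 0.228) and ICAM2 by -0.31 (edgeR adjusted *P* = 0.619). Without control replicate 2 the ICAM2 value was 0.24, and without control replicate 1 -0.70.

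Of the other genes fixed for reading, POLR2A changed by 1.08 with the combination (edgeR adjusted *P* = 0.102), by 2.15 without control replicate 2 and by 0.48 without control replicate 1. It passed 0.05 without a filter beyond 1 count and with a replicate block. CDK2 changed by -0.85 (edgeR adjusted *P* = 0.111) and passed without that filter and in the fit of 4 libraries, as did CCNE2, while CCNE1 passed with library totals. CCNE1 changed by 0.92 (edgeR adjusted *P* = 0.0973), by 1.50 without control replicate 2 and by 0.52 without control replicate 1. CCNE2 changed by -1.13 (edgeR adjusted *P* = 0.133), by -0.68 without combination replicate 1 and by -1.81 without combination replicate 2.

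Among the added lists in the combination, cholesterol biosynthesis had a median of -0.15 (permutation adjusted *P* = 0.819), above 0 with upper quartile scaling and library totals, or -0.088 without combination replicate 1. Oxidative phosphorylation had a median of -0.41 (permutation adjusted *P* = 0.00346), at percentile 32.0 of random lists matched on expression, so it was no lower than other genes expressed alike. Histones had a median of 0.52, and 0.52 with genes at the detection floor set to their bound (permutation adjusted *P* = 0.407), or 0.89 without control replicate 2, 0.87 without combination replicate 1 and 0.24 without combination replicate 2.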
